# Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary

**DOI:** 10.1158/2159-8290.CD-23-0299

**Published:** 2023-12-12

**Authors:** Ido Yofe, Tamar Shami, Noam Cohen, Tomer Landsberger, Fadi Sheban, Liat Stoler-Barak, Adam Yalin, Truong San Phan, Baoguo Li, Lea Monteran, Ye’ela Scharff, Amir Giladi, Miriam Elbaz, Eyal David, Anna Gurevich-Shapiro, Chamutal Gur, Ziv Shulman, Neta Erez, Ido Amit

## Abstract

Cancer mortality primarily stems from metastatic recurrence, emphasizing the urgent need for developing effective metastasis-targeted immunotherapies. To better understand the cellular and molecular events shaping metastatic niches, we used a spontaneous breast cancer lung metastasis model to create a single-cell atlas spanning different metastatic stages and regions. We found that premetastatic lungs are infiltrated by inflammatory neutrophils and monocytes, followed by the accumulation of suppressive macrophages with the emergence of metastases. Spatial profiling revealed that metastasis-associated immune cells were present in the metastasis core, with the exception of TREM2^+^ regulatory macrophages uniquely enriched at the metastatic invasive margin, consistent across both murine models and human patient samples. These regulatory macrophages (*Mreg*) contribute to the formation of an immune-suppressive niche, cloaking tumor cells from immune surveillance. Our study provides a compendium of immune cell dynamics across metastatic stages and niches, informing the development of metastasis-targeting immunotherapies.

## Introduction

Breast cancer continues to be one of the leading causes of cancer-related death in women (1, 2). Mortality from breast cancer is almost exclusively a result of tumor metastasis, as advanced metastatic cancers are currently incurable. Lungs are one of the most common sites of breast cancer metastasis, conferring a median survival of less than two years after diagnosis, thus posing a major clinical challenge (3). The early stages of metastasis, between the resection of primary tumor and diagnosis of clinically evident metastasis, are currently a “black box” in human patients, limiting our ability to predict or prevent metastatic relapse. Because these are crucial rate-limiting events, understanding the mechanisms underlying the different stages of the metastatic process, and accurately dissecting specific metastatic niches, is an urgent quest in cancer research, and an essential step toward the discovery of novel therapeutic targets.

Metastasis is a complex multistep process (4, 5). The metastatic microenvironment is crucial in supporting the formation of metastases (6). Nevertheless, as most studies of the microenvironment focused on the primary tumor site, the role of the metastatic tumor microenvironment (mTME) and the molecular cross-talk between immune cells at the metastatic niche that enable metastatic relapse are still poorly characterized.

The recent advancements in single-cell RNA-sequencing (scRNA-seq) technologies have led to improved characterization of immune cell states within the tumor microenvironment (7). ScRNA-seq analyses enabled detailed dissection of myeloid and T-cell heterogeneity across various cancer types (8–10). However, breast cancer studies using this technology have almost exclusively focused on mapping of the immune microenvironment in primary tumors (11), due to the practical and ethical constraints in accessing samples from metastatic lesions, limiting our molecular understanding of the clinically relevant immune milieu, which includes potential metastasis relevant therapeutic targets. Because each microenvironment exerts specific signals that support or oppose colonization and expansion of disseminated tumor cells (12, 13), understanding organ-specific mechanisms that enable metastatic growth is of crucial importance.

A fundamental phase in the metastatic process is the establishment of a premetastatic niche, preceding the formation of clinically relevant metastases (14). Premetastatic preparation of secondary sites to facilitate subsequent tumor cell colonization is mediated by secreted factors from tumor and stromal cells that instigate a permissive premetastatic niche by influencing the recruitment and functional activation of immune cells (15–21). Specifically, macrophages and neutrophils were shown to play important roles in facilitating breast cancer metastasis to the lungs (5, 22, 23), but detailed spatial and temporal mapping of their variations in the premetastatic niche is still lacking.

Tumors are composed of various stromal and immune cell types that nurture and support the colonization and growth of tumor cells. This cellular landscape undergoes alterations as tumors develop and spread. However, a further layer of complication is that cellular heterogeneity is not uniform in the spatial axis. Tumors are composed of distinct cellular niches, and cells do not operate in solitude, but rather maintain intricate cross-talk with other cells in their surroundings (24, 25). Therefore, accurate characterization of specific functional immune subpopulations in the context of defined niches is vital.

To address these unmet needs, we mapped the immune microenvironment in single-cell resolution during distinct stages of breast cancer lung metastasis. In order to isolate metastases-associated immune cells, we utilized spatial NICHE-seq technology (26), applied to mouse models of spontaneous lung metastasis subsequent to resection of the primary breast tumor, to generate a dynamic atlas of immune cell states throughout the metastatic process and across spatial regions. We observed profound differences between the TME of the primary tumor and that of lung metastases. Notably, metastases exhibit tumor-associated monocytes and macrophages of different states. Prior to the formation of metastases, the premetastatic niche is established, characterized by the tissue infiltration of monocytes and neutrophils with inflammatory signatures. We have determined that the onset of metastatic growth is associated with an increase in suppressive monocytes and macrophages, conventional type 2 dendritic cells (cDC2), and regulatory T cells (Treg). In addition, the lung milieu of metastatic regions, yet not that from distal normal tissue, provided immune cell migratory signals. Upon focusing on the core or invasive margins of the metastasis through photo-labeling, we have discovered that glycolytic metabolism and type-1 interferon signaling are dominant features of activated DCs, monocytes, and macrophages in the metastatic core. Conversely, regulatory macrophages expressing *Trem2* with extracellular matrix (ECM) remodeling features and lipid metabolism are spatially distinct, forming a suppressive niche at the invasive margin of the metastases. These findings were validated in different mouse models of breast cancer lung metastasis as well as in human lung metastasis across multiple cancer types. Our comprehensive analyses of the immune microenvironment revealed key alterations in immune cell molecular states during the metastatic cascade and elucidated the diverse landscapes of immune subpopulations in distinct spatial compartments of breast cancer metastases.

## Results

### Detailed Atlas of the Immune Microenvironment in Breast Cancer Lung Metastasis

Recent studies have characterized the immune microenvironment in primary breast tumors using scRNA-seq (27, 28). However, comprehensive analysis of the metastatic immune microenvironment has mostly been overlooked. To define the principles that govern heterogeneity and plasticity in the metastatic microenvironment, as well as in the premetastatic niche, we set out to temporally and spatially dissect the functional subpopulations of metastases-associated immune cells during metastatic progression. To this end, we utilized a mouse model of spontaneous lung metastasis by orthotopically injecting tdTomato-EO771 breast cancer cells to mammary glands (ref. 29; Fig. 1A). To mimic the clinical setting, primary tumors were surgically resected and spontaneous lung metastases ensued (Supplementary Fig. S1A).

We isolated and analyzed immune cells at different stages and spatial regions. We collected cells from the premetastatic niches (pre-MET) in mice bearing primary breast tumors prior to resection (30), and from mice bearing evident metastatic lesions. Then, following primary tumors resection, mice were monitored for metastasis weekly using CT, and samples were collected shortly after the first CT detection of metastasis. Using tdTomato labeling and microscopic inspection, we were able to distinguish between lung tissues containing metastatic lesions and distal normal tissue. Cells were also collected from mice that did not develop metastases, classified as relapse-free.

To dissect and compare the immune microenvironment in different spatial regions, we utilized photoactivatable GFP (PA-GFP) mice (26) as recipients of breast tumors and emergent spontaneous metastasis, thus enabling spatial analysis by application of the NICHE-seq technology. The NICHE-seq methodology enables spatial analysis of small and irregular niches as it combines photoactivatable fluorescent reporters, coupled to two-photon microscopy and massively parallel single-cell RNA-seq (26). NICHE-seq profiling is based on sorting and analysis from within visually selected metastatic microenvironments in PA-GFP transgenic mice, where tumor cells are fluorescently labeled, and photoactivated host cells are labeled through PA-GFP photoactivation (Fig. 1A). The NICHE-seq metastasis experimental system enables dissection of micro-niches (as small as ~1,000 cells) from fresh, unfixed tissues that are otherwise pathologically indistinguishable from the adjacent healthy tissue. We performed photoactivation on metastases-bearing lungs, labeling either the metastasis core or the metastasis invasive margin. Finally, we isolated immune cells from the lungs of control PA-GFP mice and also included in our atlas immune cells from EO771-tdTomato primary tumors. Cells from all samples were isolated by FACS, gating on CD31^−^CD45^+^ immune cells or CD31^−^GFP^+^ cells following photoactivation of metastatic tissues (Supplementary Fig. S1B). 

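Single cells were sorted into 384-well plates and sequenced with a plate-based method in which every captured mRNA molecule carries a unique molecular identifier (UMI), so that copies made by amplification are counted once. For each of 148 plates, the authors deposited the UMI counts of 52634 gene rows in every well, without normalization, and an annotation of the cells that they retained. According to the Methods, reads were mapped to the mouse genome (mm10) with HISAT, reads with multiple mapping positions were excluded, and cells with fewer than 500 UMIs were discarded. The plates of 1 tissue of 1 mouse were pooled as 1 sample, which gave 3 control lungs, 6 relapse-free lungs, 3 Pre-MET lungs, 4 primary tumors, 14 distal normal tissues, 13 metastases, 13 metastasis cores and 7 invasive margins. Plates came from 12 sequencing batches, and the 9 plates of control mice were the only plates of their batch. The 592 wells left without a cell held a median of 8 UMIs and at most 236, all below the minimum set for a cell. Cell frequencies below are the mean of per-sample percentages, so that each sample has the same weight whatever its number of cells. Expression was compared on the UMIs of a sample's cells summed by cell type, with a gene's level given as its UMIs per 1000000 UMIs of that sum (CPM). Cells of 1 sample were not counted as replicates.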

ScRNA-seq was performed on 63 samples from 27 mice. After filtering, 24,020 immune cells were retained for subsequent analysis (Supplementary Fig. S1C). 

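The annotation covered 24020 wells, with a median of 1127.5 UMIs and 475 genes per cell and none below the minimum. It assigned 23425 cells to 27 immune subpopulations, and these entered all frequencies and sums below. The other 595 annotated cells carried the labels erythrocyte (336 cells), outlier (165) or tumor (94) and were left out. A further 128 wells reached the minimum without an annotation, and in 105 of them more than 20% of the UMIs were mitochondrial, a level that no annotated cell exceeded. At least 1000 UMIs were counted in 13281 of the immune cells. Supplementary Table S2 gives the number of cells by sample and population, and the columns at hand cover 49 of the 63 samples. All 1470 of its entries equal the number of annotated cells counted from the plates.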

Unsupervised clustering divided the immune cells into transcriptionally distinct populations (ref. 31; Supplementary Tables S1 and S2).

Using marker genes and coexpressed gene modules, we annotated immune cell populations to find all immune cell lineages (Supplementary Fig. S1D and S1E). We identified nine populations of T and natural killer (NK) cells (Fig. 1B and C), including naïve CD4 and CD8 cells (*CD4 Lel1* and *CD8 Dapl1*), activated CD4 (*CD4 S100a4*) and CD8 (*CD8 Gzmk* and *CD8 Gzma*) cells, and dysfunctional CD8 (*CD8 Lag3*) and *Treg* (*Foxp3*) cells. NKs were divided into two populations, *NK Ncr1* and *NK Xcl1*. The myeloid cells consisted of dendritic cells (DC), monocytes, macrophages, and neutrophils (Fig. 1D). Dendritic cells were partitioned into *cDC1* (Naaa), *cDC2* (*CD209a*), migratory DC (*migDC, Ccr7*), and plasmacytoid (*Siglech*). Monocytes were segregated into classic monocytes (*Mon Ace*), and monocyte subsets expressing fibronectin (*Mon Fn1*) or Thrombospondin (*Mon Thbs1*). Macrophages were divided into alveolar (*Mac Cd9*), tumor-associated macrophages (*Mac Cd81* and *Mac Isg20*), and a macrophage population that we have previously identified as macrophage regulatory cells (*Mregs)*, uniquely expressing genes such as *Trem2, Gpnmb*, and *Cd63* (32). 

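Levels were compared as the CPM of the summed UMIs of a subpopulation in each sample with at least 10 of its cells, which left 26 subpopulations. Trem2 (chromosome 17 from 48346401 to 48354147 of mm10) averaged 641 ± 222 CPM (SD, n = 14 samples) in Mregs, 185 ± 118 CPM (SD, n = 15 samples) in Mac Isg20 and 68.8 CPM in Mac Cd81. Gpnmb (chromosome 6 from 49036546 to 49070929) reached 2394 ± 1346 CPM (SD, n = 14 samples) in Mregs, and the next highest mean was 204 ± 258 CPM in Mac Isg20. Cd63 (chromosome 10 from 128900989 to 128912822) was also highest in Mregs, at 1486 ± 575 CPM (SD, n = 14 samples), but migratory DCs, at 1070.3 ± 390.2 CPM (SD, n = 3 samples), and PMN-MDSCs, at 1068 ± 519 CPM (SD, n = 5 samples), lay within the spread between the Mreg samples. UMIs of all of these genes were present in every Mreg sample. With samples of at least 5 cells included, Mac Cd81 held the second highest Trem2 level, at 200.8 CPM, and Mregs stayed highest for each gene. The subpopulations were themselves defined by clustering these cells on their expression, so that the rank of a gene across them is not independent of the clustering. From such leading genes, the paper annotates the populations and identifies this one with the macrophage regulatory cells of its earlier work.

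**Figure D1:**
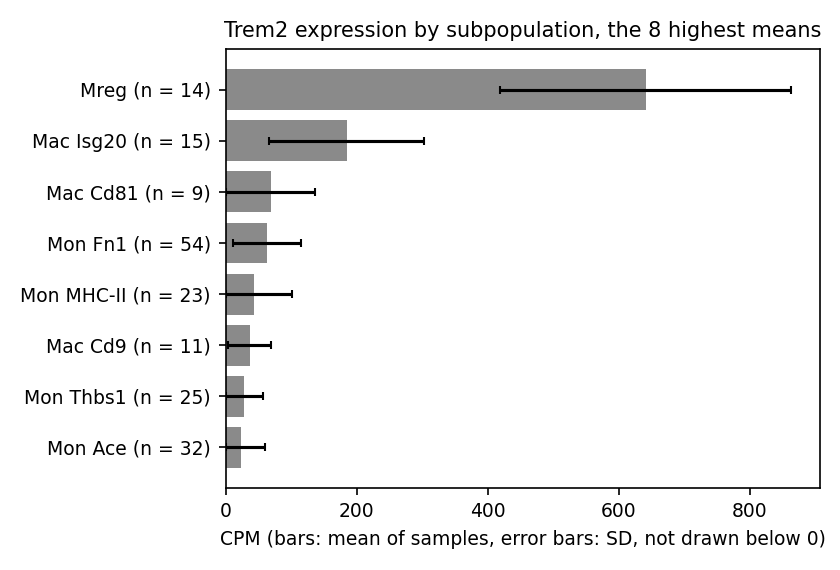
Trem2 expression in the 8 subpopulations with the highest means, in CPM of the summed UMIs per sample. Bars are means of samples with at least 10 cells of the subpopulation and error bars are SDs, not drawn below 0. The Mreg bar lies above the others by more than its SD.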

Neutrophils, identified by *S100a8* expression, were divided into subsets by expression of *Ptgs2* (coding for prostaglandin-endoperoxide synthase, or COX2), *Ifit3, Lcn2*, and *Camp*. In addition, a neutrophil-associated population of polymorphonuclear myeloid-derived suppressor cells (*PMN-MDSC*) was identified, expressing *Csf1* and *Cd274* (PD-L1; Supplementary Tables S3 and S4).

### Lung Metastases and Primary Tumors Exhibit Divergent Immune Landscapes

Countless studies use murine models of orthotopically implanted breast cancer cells to investigate the TME in primary tumor growth, for preclinical drug testing (including that of immunotherapies) and other applications. However, the transition from such models into human settings is under continual debate, as many drugs discovered in murine models fail in the clinic. One of the reasons for this gap in translation may be the different characteristics and immune milieu of the metastatic sites. Therefore, we initially mapped the differences between the microenvironment of the primary site and that of the metastatic niche, to find targetable nodes for metastasis treatment that would be missed had we only considered primary tumors. 

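NICHE-seq marks host cells in a chosen region by photoactivating GFP under a multiphoton microscope, so that only cells of that region are sorted. Immune cells of 4 EO771 primary breast tumors (mice 8, 9, 10 and 38) were compared with GFP-positive immune cells of 13 metastasis cores. The primary tumors held 295 to 523 immune cells per sample, with 833220 to 2730606 UMIs (median 2417821), and the cores held 77 to 828 cells with 62896 to 2211375 UMIs (median 179855). The median cell of a primary tumor sample carried 3524.5 UMIs (median over samples), against 817 in the cores. The primary tumor of mouse 8 shared its sequencing batch with 2 cores, while the batch of the other primary tumors held no core. Lineage frequencies are percentages of immune cells and subpopulation frequencies are percentages of their own lineage, in samples with at least 5 cells of that lineage. The Methods name the 2-tailed Student t test for such frequencies. Because of the small groups, they were compared here by a two-sided exact permutation test over all 2380 splits of the samples, for which the smallest possible p is 0.00042, with Benjamini-Hochberg adjustment over the 7 lineages or the 26 subpopulations.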

We used NICHE-seq to label specifically metastasis residing cells in the spontaneous metastasis model (Fig. 2A), comparing immune cells from both primary breast tumors and lung metastatic core, rather than averaging whole lung tissue (26). 

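The photoactivation control rests on the lungs of mice 6 and 7, for which separate plates of GFP-positive and GFP-negative immune cells were deposited. By their labels, the GFP-negative plates were also gated on CD45 and the GFP-positive plates were not. The text calls these control mice, whereas the sample labels and Supplementary Table S2 list both as relapse-free, and 4 GFP-negative plates of mouse 7 are labeled as without photoactivation, where the other gated plates have no such label. GFP-positive plates held 284 immune cells of mouse 6 and 520 of mouse 7, and GFP-negative plates held 220 and 1228. With 2 mice on each side, no permutation test of frequencies can reach p = 0.05, so that the frequencies of each mouse are given without a test. Gene expression was compared in T cells, the most frequent lineage, as sums of 110 to 543 cells per mouse and gate with 89658 to 761625 UMIs among GFP-negative cells, and of 120245 and 280371 UMIs among GFP-positive cells. Sums were tested with edgeR's quasi-likelihood test after TMM normalization and its filter on low counts, with Benjamini-Hochberg adjustment over the genes that passed the filter.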

To ensure that photoactivation of lung tissues does not elicit a bias in the cells captured, we performed photoactivation on control mice lung tissues and sorted CD31^−^CD45^+^ cells that were either positive or negative for GFP. Our analysis verified that no significant changes in the frequency of cell populations and gene expression resulted from photoactivation (Supplementary Fig. S2A and S2B).

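T cells made up 51.8% and 51.0% of the GFP-positive immune cells of mice 6 and 7, against 50% and 44.2% of the GFP-negative cells, the largest difference of any lineage in mouse 7. For NK cells the percentages were 16.5% and 17.9% against 16.8% and 21.7%. Monocytes were 19.01% and 15.2% among GFP-positive and 19.5% and 16.1% among GFP-negative cells, B cells 2.11% and 1.54% against 3.64% and 2.61%, and DCs 3.87% and 3.65% against 1.82% and 2.61%, the largest difference of any lineage in mouse 6. These lineages moved in the same direction in both mice. Macrophages (3.17% and 2.12% against 5% and 2.04%) and neutrophils (3.52% and 8.65% against 3.18% and 10.7%) moved in opposite directions in the 2 mice. When the GFP-negative plates of mouse 7 labeled as without photoactivation were left out, the mean difference in neutrophils reversed, from -0.837 to 3.18 percentage points, and with cells of at least 1000 UMIs alone it reversed for B cells, to 1.23 points, and for macrophages, to 0.363 points. In T cells, edgeR with Benjamini-Hochberg adjustment called 2 of 3460 genes, DESeq2 called the same number, and 36 genes lay below an unadjusted p of 0.05. The genes called were Inmt (chromosome 6 from 55170626 to 55175043), with 100 UMIs in GFP-positive and 0 in GFP-negative T cells, at least 70.8-fold higher with a floor of 3 UMIs over the group, and Sftpc (chromosome 14 from 70520949 to 70524081), with 80 UMIs against 0, at least 56.7-fold higher. Both bounds pool the UMIs of the mice and leave out the spread between them. Mouse 7 held 90 of these Inmt and 71 of these Sftpc UMIs. Neither was called with the mouse as a block, where the adjusted p values from edgeR with Benjamini-Hochberg adjustment were 0.053 and 0.0569. Other immune cells of the GFP-positive plates carried these genes at 416 CPM, close to the 449 CPM of the T cells. The paper states that photoactivation changed neither the frequencies of the populations nor their gene expression significantly.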

We compared the overall immune composition between metastases and primary tumors (PT) at the cell type and subpopulation level and found that the immune landscape of primary tumors and the metastasis core are highly divergent (Fig. 2B and C). 

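The distance between the 2 tissues was measured on the percentages of the subpopulations by a permutational analysis of variance. The pseudo-F was 4.13, with 21.6% of the variance between samples lying between the tissues, and no other split of the samples gave a larger value (exact permutation test, p = 0.00042, the smallest possible). Of the alternatives, the centred log-ratio of cell counts moved the pseudo-F most, to 6.96, at the same p. On the 7 lineages alone it was 4.62, and with each primary tumor left out in turn it lay between 3.46 and 3.62. From these compositions, the paper concludes that the immune landscapes of the primary tumor and of the metastasis core diverge.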

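Sample compositions were scaled but not centered, as in the Methods, and decomposed into principal components. On the first component, which without centering follows the mean composition, the 4 primary tumors (5.198 to 5.785) lay inside the range of the 13 cores (3.75 to 6.22). On the second component, the primary tumors lay between 3.21 and 4.38 and the cores between -3.45 and 0.951, without overlap.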

Principal component analysis (PCA) based on cell type and subpopulation frequencies revealed a clear separation between the two locations (Fig. 2D), indicating that the immune landscape of PT is drastically different from that found in metastases. Specifically, examining the differences in main immune lineages, we found that NK cells are increased, whereas B and DC are reduced in metastasis compared with the primary tumor (Fig. 2E; Supplementary Fig. S2C). 

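NK cells were 2.89% ± 1.40 (SD, n = 4) of immune cells in primary tumors and 12.9% ± 7.98 (SD, n = 13) in metastasis cores (exact permutation test, p = 0.0282, 0.0985 after Benjamini-Hochberg adjustment), with primary tumors between 2.03% and 4.97% and cores between 1.90% and 32.5%. This difference rested on the full set of samples and cells, since p rose to 0.129 with cells of at least 1000 UMIs alone, and to 0.0643, 0.0643 and 0.0589 without the primary tumor of mouse 8, 9 or 10 (exact permutation tests). B cells were 12.8% ± 4.03 in primary tumors and 0.961% ± 0.785 in cores, and the lowest primary tumor (10.2%) lay above the highest core (2.53%; exact permutation test, p = 0.00042, 0.00294 after Benjamini-Hochberg adjustment). For DCs, the percentages of 11.0% ± 1.85 and 5.66% ± 5.02 were not separated beyond the spread between samples (exact permutation test, p = 0.0601, 0.14 after Benjamini-Hochberg adjustment), although among cells of at least 1000 UMIs the exact permutation p was 0.0424. In the batch that held both tissues, with 1 primary tumor and 2 cores, NK cells were 2.03% and 6.62%, B cells 10.2% and 1.77%, and DCs 13.2% and 1.73%.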

Although the total proportion of T cells, monocytes and macrophages did not differ between PT and metastasis, we found differences in subpopulation composition (Supplementary Fig. S2D–S2G). 

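T cells were 25.5% ± 2.56 (SD, n = 4) of immune cells in primary tumors and 34.5% ± 16.2 (SD, n = 13) in cores (exact permutation test, p = 0.297). Monocytes were 33.2% ± 5.44 and 22.3% ± 13.4 (exact permutation test, p = 0.14), and macrophages 12.1% ± 3.03 and 14.0% ± 11.1 (exact permutation test, p = 0.776). In each of these lineages the cores spread more widely than the difference between the tissues, with T cells ranging from 10.9% to 58.9% and monocytes from 6.96% to 47.2% across cores.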

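Among T cells, Tregs were 21.5% ± 8.64 (SD, n = 4) in primary tumors and 6.32% ± 4.29 (SD, n = 13) in metastasis cores (exact permutation test, p = 0.00084, 0.00364 after Benjamini-Hochberg adjustment), with 33.8% and 9.37% in the batch that held both. CD8 Gzmk cells were 16.0% ± 2.26 and 34.6% ± 9.40 of T cells (exact permutation test, p = 0.00084, 0.00364 after Benjamini-Hochberg adjustment; 13.2% and 32.3% in that batch), a difference that fell to 10.3 percentage points and was no longer past the threshold among cells of at least 1000 UMIs (exact permutation test, p = 0.27). CD8 Gzma cells were rare in both tissues, at 0.368% ± 0.735 and 3.60% ± 2.64 (exact permutation test, p = 0.0282, 0.061 after Benjamini-Hochberg adjustment). In primary tumors these cells came from mouse 8 alone (1.47% of its T cells). Without the primary tumor of mouse 9, 10 or 38 the exact permutation p was 0.0643, and it was 0.149 among cells of at least 1000 UMIs. CD8 Lag3 cells were 6.46% ± 3.95 and 16.2% ± 11.6, with primary tumors between 1.27% and 10.8% and cores between 6.45% and 47.9% (exact permutation test, p = 0.108, 0.175 after Benjamini-Hochberg adjustment). Modeled as cell counts with edgeR, CD8 Lag3 passed the threshold (p = 0.0124). The log2 ratio of activated to naïve T cells, with 1 cell added to each, was -1.01 ± 0.24 in primary tumors and 0.50 ± 0.65 in cores (exact permutation test, p = 0.00084; 0.0534 among cells of at least 1000 UMIs), and -1 and 0.13 in the shared batch.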

Although the primary tumor is associated with increased levels of Tregs, metastasis had increased levels of activated *CD8 Gzmk* cells, *CD8 Gzma*, the dysfunctional *CD8 Lag3* T cells, and an overall increase in activated/naïve T-cell ratio (Fig. 2F and G), indicating that a distinct set of signals shape the metastatic microenvironment. 

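Among monocytes, Mon Thbs1 cells were 37.8% ± 9.20 (SD, n = 4) in primary tumors and 43.7% ± 23.8 (SD, n = 13) in cores (exact permutation test, p = 0.642). Mon MHC-II cells were 44.6% ± 8.91 in primary tumors, above the mean of Mon Thbs1 there, and 11.8% ± 10.4 in cores, where the highest sample (33.3%) lay below the lowest primary tumor (36.3%; exact permutation test, p = 0.00042, 0.00357 after Benjamini-Hochberg adjustment). Mon Fn1 cells were 10.9% ± 1.70 in primary tumors and 32.6% ± 15.3 in cores (exact permutation test, p = 0.013, 0.0308 after Benjamini-Hochberg adjustment). As a percentage of all immune cells, Mon Fn1 cells differed by 3.11 points, within the spread between samples (exact permutation test, p = 0.173), and among cells of at least 1000 UMIs the exact permutation p was 0.0538. The primary tumor and the cores of the shared batch held 45.5% and 20.2% Mon MHC-II cells, and 12.4% and 24.4% Mon Fn1 cells.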

The major monocyte population in both metastasis and primary tumor was *Mon Thbs1*; however, metastasis had increased *Mon Fn1* fraction and reduction in antigen-presenting *Mon MHC-II* (Fig 2H and I). Moreover, although metastases were infiltrated by *Mac Isg20* and *Mregs*, macrophages in the primary tumor were mostly of the *Mac Cd81* population (Fig. 2J), expressing elevated levels of complement system genes (*C1qa/b/c, Fcna*), MHC-II (*H2-Ab1, Cd74, Cd81*), and *Ccl8*, which has been demonstrated as enriched in breast cancer tumor-associated macrophages (TAM), and supporting cancer cell dissemination (Fig. 2K and L; ref. 33). Thus, the metastatic immune microenvironment is composed of distinct cell subsets, pathways, and checkpoints, and these differences should be carefully considered when designing studies for preclinical drug development.

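Macrophages of primary tumors were 80.9% ± 7.94 (SD, n = 4) Mac Cd81, against 18.6% ± 8.58 (SD, n = 12) in the metastasis cores with at least 5 macrophages (exact permutation test, p = 0.000549, 0.00357 after Benjamini-Hochberg adjustment). Mac Isg20 cells were 14.6% ± 4.79 in primary tumors and 50.2% ± 22.3 in cores (exact permutation test, p = 0.00714, 0.0232 after Benjamini-Hochberg adjustment), and Mregs 3.37% ± 2.46 and 30.7% ± 24.1 (exact permutation test, p = 0.0363, 0.0725 after Benjamini-Hochberg adjustment). As a percentage of all immune cells, the Mac Isg20 difference was 5.799 points (exact permutation test, p = 0.126). The Mreg difference lay at an exact permutation p of 0.0505 without the primary tumor of mouse 9. In the shared batch the percentages were 69.6% and 10.3% for Mac Cd81, 21.7% and 44.4% for Mac Isg20, and 4.35% and 45.2% for Mregs. In the 5 samples with at least 10 cells of both Mac Cd81 and Mac Isg20, C1qa (chromosome 4 from 136895917 to 136898803) averaged 1041 ± 461 CPM in Mac Cd81 and 201 ± 45.2 in Mac Isg20, a mean log2 ratio of -2.30 ± 0.86 (SD) on the log2(CPM + 1) scale. It was lower in Mac Isg20 in all 5. H2-Ab1 and Cd74 were also lower in Mac Isg20 in all 5 samples, by mean log2 ratios of -3.13 and -2.06, while C1qb and C1qc were lower in 5 and 3 of them. Cd81 itself was lower in Mac Isg20 in 3 of 5 samples, with a mean log2 ratio of 0.34 ± 3.72 that changed sign with a pseudocount of 10 CPM (-0.23). Ccl8 had 8 UMIs in the Mac Cd81 cells of these samples and 0 in Mac Isg20, and Fcna 1 and 0, too few to compare.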

### The Premetastatic Lung Microenvironment Is Characterized by Activation of Monocytes and Neutrophils

Motivated by these insights, we set out to comprehensibly characterize the lung metastasis TME (mTME). Premetastatic formation of secondary sites that facilitate subsequent tumor cell colonization is recognized to be an important stage in the metastatic cascade (6). 

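Lungs of 3 control mice (mice 1, 2 and 3) were compared with Pre-MET lungs of 3 tumor-bearing mice (mice 8, 9 and 10) taken on day 20. Control samples held 598 to 782 immune cells with 722741, 894495 and 1115318 UMIs, and Pre-MET samples held 452 to 486 cells with 611346, 704158 and 738329 UMIs. Frequencies were compared by the two-sided exact permutation test, for which 3 samples against 3 allow no p below 0.1, so that no difference between these groups can pass 0.05 by that test. A model of the cell counts per sample with edgeR, which shares the spread across cell types, was run as an alternative. Expression was compared with edgeR in monocytes, with 144321 to 243295 UMIs per control and 409624 to 528802 per Pre-MET sample, and in neutrophils, with 10390 to 34196 and 24529 to 70595 UMIs. No sequencing batch held both control and Pre-MET plates, so that batch and condition cannot be told apart from these samples alone. The batches of the Pre-MET samples also held plates of the relapse-free mice 6 and 7, with 559 and 226 immune cells sorted without a GFP gate, whose frequencies are given beside the comparison. Expression values of these mice are over all of their plates in these batches, with GFP-gated plates included.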

To investigate the changes that occur in the lung immune landscape prior to metastasis onset, we compared the immune milieu of normal lungs with that of lungs from tumor-bearing mice on day 20 after EO771-tdTomato cell line injection, before resection of PTs (Fig. 3A). Premetastatic lungs (Pre-MET) were defined by lack of metastatic lesions by microscopic inspection, CT imaging, and detection of tdTomato^+^ cells by FACS analysis (Supplementary Fig. S3A). We found that tumor-bearing mice had significant modifications of the lung immune milieu already at this premetastatic stage (Fig. 3B; Supplementary Fig. S3B). Specifically, macrophages, B, NK, and T cells, were reduced, while neutrophils and monocytes in the Pre-MET niche were increased (Fig. 3C). 

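Every control sample lay on one side of every Pre-MET sample for all of the lineages named, which is the smallest p this design allows (exact permutation test, p = 0.1; n = 3 against 3). T cells fell from 39.7% ± 1.65 (SD, n = 3) of immune cells in control to 20.7% ± 3.43 (SD, n = 3) in Pre-MET lungs, NK cells from 17.4% ± 2.198 to 4.66% ± 2.42, B cells from 9.75% ± 1.20 to 5.34% ± 1.67 and macrophages from 8.31% ± 1.44 to 0.727% ± 0.926. Monocytes rose from 17.9% ± 1.08 to 54.0% ± 9.01 and neutrophils from 3.90% ± 1.75 to 12.0% ± 5.36. DCs differed by less than the spread between samples (3.05% ± 0.49 and 2.63% ± 0.059; exact permutation test, p = 0.4). Modeled as cell counts with edgeR, these 6 lineages passed 0.05, with log2 fold changes of -0.94 for T cells, -1.90 for NK cells, -0.87 for B cells, -3.50 for macrophages, 1.59 for monocytes and 1.63 for neutrophils. The largest shift between settings was in monocytes, whose rise was 46.6 percentage points among cells of at least 1000 UMIs. In the relapse-free lungs of the Pre-MET batches, the means were 38.3% T cells, 18.8% NK cells, 6.72% macrophages, 22.2% monocytes and 4.83% neutrophils, each nearer to control than to Pre-MET, whereas B cells, at 3.60%, were nearer to Pre-MET. From these shifts, the paper concludes that the lung immune milieu is already modified at the premetastatic stage.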

Interestingly, the proportion of resident (alveolar) macrophages was drastically diminished in the Pre-MET microenvironment (Fig. 3C). These findings are in line with previous studies that reported expansion of monocytes and neutrophils at the premetastatic stage of lung metastasis (34, 35). Moreover, the neutrophils to lymphocytes ratio (NLR) was increased in Pre-MET lungs in EO771-injected mice (Supplementary Fig. S3C). 

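Alveolar macrophages (Mac Cd9) were 7.70% ± 1.43 (SD, n = 3) of immune cells in control lungs and 0.653% ± 0.802 (SD, n = 3) in Pre-MET lungs, with no overlap between the samples (exact permutation test, p = 0.1, the smallest possible). The 3 Pre-MET samples together held 10 macrophages of any subpopulation, so that the composition of their macrophages was not compared. The relapse-free lungs sequenced with them held 5.79% alveolar macrophages on average.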

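The log2 ratio of neutrophils to lymphocytes, with 1 cell added to each, was -3.42 ± 0.81 (SD, n = 3) in control lungs and -0.88 ± 0.83 (SD, n = 3) in Pre-MET lungs, and each Pre-MET sample lay above each control (exact permutation test, p = 0.1, the smallest possible). In the relapse-free mice 6 and 7 it was -4.89 and -2.74.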

To ensure that our findings are not model specific or mice strain specific, we performed similar experiments in an additional mouse model of triple-negative breast cancer. We orthotopically injected WT (Balb/c) mice with a 4T1-tdTomato cell line, surgically removed PT after 3 weeks, and performed CT monitoring weekly to follow-up on spontaneous lung metastatic relapse. Notably, a similar increase in neutrophils and decrease in T cells was also evident in Pre-MET lungs of mice injected with the 4T1 breast cancer model (Supplementary Fig. S3D), suggesting that this mechanism is generally important in shaping the lung metastatic niche. NLR is clinically used as a prognostic biomarker in several cancer indications, and high blood NLR is correlated with poor outcomes (18). Our findings suggest that these changes are instigated early during the metastatic cascade and are already operative at premetastatic stages.

In addition to the overall reduction of lymphocytes, we observed a 2-fold reduction of activated *CD8 Gzmk* and cytotoxic *CD8 Gzma* T cells, expressing granzymes (*Gzma, Gzmb, Gzmk*), chemoattractants (*Ccl4, Ccl5*), and killer cell family genes (*Klrc1, Klrc2*; Fig. 3D and E). These findings are in line with a previous study that reported an increase in T-cell dysfunction in premetastatic lungs (35). These early immune alterations, possibly instigated by systemic signaling from the primary tumor, implicate immune suppression in the formation of the premetastatic niche, possibly enabling immune evasion and thriving of disseminated cancer cells that arrive at the niche.

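Of the T cells, CD8 Gzmk and CD8 Gzma together made up 27.0% in control and 14.4% in Pre-MET lungs, a ratio of 1.88. Among cells of at least 1000 UMIs the ratio was 1.47, and as a percentage of all immune cells it was 3.58, which includes the fall of T cells as a whole. CD8 Gzmk alone were 18.96% ± 0.564 (SD, n = 3) of T cells in control and 12.4% ± 1.21 (SD, n = 3) in Pre-MET lungs, without overlap between samples (exact permutation test, p = 0.1, the smallest possible). CD8 Gzma cells were 8.05% ± 5.07 and 2.00% ± 2.72 (exact permutation test, p = 0.2). The relapse-free lungs sequenced with the Pre-MET samples averaged 17.9% CD8 Gzmk cells, while their mean of 9.70% CD8 Gzma cells came from mouse 7 (19.4%). In the 45 samples of any tissue with at least 10 cells of both the activated (CD8 Gzmk and CD8 Gzma) and the naïve (CD8 Dapl1 and CD4 Lef1) cells, Gzma (chromosome 13 from 113093825 to 113100981) was higher in the activated cells in 42 samples, by a mean log2 ratio of 5.06 ± 3.39 (SD). Gzmb was higher in 44 samples and Gzmk in 36, with mean log2 ratios of 6.82 and 5.05. Ccl5 (chromosome 11 from 83525778 to 83530518) was higher in all 45, by 6.16 ± 2.15, and Ccl4 in 33, by 3.33. Klrc1 and Klrc2 were higher in 37 and 38 samples. Their levels are uncertain, since they are close paralogs and reads with multiple mapping positions were excluded.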

The most abundant immune cells in Pre-MET lungs are monocytes, which also exhibited the highest increase compared with control (Fig. 3B and C). This pronounced change coincided with a switch in monocyte composition, wherein classic monocytes (*Mon Ace*) are replaced by the *Mon Fn1* population in Pre-MET (Fig. 3F). 

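Monocytes were the most frequent lineage in each of the 3 Pre-MET lungs, where they ranged from 43.6% to 59.9% of immune cells, whereas in control lungs they ranged from 16.9% to 19.1%, below T cells. Their mean rose by 36.0 percentage points and that of neutrophils by 8.10 points.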

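Mon Ace cells were 59.0% ± 4.14 (SD, n = 3) of monocytes in control lungs and 22.6% ± 4.01 (SD, n = 3) in Pre-MET lungs, and Mon Fn1 cells 23.8% ± 0.944 and 69.6% ± 5.65. Neither overlapped between the groups (exact permutation test, p = 0.1 for both, the smallest possible), and modeled as cell counts with edgeR both passed the threshold (p = 2.4e-07 and 4.9e-08). As a percentage of all immune cells, Mon Ace cells did not fall but rose by 1.49 points, while Mon Fn1 cells rose by 33.6 points. Mon MHC-II cells were 15.9% ± 3.77 of monocytes in control and 6.48% ± 1.34 in Pre-MET lungs. Monocytes of the relapse-free lungs in the Pre-MET batches were 43.96% Mon Ace and 39.4% Mon Fn1, between the 2 groups and nearer to control. The paper describes this as a switch in which Mon Fn1 replaces the classic monocytes.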

The *Mon Fn1* cell population is characterized by inflammatory features, including increased expression of the chemokine receptors *Ccr2* and *Ccr1* facilitating cell recruitment, immune suppression and tumor-promoting factors such as galectins (*Lgals3/9*), and the NLRP3 inflammasome inhibitor *Tmem176b* (Fig. 3G). Moreover, compared with the classic monocytes *Mon Ace* that populate healthy lungs, *Mon Fn1* cells are enriched for ECM-associated factors such as *Mmp8, Vcan*, and fibronectin (*Fn1*), and cell–cell adhesion and lipid metabolic processes (such as low-density lipoprotein receptor *Ldlr*). These molecular profiles may suggest that ECM remodeling and metabolic alterations precede metastatic onset (Fig. 3H; Supplementary Fig. S3E).

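Mon Fn1 and Mon Ace cells were compared within each of the 31 samples, of any tissue, that held at least 10 cells of both, as the log2 ratio of CPM + 1. Ccr2 (chromosome 9 from 124101950 to 124113557) averaged 837 ± 272 CPM in Mon Fn1 and 371 ± 263 in Mon Ace, with a mean log2 ratio of 1.51 ± 1.22 (SD), and was higher in Mon Fn1 in 30 of 31 samples. For Ccr1 (chromosome 9 from 123962124 to 123968692) the log2 ratio was 3.28 ± 3.45, higher in 27 samples. Lgals3 was higher in all 31 samples (1.40 ± 0.44), Lgals9 in 26 (1.97) and Tmem176b in 28 (3.12 ± 2.69). With 10 CPM added in place of 1, the log2 ratio of Ccr1 was 1.84, since ratios of genes with few UMIs depend on the amount added. Across all monocytes of a sample, edgeR with Benjamini-Hochberg adjustment called 214 of 4953 genes between control and Pre-MET lungs, 114 higher and 100 lower in Pre-MET. DESeq2 called 387, 177 higher and 210 lower, so that the direction with more genes depended on the method. With 1 sample left out, edgeR called 87 to 138 genes, 82 to 118 of them among the 214. In the relapse-free lungs of the Pre-MET batches, with GFP-gated plates included, 205 of these 214 genes differed from control in the same direction, by a median of 58.6% of the Pre-MET change. Lgals3 rose by a log2 fold change of 1.01 (standard error 0.18, adjusted p = 0.00457 from edgeR with Benjamini-Hochberg adjustment), in the same direction in 6 of 6 samples against the mean of the other group. Ccr1 had 5 UMIs in all control and 98 in all Pre-MET monocytes, a log2 fold change of 2.82 (adjusted p = 0.0454 from edgeR with Benjamini-Hochberg adjustment) that was not called in 5 of the 6 fits that left out 1 sample. Ccr2 (0.17) and Lgals9 (-0.05) were not called, and Tmem176b was lower in Pre-MET monocytes, at -1.11 (adjusted p = 0.0443 from edgeR with Benjamini-Hochberg adjustment), a call lost in all 6 fits that left out 1 sample.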

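In the same samples, Mmp8 (chromosome 9 from 7558456 to 7568485) was higher in Mon Fn1 than in Mon Ace in 28 of 31, by a mean log2 ratio of 4.20 ± 3.24 (SD), Vcan (chromosome 13 from 89655312 to 89742509) in 29, by 3.48 ± 3.00, and Fn1 (chromosome 1 from 71585520 to 71653200) in 30, by 3.42 ± 2.91. Among all monocytes of Pre-MET against control lungs, Vcan rose from 10.4 ± 4.34 to 244 ± 35.1 CPM, a log2 fold change of 4.53 (standard error 0.49, adjusted p = 8.4e-05 from edgeR with Benjamini-Hochberg adjustment) in the same direction in 6 of 6 samples. Mmp8 rose by 2.77 and Fn1 by 1.38 (adjusted p = 0.0138 and 0.0128 from the same edgeR test with Benjamini-Hochberg adjustment). Dgat2 and Birc5 led the genes that rose, with 99 and 82 UMIs in Pre-MET monocytes and 0 in control, at least 13.5-fold and 11.2-fold higher with a floor of 3 UMIs over the group, followed by Gm6522 with 87 UMIs against 1 (ratio 35.5, 95% interval 6.21 to 1419). The bounds and the interval pool UMIs over samples and leave out the spread between lungs. Ighd (-3.80), Iglj1 (-3.43) and Flt1 (-3.42) led the genes that fell by log2 fold change. Of the 6 fits that left out 1 sample, Ighd was not called in any, Iglj1 and Flt1 were not called in 3 each, Fn1 and Gm6522 in 2 each and Mmp8 in 1. Birc5 was tested in 4 of these 6 fits and called in each of the 4.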

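Control lungs together held 80 neutrophils and Pre-MET lungs 170. Neut Ptgs2 cells were 80.2% ± 6.95 (SD, n = 3) of neutrophils in control and 33.0% ± 14.4 (SD, n = 3) in Pre-MET lungs, Neut Ifit3 cells 2.78% ± 4.81 and 31.0% ± 4.49, and Neut Lcn2 cells 15.1% ± 1.14 and 34.5% ± 8.68. The groups did not overlap for any of them (exact permutation test, p = 0.1 for each, the smallest possible), and each passed the threshold when cell counts were modeled with edgeR (p = 5.1e-05, 6.9e-05 and 0.00627). As a percentage of all immune cells, Neut Ptgs2 cells differed by 0.466 points between the groups, within the spread between samples. In the relapse-free lungs of the Pre-MET batches, Neut Ifit3 cells averaged 17.6% of neutrophils, all of them in mouse 7, and lay nearer to Pre-MET than to control.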

Similar to monocytes, the neutrophil composition switched from mature cells with high prostaglandin expression (*Neut Ptgs2)*, to proinflammatory cells (*Neut Ifit3* and *Neut Lcn2)* in Pre-Met lung niches (Fig. 3I). Inflammatory neutrophils upregulated the expression of IFN-I signaling, of neutrophil secondary granule factors (*Ngp*), and of *Padi4*, required for neutrophil extracellular trap (NET) formation (Fig. 3J; Supplementary Fig. S3F; ref. 36). 

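In the 18 samples of any tissue with at least 10 cells of both subpopulations, Ngp (chromosome 9 from 110419747 to 110423012) was higher in Neut Lcn2 than in Neut Ptgs2 in 15, by a mean log2 ratio of 3.35 ± 4.21 (SD). Padi4 (chromosome 4 from 140745865 to 140774236) was higher in 9 and lower in 8 of them, with a mean log2 ratio of -0.35 ± 2.18 that changed sign among cells of at least 1000 UMIs (0.84), and Ptgs2 was lower in Neut Lcn2 in 17. Neut Ifit3, which the paper also counts as proinflammatory, was not compared with Neut Ptgs2. Over all neutrophils, Ngp went from 2412 ± 4141 CPM in control to 347 ± 397 in Pre-MET lungs (247 and 73 UMIs) and Padi4 from 251 ± 234 to 67.1 ± 65.2 (14 UMIs in each), and neither passed the filter on low counts. Without that filter, Ngp was lower in Pre-MET lungs, with a log2 fold change of -2.34 (adjusted p = 0.0389 from edgeR with Benjamini-Hochberg adjustment). The control SD of Ngp is close to the largest that 3 lungs with this mean allow, so that nearly all of its control level came from 1 lung. The fall of Ngp therefore rests on 1 control lung, and no direction is drawn from it. Of the 37 genes in a list of type I IFN response genes, 12 were tested in neutrophils, and 4 of them were higher in Pre-MET lungs, with a median log2 fold change of -0.14 (camera, two-sided, p = 0.497). Over the genes that DESeq2 tested the median was 0.07. These medians compare all neutrophils of control and Pre-MET lungs, and the list was not tested between the subpopulations. Ifit3 (-0.82) and Lcn2 (-0.45) were not called. Of 377 genes tested, edgeR with Benjamini-Hochberg adjustment called 4, against 3 by DESeq2 and 0 to 7 with 1 sample left out. These were Wfdc17, with a log2 fold change of 3.44, Stfa2l1, with 3.90, Gm7676, with 2.41, and Ptgs2 (chromosome 1 from 150100031 to 150108227), with -2.24, all in the same direction in 6 of 6 samples, and with 1 sample left out the call was lost in 6 of 6 fits for Stfa2l1, 4 for Gm7676 and Ptgs2 and 3 for Wfdc17.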

Gene set enrichment analysis (GSEA) revealed the Pre-MET—enriched *Neut Lcn2* to be high in chemotactic pathways, IL1β production, and IFN-I, compared with *Neut Ptgs2* found in normal lungs (Fig. 3K). These findings suggest that neutrophils mediate an inflammatory microenvironment in the premetastatic niche, promoting metastatic progression.

To assess the interactions between the different immune populations, we next analyzed the cell-to-cell interactions within the immune compartments of Pre-MET and control lungs, using the CellChat algorithm (37). We found an overall reduction in interaction strength within Pre-Met lungs, except for monocyte–neutrophil interactions, and monocyte–autocrine interactions (Fig. 3L). Specifically, interactions that were upregulated in premetastatic lungs included the Ccl6 (monocyte)–Ccr2 (neutrophil) signaling axis (Fig. 3L; Supplementary Fig. S3G). 

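Cell-to-cell communication scores were not recomputed. The expression of the ligand and receptor genes is given in their place. Ccl6 (chromosome 11 from 83587882 to 83593087) was expressed at 2705 ± 412 CPM (SD, n = 3) in monocytes of control lungs and 2259 ± 349 CPM (SD, n = 3) in those of Pre-MET lungs, a log2 fold change of -0.26 (standard error 0.17, adjusted p = 0.447 from edgeR with Benjamini-Hochberg adjustment). No rise per monocyte was measured. The frequency of monocytes among immune cells rose, as given above, and their number per lung was not measured. Ccr2 had 1 UMI in the neutrophils of control and 2 UMIs in those of Pre-MET lungs, too few to compare.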

We therefore hypothesized that these secreted factors may be involved in the recruitment of monocytes and neutrophils to premetastatic lungs. To test this, we performed an *ex-vivo* transwell migration assay. Lung tissues from control and premetastatic mice were collected and processed into single-cell suspensions and the noncellular fraction of this lung homogenate was used as chemoattraction media for bone marrow–derived cells (Fig. 3M). The migration of bone marrow cells was analyzed by flow cytometry. We found that secreted factors from Pre-MET lungs significantly enhanced monocyte (CD45^+^Ly6C^+^) and granulocyte (CD45^+^Ly6G^+^) migration, compared with secreted factors from normal lungs (Fig. 3N; Supplementary Fig. S3H). Moreover, functional inhibition of CCL6 in the Pre-MET lung homogenate significantly reduced monocyte recruitment (Fig. 3N), suggesting a functional role for this signaling axis in the shaping of the immune metastatic niche.

In summary, these data reveal that in the presence of a primary breast cancer tumor, the lung immune milieu undergoes vast remodeling, including an influx of specific inflammatory populations of monocytes and neutrophils, whereas alveolar macrophages, activated T cells, and NK cell populations are diminished. These systemic changes may contribute to the formation of a hospitable microenvironment, conducive to the seeding and expansion of disseminated cancer cells.

### Distinct Immune Populations Define Metastasis Spatial Niches

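Metastatic lesions of 13 mice were compared with distal normal tissue of 14 mice, 13 of which are the same animals. Distal normal samples held 74 to 752 immune cells with 59327 to 2345414 UMIs (median 178191.5), and metastasis samples held 63 to 584 cells with 48306 to 1489306 UMIs (median 327331). With at least 10 samples in both groups, frequencies were compared by a two-sided permutation test with 100000 resamples, without pairing as in the Methods, and against the 3 control lungs by an exact permutation test, for which the smallest possible p is 0.00147 with 14 samples and 0.00179 with 13. Plates of both tissues were present in 3 sequencing batches, in which each comparison was repeated. Expression was compared with edgeR on the summed UMIs of samples with at least 10 cells of the type. This left 6 distal normal and 9 metastasis samples for macrophages (12757 to 35277 and 64813 to 362899 UMIs per sample), 14 and 13 for monocytes (16380 to 749446 and 24746 to 594840), 9 and 9 for neutrophils (7421 to 918670 and 8069 to 250403), and 3 and 10 for DCs (10732 to 51292 and 12567 to 136326).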

To better understand the composition of the metastatic niche, we next characterized the immune mTME niche itself and analyzed cells from lung metastatic lesions compared with distal normal tissues of the same lung, and with control mice (Fig. 4A). Similar to the immune remodeling that we identified in pre-MET lungs, both distal normal and metastasis tissues exhibited an enrichment of monocytes and neutrophils, and conversely a lower abundance of B cells, lymphocytes, and NKs, compared with control, representing persistence of the Pre-MET phenotype (Fig. 4B). 

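Against the control means given for the Pre-MET comparison, monocytes were 36.9% ± 15.4 (SD, n = 14) in distal normal tissue and 39.6% ± 8.79 (SD, n = 13) in metastases (exact permutation tests against control, p = 0.0559 and 0.00179, 0.0978 and 0.00833 after Benjamini-Hochberg adjustment; above the control mean in 13 of 14 and 13 of 13 samples). Neutrophils were 21.0% ± 23.2 (SD, n = 14) in distal normal tissue and 14.6% ± 13.2 (SD, n = 13) in metastases. Neither was separated from control beyond the spread between samples (exact permutation tests, p = 0.15 and 0.17), which for distal normal tissue reached from 0.99% to 75%. Modeled as cell counts with edgeR, neutrophils of distal normal tissue passed the threshold (p = 0.0227). B cells were 2.27% ± 2.39 (SD, n = 14) in distal normal tissue and 2.70% ± 2.62 (SD, n = 13) in metastases (exact permutation tests, p = 0.00294 and 0.00357, 0.01 and 0.01 after Benjamini-Hochberg adjustment; below the control mean in 14 of 14 and 13 of 13 samples). NK cells were 8.48% ± 5.50 (SD, n = 14) in distal normal tissue and 7.34% ± 4.38 (SD, n = 13) in metastases (exact permutation tests, p = 0.0147 and 0.00179, 0.0343 and 0.00833 after Benjamini-Hochberg adjustment; below in 13 of 14 and 13 of 13). T cells were 21.9% ± 12.3 (SD, n = 14) in distal normal tissue and 16.7% ± 7.78 (SD, n = 13) in metastases (exact permutation tests, p = 0.0265 and 0.00179, 0.0529 and 0.00833 after Benjamini-Hochberg adjustment; below in 13 of 14 and 13 of 13). For distal normal tissue, the exact permutation p for T cells was 0.1, 0.0583 and 0.0583 without control mouse 1, 2 or 3, and that for NK cells was 0.075 without control mouse 3. Control plates were sequenced in a batch of their own, so that batch and condition cannot be told apart in these comparisons.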

Interestingly, the immune microenvironment in lungs of mice that never developed lung metastases (relapse free) was similar to that of control mice (Fig. 4B; Supplementary Fig. S4A), further suggesting that reshaping of the immune mTME is essential for metastatic progression.

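Relapse-free lungs of 6 mice held 148 to 1974 immune cells with 124372 to 2745794 UMIs per sample. T cells were 38.3% ± 6.88 (SD, n = 6) of immune cells, NK cells 14.9% ± 3.64, B cells 6.06% ± 3.79, DCs 3.47% ± 2.41, monocytes 18.7% ± 1.85, macrophages 5.37% ± 6.63 and neutrophils 13.2% ± 10.6. Against the 3 control lungs, the exact permutation p lay between 0.167 and 0.857 over the 7 lineages, where the smallest possible is 0.0119. The largest difference of means was that of neutrophils, at 9.33 percentage points, less than the SD of the relapse-free samples. With 3 control lungs, differences smaller than this spread were not detectable.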

Analysis of the differences in the main immune lineages between metastasis and distal normal tissues highlighted the enrichment of macrophages as the most significant change (Fig. 4B; Supplementary Fig. S4B). 

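Macrophages were 5.77% ± 6.46 (SD, n = 14) of immune cells in distal normal tissue and 14.4% ± 11.7 (SD, n = 13) in metastases (permutation test, p = 0.0218, 0.152 after Benjamini-Hochberg adjustment over the 7 lineages), the smallest p of any lineage. They were above the distal normal mean in 10 of 13 metastases. Within the 13 mice with both tissues, an alternative set beforehand, the difference was 8.28 percentage points (exact permutation test, p = 0.000732, without adjustment). The ranges overlapped, with 0.305% to 19.8% in distal normal tissue and 1.74% to 41.0% in metastases. Within the 3 batches that held both tissues, macrophages were 6.34% and 15.6%, 8.52% and 17.1%, and 0.466% and 8.83%. For the other lineages the permutation p lay between 0.204 and 0.661.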

To better characterize the differences between spatial niches in lung metastasis, we compared immune subpopulation frequencies and performed PCA of cellular compositions at different spatial regions, which identified three tissue archetypes (Fig. 4C). 

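Over the 39 samples of these tissues, the pseudo-F of the distance between the 3 groups of tissues was 5.22 on subpopulation percentages, with 22.5% of the variance lying between them (permutation test, p = 1e-05, the smallest that 100000 resamples can give). It was 7.21 on the centred log-ratio of cell counts and 6.82 on lineages alone. Each sample was then assigned to the group with the nearest mean composition, and 32 of the 39 were nearest to their own. As the groups were named by the paper from the same samples, this count describes their separation and is not an independent test of it.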

One consisting of tissues from nontumor/metastasis-bearing mice, namely, control samples and relapse-free sites, rich in lymphocytes and NK cells (blue). 

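All 3 control and all 6 relapse-free lungs were nearest to the mean of this group.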

The second consisted of Pre-MET and distal normal tissues, rich in neutrophils and monocytes, specifically *Mon Fn1* (orange). 

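All 3 Pre-MET lungs and 10 of the 14 distal normal tissues were nearest to the mean of this group. Mon Fn1 cells were 68.8% ± 16.6 (SD, n = 14) of the monocytes of distal normal tissue.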

The third archetype consisted of metastasis tissues, rich in IFN-I–expressing monocytes, macrophages, and suppressive *Mregs* (red).

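Of the 13 metastases, 10 were nearest to the mean of this group. A fixed list of type I IFN response genes was tested in macrophages and monocytes of metastases against distal normal tissue. In macrophages, all 14 of its genes that passed the filter on low counts were higher in metastases, with a median log2 fold change of 1.84 (camera with a preset correlation of 0.01, two-sided, p = 2.2e-05), and 4 were called by edgeR with Benjamini-Hochberg adjustment over all genes (10 adjusted over the list alone). In monocytes, all 21 were higher, with a median of 0.61 (camera, p = 7.2e-19), 5 called and 13 adjusted over the list alone. Both calls hold under fry, which estimates the correlation (p = 0.012 and 0.000122). The paper itself names some genes of this list from these samples, so that the counts over the list alone are not independent evidence. Within Mon Fn1 cells only, the median over the 14 list genes tested in both was 0.24, against 0.52 in all monocytes. The mix of macrophage subpopulations also differed between these tissues, and how much of the macrophage rise it accounts for was not tested. From the PCA of compositions, the paper identifies metastasis tissues as an archetype of their own, rich in IFN-I–expressing cells and Mregs.

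**Figure D2:**
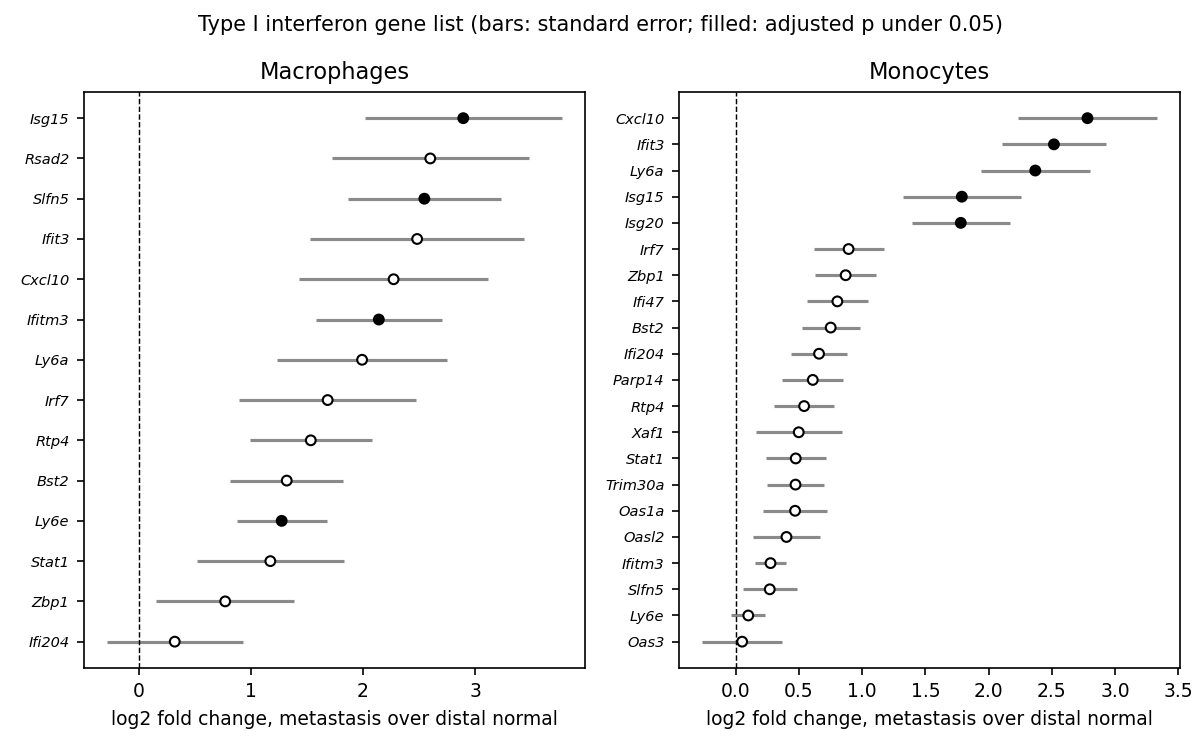
Log2 fold change of the genes of the type I IFN list in metastasis over distal normal tissue, in macrophages (left, 14 genes) and monocytes (right, 21 genes). Points are edgeR estimates, bars are standard errors, and filled points have an adjusted p under 0.05. All points lie to the right of 0.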

To further identify cellular modules separating metastasis and distal normal tissues, we correlated the tissue composition of the different samples (Fig. 4D). Consensus hierarchical clustering revealed four cell modules. Specifically, we identified a suppressive cell module, consisting of dysfunctional *CD8 Lag3, Tregs, PMN-MDSCs, Mregs*, and the IFN-I expressing *Mon Thbs1* and *Mac Isg20* subpopulations. This cell module was exclusively found in metastasis (Fig. 4E; Supplementary Fig. S4C–S4E).

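The correlation between the members of this module was measured as the mean Spearman rho over the 15 pairs of its 6 subpopulations, each as a percentage of immune cells, with a one-sided permutation test. The paper chose these members by clustering their correlations over the same metastases and distal normal tissues, so that a low p is built into the choice and is not independent evidence. Across the 13 metastases, the mean rho was 0.271 (p = 0.00156), and 11 of the 15 pairs were positive, with single pairs from -0.253 to 0.852. Pearson's r on log2 percentages averaged 0.328 (p = 0.00037). Without the 2 metastases farthest from the median module percentage, the mean rho was 0.228 (p = 0.01) and the mean Pearson r 0.304. Among the 6 metastases of the mice sequenced in the largest batch the mean rho was 0.198 (permutation test, p = 0.0639). In the distal normal tissues of the same 6 mice it was 0.225 over 10 pairs of 5 subpopulations (permutation test, p = 0.0761). Across the 14 distal normal tissues, the mean rho was 0.035 (p = 0.283), and its difference from that in metastases was not tested. Over both tissues together it was 0.484, but this includes the difference between the tissues.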

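The 6 subpopulations of the module together were 3.31% ± 2.89 (SD, n = 14) of immune cells in distal normal tissue and 22.6% ± 17.0 (SD, n = 13) in metastases (permutation test, p = 1e-05, the smallest that 100000 resamples can give, for members chosen on these same samples). The means were 2.78% and 20.4%, 5.09% and 29.9%, and 2.26% and 19.1% within the 3 batches that held both tissues. Tregs were 0.125% ± 0.469 and 4.07% ± 6.65 of T cells (permutation test, p = 0.0005, 0.00368 after Benjamini-Hochberg adjustment over the 26 subpopulations; above the distal normal mean in 8 of 13 metastases). CD8 Lag3 cells were 2.46% ± 3.44 and 9.75% ± 13.0 (permutation test, p = 0.0109, 0.0358 after Benjamini-Hochberg adjustment; above in 10 of 13). Among cells of at least 1000 UMIs, CD8 Lag3 cells were no longer past the threshold (permutation test, p = 0.115). PMN-MDSCs were 0.0909% ± 0.302 and 3.36% ± 3.47 of neutrophils (exact permutation test, p = 0.00217, 0.0113 after Benjamini-Hochberg adjustment; above in 6 of 9 metastases with at least 5 neutrophils), but with the tissues of the same mouse paired the difference was 2.32 points (exact permutation test, p = 0.0625). Each subpopulation had at least 1 cell in distal normal tissue.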

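The mean percentage of monocytes was above that of every other lineage in distal normal tissue and in metastases. From control, the mean of monocytes rose by 19.01 and 21.7 percentage points, and that of neutrophils by 17.1 and 10.7. The 2 tissues differed in monocytes by less than the spread between samples (permutation test, p = 0.597), and among cells of at least 1000 UMIs the sign of that difference reversed.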

Monocytes were the most abundant cell type in distal normal and metastasis tissue (as in Pre-MET), showing the highest increase compared with control (Fig. 4B; Supplementary Fig. S4B). This infiltration consisted of specific monocyte subsets. Both distal normal and metastasis tissues are relatively devoid of the classic circulating monocyte phenotype (*Mon Ace*), replaced by the *Mon Fn1* population (the main constituent of Pre-MET lungs). 

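Mon Ace cells were 18.9% ± 9.83 (SD, n = 14) of monocytes in distal normal tissue and 13.6% ± 9.52 (SD, n = 13) in metastases, below the control percentage given for the Pre-MET comparison in every sample of distal normal tissue and metastasis (exact permutation tests, p = 0.00147 and 0.00179, the smallest possible). Mon Fn1 cells were 51.4% ± 19.2 of the monocytes of metastases (exact permutation tests against control, p = 0.00147 for distal normal tissue and 0.0286 for metastases, 0.00476 and 0.0457 after Benjamini-Hochberg adjustment; above the control mean in 14 of 14 and 12 of 13 samples). For metastases, the exact permutation p for Mon Fn1 was 0.0762 without any 1 of the control mice and 0.0681 among cells of at least 1000 UMIs. Between the 2 tissues, the mean of Mon Fn1 cells fell by 17.4 percentage points (permutation test, p = 0.0192, 0.0454 after Benjamini-Hochberg adjustment; below the distal normal mean in 10 of 13 metastases) and was lower within each of the 3 shared batches. Taken as a percentage of all immune cells, it gave a permutation p of 0.32.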

Metastasis tissues were also highly infiltrated by the *Mon Thbs1* population, and distal normal to a lesser extent (Fig. 4F). 

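Mon Thbs1 cells were 5.28% ± 4.77 (SD, n = 14) of monocytes in distal normal tissue and 25.5% ± 18.8 (SD, n = 13) in metastases (permutation test, p = 1e-04, 0.00204 after Benjamini-Hochberg adjustment), above the distal normal mean in 11 of 13 metastases. Within the 3 shared batches they were 1.88% and 20.4%, 10.0% and 29.5%, and 8.08% and 29.8%. Against control, the exact permutation p was 0.181 for distal normal tissue and 0.0446 for metastases, and the second was 0.105, 0.105 and 0.0762 without control mouse 1, 2 or 3.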

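Mon Thbs1 and Mon Fn1 cells were compared within each of the 22 samples that held at least 10 cells of both, as the log2 ratio of CPM + 1. Ccl2 (chromosome 11 from 82035571 to 82037453) was higher in Mon Thbs1 in 16 samples, with a mean log2 ratio of 1.56 ± 3.12 (SD), Ccl7 (chromosome 11 from 82045712 to 82047525) in 14, with 3.24 ± 4.597, Ccl12 in 16, with 4.13 ± 4.36, and Cxcl16 in 17, with 3.90 ± 3.58. Ccl2, Ccl7 and Ccl12 lie within one cluster of similar genes, and as reads with multiple mapping positions were excluded, their levels are uncertain. Aldoa (chromosome 7 from 126795234 to 126800751) averaged 569 ± 214 CPM in Mon Fn1 and 1151 ± 494 in Mon Thbs1, a log2 ratio of 0.82 ± 1.31, and was higher in 20 samples, as was Eno1 in 17 (0.77). The log2 ratios were 2.28 for Vegfa (higher in 12 samples), 1.57 for Ptgs2 (18) and 0.83 for Thbs1 itself (19). Among IFN-I signaling genes they were 0.78 for Irf7 (higher in 17), 1.49 for Ifit3 (16), 1.72 for Rsad2 (17) and 3.06 for Cxcl10 (19). The level of Ifit3 is uncertain, since it has a near-identical copy, Ifit3b, and reads that map to both were excluded.

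**Figure D3:**
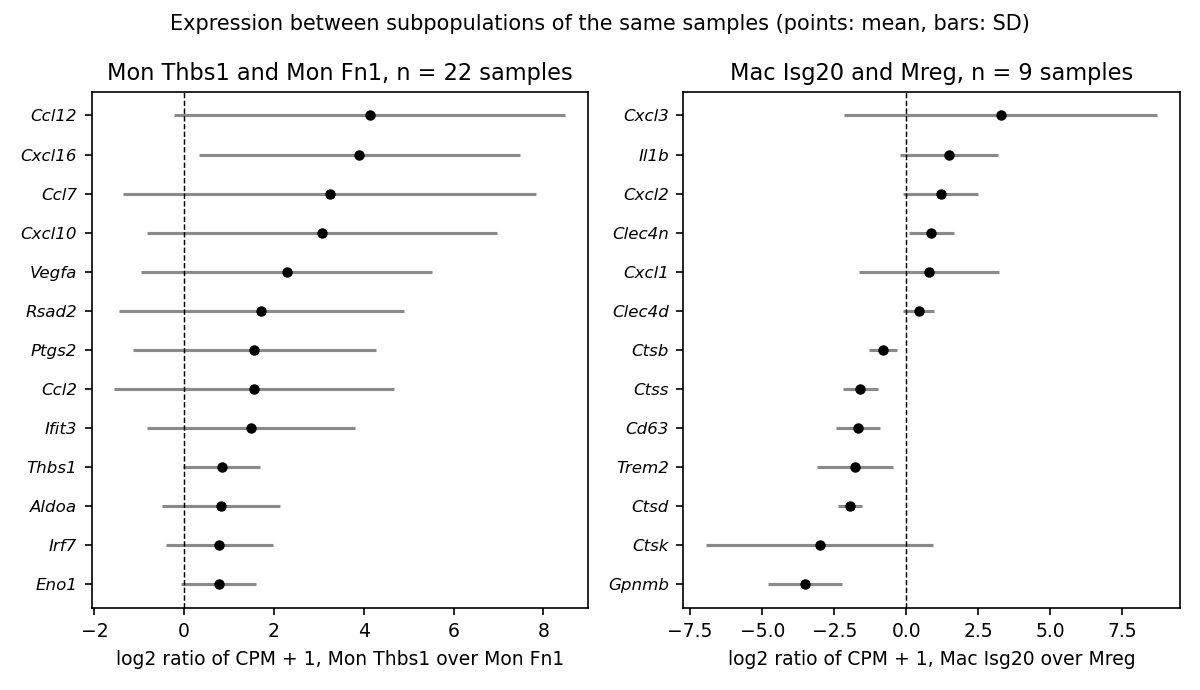
Log2 ratio of CPM + 1 between subpopulations of the same samples, for Mon Thbs1 over Mon Fn1 (left, 22 samples) and Mac Isg20 over Mreg (right, 9 samples). Points are means over samples and bars are SDs. The dashed line marks equal expression, and all 13 genes on the left have means above it.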

Interestingly, *Mon Thbs1* upregulated migration-inducing chemokines (*Ccl2, Ccl7, Ccl12*, and *Cxcl16*), glucose catabolism genes (*Aldoa* and *Eno1*), vasculature development genes (*Vegfa, Ptgs2/COX2, Thbs1*), and IFN-I signaling genes (*Irf7, Ifit3, Rsad2, Cxcl10*) compared with the *Mon Fn1* (Supplementary Fig. S4F and S4G). This gene-expression profile may indicate that metastasis-specific monocytes support processes of inflammation and vessel formation in the initial metastatic lesion.

Macrophages in metastases were both expanded and phenotypically distinct, with two specific populations of metastasis-associated macrophages, *Mac Isg20* and *Mreg* (Fig. 4G). 

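In the samples with at least 5 macrophages (7 distal normal tissues and 11 metastases), Mac Isg20 cells were 6.17% ± 4.95 (SD) of macrophages in distal normal tissue and 38.7% ± 18.4 in metastases (exact permutation test, p = 0.000566, 0.00368 after Benjamini-Hochberg adjustment), above the distal normal mean in 11 of 11 metastases. Mregs were 16.1% ± 16.7 and 28.4% ± 13.9, a difference within the spread between samples (exact permutation test, p = 0.108, 0.2 after Benjamini-Hochberg adjustment). With at least 10 macrophages per sample the exact permutation p for Mregs was 0.0366, among cells of at least 1000 UMIs it was 0.021, and as a percentage of all immune cells, which includes the expansion of macrophages, the permutation p was 0.00689. Alveolar Mac Cd9 cells were 65.6% ± 23.6 and 11.8% ± 15.0 (exact permutation test, p = 0.000157, 0.00204 after Benjamini-Hochberg adjustment), and Mac Cd81 cells 12.1% ± 7.22 and 21.1% ± 14.1 (exact permutation test, p = 0.143). In the batches with such samples of both tissues, Mac Isg20 cells were 6.51% and 43.9%, and 3.57% and 53.7%.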

Comparing macrophages from metastasis and distal normal tissues, we found that metastasis-associated macrophages are characterized by increased expression of genes related to IL1β production, IFN-I signaling (*Isg20* and *Rsad2*), and genes of immune-suppressive phenotypes such as *Arginase 1*, whereas macrophages from distal normal tissues expressed lipid catabolism programs and tissue-resident genes such as *Car4, Chil3*, and *Ear1* (Supplementary Fig. S4H and S4I). 

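Of 1289 genes tested in macrophages of 6 distal normal tissues and 9 metastases, edgeR with Benjamini-Hochberg adjustment called 123, 89 higher and 34 lower in metastases. The mix of macrophage subpopulations differed between these tissues, as given above, and a change in the mix was not separated from a change within cells. DESeq2 called 256, 131 higher and 125 lower, and without the filter on low counts edgeR called 461, 366 higher and 95 lower. Isg20 (chromosome 7 from 78913424 to 78920396) had 177 UMIs in macrophages of metastases and 0 in those of distal normal tissue, at least 5.96-fold higher with a floor of 3 UMIs over the group. Arg1 (chromosome 10 from 24915221 to 24927484) had 409 UMIs against 1, a ratio of 41.3 per UMI sequenced (95% interval 7.37 to 1635), and was higher in 5 of 5 mice with both tissues (adjusted p = 0.00612 from edgeR with Benjamini-Hochberg adjustment). Bounds and intervals of this kind pool UMIs over samples and leave out the spread between mice. For Rsad2 (chromosome 12 from 26442746 to 26456452) the log2 fold change was 2.60 (standard error 0.88, adjusted p = 0.0633 from edgeR with Benjamini-Hochberg adjustment), higher in 5 of 5 mice, and it was called without the filter on low counts (3.06) and with the sequencing batch as a block (4.05). Il1b rose by a log2 fold change of 2.70 (adjusted p = 0.000835 from edgeR with Benjamini-Hochberg adjustment) in 5 of 5 mice. Chil3 (chromosome 3 from 106147554 to 106167564) went from 11883 ± 4849.8 CPM in distal normal tissue to 1739.9 ± 1598 in metastases, a log2 fold change of -2.76 (adjusted p = 0.00153 from edgeR with Benjamini-Hochberg adjustment). Car4 (chromosome 11 from 84957786 to 84966044) fell by 3.16 on the log2 scale (adjusted p = 0.0114 from edgeR with Benjamini-Hochberg adjustment), in 3 of 5 mice with both tissues, and was not called by DESeq2 (adjusted p = 0.1). Ear1 averaged 260.0 ± 251 and 21.8 ± 32.9 CPM and did not pass the filter on low counts. Without it, its log2 fold change was -2.44 (adjusted p = 0.00828 from edgeR with Benjamini-Hochberg adjustment). The largest changes in all mice with both tissues included Hspa1b (265 UMIs against 1, ratio 26.8, 95% interval 4.76 to 1061) and Ifitm7 (293 against 2, ratio 14.8, 4.06 to 123) among rises, and Fabp1 (-3.64) and Wfdc21 (-3.26) by log2 fold change among falls.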

Flow cytometry analysis using a calibrated panel for the different myeloid populations showed that TREM2^+^ macrophages were specific to metastatic tissue in both EO771 and 4T1 breast cancer metastasis models (Supplementary Fig. S4J). 

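Diffusion pseudotime was computed with Scanpy on 6480 monocytes and macrophages of these populations, rooted in Mon Ace, in place of the Monocle 3 trajectory of the Methods. Root and populations were set beforehand and the cells were annotated on the same expression, so that the order is not independent of the annotation. The mean over samples with at least 10 cells of the sample's median pseudotime, on a scale from 0 to 1, was 0.0871 ± 0.0295 (SD) for Mon Ace, 0.197 ± 0.0202 for Mon Fn1, 0.369 ± 0.0855 for Mon Thbs1, 0.574 ± 0.0542 for Mac Isg20 and 0.723 ± 0.0812 for Mregs. Among samples with both populations, Mon Fn1 followed Mon Ace in 31 of 31, Mon Thbs1 followed Mon Fn1 in 22 of 22, Mac Isg20 followed Mon Thbs1 in 15 of 15 and Mregs followed Mac Isg20 in 8 of 9. The order of the means held with 15 principal components in place of 30, where Mon Ace moved most, to 0.181, and with 30 neighbors in place of 15.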

Finally, pseudotime analysis applied to the monocyte–macrophage linages with classic monocytes serving as the base point delineated a trajectory where the Pre-MET enriched *Mon Fn1* evolve from them, the metastasis enriched and transcriptionally related *Mon Thbs1* and *Mac Isg20* follow them, with *Mregs* as the latest emerging population (Supplementary Fig. S4K and S4L).

Postulating that the cross-talk between the different immune cell populations in the mTME may contribute to metastatic progression, we next sought to understand the intercellular communication changes that occur in the metastasis immune compartment. Ligand–receptor analysis comparing distal normal and metastasis tissues revealed an increase in interactions between macrophages and monocytes, neutrophils and DCs, and between DCs and monocytes and neutrophils (Supplementary Fig. S5A). Specifically, we found elevated signaling between macrophage-secreted *Ccl2/Ccl7* to *Ccr2* on monocytes and DCs, in metastasis compared with distal normal tissue (Supplementary Fig. S5B and S5C). 

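Interaction scores were not recomputed, and the expression of the genes is given instead. In macrophages, Ccl2 averaged 1202 ± 1910.5 CPM (SD, n = 6) in distal normal tissue and 2049 ± 1167 CPM (SD, n = 9) in metastases, a log2 fold change of 0.71 (adjusted p = 0.594 from edgeR with Benjamini-Hochberg adjustment), although it was higher in 5 of 5 mice with both tissues. With the mouse as a block it was 2.73 (adjusted p = 0.00135 from edgeR with Benjamini-Hochberg adjustment). Ccl7 had a log2 fold change of -0.25 without the block and 2.39 with it (adjusted p = 0.9 and 0.0335 from edgeR with Benjamini-Hochberg adjustment), and it was also positive without the filter on low counts (0.26) and with at least 5 cells per sample (0.089), so that its direction depended on the setting. Ccr2 changed by -0.04 in monocytes and -0.63 in DCs on the log2 scale, neither called (adjusted p = 0.993 and 0.854 from edgeR with Benjamini-Hochberg adjustment).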

The *Ccl2–Ccr2* signaling axis is known to have a key role in tumor and metastasis progression and was tested as a therapeutic target in clinical trials (17). In addition, we found increased signaling to neutrophils with elevated levels of *Ccr1*, via macrophages and monocytes expressing *Ccl9* (the mouse homolog of human *CCL15*), and through upregulation of *Ccl5* by *CD8 Gmza* cells. 

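Ccr1 in neutrophils had a log2 fold change of 0.17 (standard error 0.21, adjusted p = 0.999 from edgeR with Benjamini-Hochberg adjustment) in metastases over distal normal tissue, and was higher in 3 of 6 mice with both. No gene of 715 was called in neutrophils by edgeR, with 26 below an unadjusted p of 0.05, and none by DESeq2. Without the filter on low counts edgeR called 5. Ccl9 (chromosome 11 from 83572919 to 83578636) rose by a log2 fold change of 1.20 in macrophages (adjusted p = 0.0937 from edgeR with Benjamini-Hochberg adjustment), in 5 of 5 mice, and was called with the mouse as a block (1.43), with the batch as a block (1.53) and without the filter on low counts (1.71). In monocytes it changed by 0.09 and was not called. Ccl5 in CD8 Gzma cells was not compared here. Monocytes gained 31 genes called by edgeR of 2098, all higher in metastases, with Clec4n (2.10), H2-DMb1 (1.24) and Aif1 (1.12) the largest by log2 fold change that were higher in 13 of 13 mice. DESeq2 called 80, and with the mouse as a block edgeR called 79.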

The *Ccl5* cognate receptor, *Ccr5*, was uniquely expressed in the metastasis-enriched populations *Mac Isg20* and *Mon Thbs1* (Supplementary Fig. S4F and S4I; Supplementary Table S1). Furthermore, *Mif–CD44/CD74* and *Spp1–CD44* interactions were elevated in metastasis macrophages and DCs. These signaling axes have been implicated in tumor progression and the support of immune-suppressive macrophage polarization (38, 39) and antitumor immunity (40). 

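In macrophages, Mif (chromosome 10 from 75859353 to 75860240) rose by a log2 fold change of 1.57 in metastases over distal normal tissue (standard error 0.42, adjusted p = 0.0174 from edgeR with Benjamini-Hochberg adjustment), in 5 of 5 mice with both tissues. It was not called with at least 5 cells per sample. Cd44 (chromosome 2 from 102811141 to 102901665) fell by 1.54 on the log2 scale in macrophages of metastases (adjusted p = 0.00253 from edgeR with Benjamini-Hochberg adjustment), in 5 of 5 mice, a call lost without the filter on low counts (-0.89). Macrophage values here include the change in the mix of macrophage subpopulations between the tissues. Cd74 (chromosome 18 from 60803848 to 60812652) rose by 2.31 (adjusted p = 0.0408 from edgeR with Benjamini-Hochberg adjustment) in 4 of 5 mice, and was not called with DESeq2 or with the mouse as a block (0.68). Spp1 changed by 0.40 (adjusted p = 0.77 from edgeR with Benjamini-Hochberg adjustment) and by 1.99 with the mouse as a block, where it was called. In DCs of 3 distal normal tissues and 10 metastases, Cd74 had a log2 fold change of 2.57 and Cd44 of -0.22, neither called (adjusted p = 0.578 and 0.914 from edgeR with Benjamini-Hochberg adjustment), though Cd74 was called without the filter on low counts. Mif averaged 138 and 363 CPM and Spp1 32.4 and 64.4 CPM in these DCs, below the filter. Of 621 genes tested in DCs, edgeR and DESeq2 called none, with 47 below an unadjusted p of 0.05.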

Interestingly, the *Cxcl2–Cxcr2* signaling axis (41) was upregulated in distal normal tissues, suggesting that this pathway contributes to immune suppression in distal areas of metastases-bearing lungs that do not contain metastatic lesions. This self-signaling axis is a determinant of neutrophil aging (42). This finding, along with the reduced *Cxcr4*, indicates a less mature neutrophil state in metastatic tissues that could be a result of either the microenvironment or interconnectivity in cells between the two regions.

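Cxcl2 (chromosome 5 from 90903871 to 90905938) averaged 3803 ± 919.6 CPM (SD, n = 9) in neutrophils of distal normal tissue and 4577 ± 2817 CPM (SD, n = 9) in those of metastases, a log2 fold change of 0.29 in metastases (standard error 0.32). It was higher in metastases in 4 of 6 mice with both tissues. Cxcr2 (chromosome 1 from 74153989 to 74161246) averaged 1969 ± 511 and 1951 ± 336 CPM, a log2 fold change of -0.03 (standard error 0.21). Neither was called (adjusted p = 0.999 for both from edgeR with Benjamini-Hochberg adjustment). Interaction scores were not recomputed.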

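Cxcr4 (chromosome 1 from 128588199 to 128592293) had 129 UMIs in neutrophils of distal normal tissue and 101 in those of metastases, with means of 91.0 ± 81.8 and 153 ± 171 CPM (SD, n = 9 each). It did not pass the filter on low counts, and its difference lay within the spread between samples.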

To further study the functional significance of these signaling pathway changes and the enhancement of chemoattraction signatures, we examined the capacity of the lung metastatic microenvironment to recruit immune cells from the bone marrow. We performed an *ex vivo* experiment to assess the effect of metastasis-secreted factors versus control lungs on bone marrow–derived cells. We found that secreted factors from metastasis-bearing lungs significantly increased the migration of monocytes compared with control lungs (Fig. 4H; Supplementary Fig. S5D). Next, in order to further dissect the spatial source of chemoattraction within metastases-bearing lungs, we performed the assay following dissection of metastatic lesions from lung tissues (MET) and lung tissue from the same mice that did not contain metastatic lesions (distal normal). This division demonstrated that the migration of both monocytes and neutrophils is specifically increased by secreted factors from the metastatic lesions, but not from normal tissues within metastasis-bearing lungs (Fig. 4I). Thus, secreted factors in the metastatic tissue can further attract myeloid cells to the mTME, enhancing the proinflammatory landscape.

Based on their gene expression, we hypothesized that metastases-associated macrophages mediate immune suppression, thus enabling immune evasion. To functionally test this hypothesis, we performed an *ex vivo* T-cell suppression assay. We isolated macrophages (CD45^+^F4/80^+^) from control, Pre-MET, or metastatic lungs by flow cytometry, and cocultured them with T cells (isolated from a naïve mouse). Analysis of T-cell proliferative capacity revealed that macrophages isolated from metastatic lung tissues attenuated the proliferation of T cells compared with macrophages isolated from control or Pre-MET tissues (Fig. 4J; Supplementary Fig. S5E).

In summary, the dramatic reprograming of the metastatic immune microenvironment compared with control lung tissue suggests that metastatic recurrence affects the entire organ. Furthermore, this process is characterized by alterations that are specific to certain regions, as well as the development of micro-niches that promote immune suppression within the metastatic lung tissue.

### The Metastatic Invasive Margin Is Characterized by Suppressive TREM2 Macrophages

An association between the spatial location and the activity of immune cells within the tumor microenvironment has been demonstrated across multiple cancer types and models (27, 43–45). In several cancer types and murine models, the tumor-invasive margin holds specific cell populations distinct from the tumor core (28, 46). We therefore next asked whether similar differences are operative within metastatic lesions. Our model of spontaneous metastasis enabled us to mark cells located not only in the core of the metastases but also in the invasive margin—the area surrounding the tdTomato-labeled metastases (Fig. 5A and B).

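GFP-positive immune cells of the core were sampled in 13 mice and those of the invasive margin in 7 mice, and 6 mice gave both. Margin samples held 55 to 851 immune cells with 52088 to 1882909 UMIs (median 174223), against the range given above for the cores. Core and margin of the same mouse were always sequenced in the same batch. In accordance with the paired t test in the legend of Figure 5, frequencies were compared between core and margin of the same mouse, here by a two-sided exact permutation test in which the sign of each mouse's difference is flipped. With 6 mice its smallest possible p is 0.03125, with 5 mice 0.0625 and with 4 mice 0.125, close to or above 0.05 before any adjustment over the 7 lineages or the 26 subpopulations. Unless stated otherwise, means are over the mice with both samples and at least 5 cells of the lineage in each. The cell counts per sample were also modeled with edgeR, with the mouse as a block. For expression, samples with at least 10 cells of a type entered edgeR without a block, 6 margins and 13 cores for monocytes (13639 to 694071 and 14441 to 506065 UMIs per sample), 4 margins and 10 cores for macrophages (36457 to 137775 and 13297 to 270624), and 1 margin (45592 UMIs) and 7 cores (8766 to 174663) for DCs.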

We found the core and invasive margins of metastases to be distinct niches, displaying different immune compositions (Fig. 5C and D; Supplementary Fig. S6A). 

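In the 6 mice with both samples, the pseudo-F of the distance between core and margin on subpopulation percentages was 1.43, with 12.5% of the variance lying between them (exact permutation test within mice, p = 0.0625, where the smallest possible is 0.03125), which is not past 0.05. Without pairing, over 13 cores and 7 margins, it was 1.67 (permutation test, p = 0.0473). On lineages alone it was 0.976 (exact permutation test, p = 0.375), and no difference between core and margin was detected at that level. Within mice, the smallest exact permutation p among the 26 subpopulations was 0.0312, reached by those changed in the same direction in 6 of 6 mice.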

Within the T-cell compartment, which was overall diminished in metastasis tissues (Supplementary Fig. S4B), *Tregs* were enriched in the core compared with the margin. 

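Tregs were 2.56% ± 3.22 (SD, n = 6) of T cells in the margin and 4.11% ± 2.35 (SD, n = 6) in the core, higher in the core in 3 mice and lower in 2 (exact permutation test, p = 0.312, 0.625 after Benjamini-Hochberg adjustment), a difference within the spread between mice. Among cells of at least 1000 UMIs its direction reversed, to -2.81 percentage points.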

Interestingly, this was not the case for dysfunctional *CD8 Lag3* or other T-cell populations, as well as the overall T-cell lineage (Supplementary Fig. S6B). 

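CD8 Lag3 cells were 11.6% ± 11.6 (SD, n = 6) of T cells in the margin and 18.8% ± 15.8 (SD, n = 6) in the core, higher in the core in 5 of 6 mice (exact permutation test, p = 0.406, 0.722 after Benjamini-Hochberg adjustment). Modeled as cell counts with edgeR and the mouse as a block, their rise in the core passed the threshold (p = 0.000331). T cells as a whole were 28.0% ± 17.6 (SD, n = 6) of immune cells in the margin and 37.1% ± 13.3 (SD, n = 6) in the core, higher in the core in 5 of 6 mice (exact permutation test, p = 0.188, 0.438 after Benjamini-Hochberg adjustment).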

*Tregs* and *PMN-MDSCs*, which were enriched in metastatic tissues compared with distal normal, were in fact nearly exclusive to the metastatic core compared with the invasive margin, suggesting unique signaling in these distinct metastatic niches (Fig. 5E).

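PMN-MDSCs were 0.583% ± 1.17 (SD, n = 4) of neutrophils in the margin and 20.0% ± 16.5 (SD, n = 4) in the core, higher in the core in 3 of the 4 mice with enough neutrophils (exact permutation test, p = 0.25, 0.542 after Benjamini-Hochberg adjustment). Comparisons of 4 mice allow no p below 0.125. In the edgeR model of cell counts they passed the threshold (p = 0.00371). Compared without pairing, over all samples with at least 5 neutrophils, their exact permutation p was 0.0455. Over all samples, Tregs were 2.67% ± 2.95 (SD, n = 7) of T cells in margins, with at most 8.52%, and 6.32% ± 4.29 (SD, n = 13) in cores, with at most 15.4%.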

Within monocytes, the *Mon Thbs1* population was highly concentrated in the metastasis core, whereas *Mon Fn1* was dominant in the invasive margin of metastatic lesions (Fig. 5F). 

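Mon Thbs1 cells were 6.15% ± 6.54 (SD, n = 6) of monocytes in the margin and 40.1% ± 26.5 (SD, n = 6) in the core and higher in the core in 6 of 6 mice (exact permutation test, p = 0.0312, 0.271 after Benjamini-Hochberg adjustment). Mon Fn1 cells were 72.1% ± 24.7 (SD, n = 6) in the margin and 32.9% ± 20.5 (SD, n = 6) in the core, lower in the core in 6 of 6 mice (exact permutation test, p = 0.0312, 0.271 after Benjamini-Hochberg adjustment). Both reached the smallest p that 6 mice allow. As a percentage of all immune cells, Mon Fn1 cells decreased by 9.54 points from margin to core (exact permutation test, p = 0.0938). Mon MHC-II cells were also higher in the core in 6 of 6 mice, by 8.43 percentage points on average (exact permutation test, p = 0.0312).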

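Core and margin could be compared for DCs in 2 mice, in which a permutation test allows no p below 0.5. The cDC1 subpopulation was 51.6% ± 10.2 (SD, n = 2) of DCs in the margin and 17.2% ± 14.2 (SD, n = 2) in the core. The cDC2 subpopulation was 25.8% ± 5.08 (SD, n = 2) in the margin and 46.8% ± 14.7 (SD, n = 2) in the core. In both mice cDC1 fell and cDC2 rose. With a minimum of 1 DC per sample, which admits all 6 mice, cDC1 decreased by 33.7 percentage points and cDC2 rose by 29.2 (exact permutation test, p = 0.0625 for both). As a percentage of all immune cells, where all 6 mice enter, cDC1 decreased by 0.544 percentage points from margin to core (exact permutation test, p = 0.0938).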

A similar switch occurred between cDC2 cells, which were enriched in the core compared with cDC1 in the invasive margin (Supplementary Fig. S6C). 

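In monocytes of 6 margins and 13 cores, edgeR with Benjamini-Hochberg adjustment called none of 1025 genes, with 84 below an unadjusted p of 0.05, DESeq2 called 5, and with the mouse as a block edgeR called 58. Isg20 (chromosome 7 from 78913424 to 78920396) had a log2 fold change of 1.09 in the core (standard error 0.64, adjusted p = 0.743 from edgeR with Benjamini-Hochberg adjustment), higher in 3 of 5 mice with both samples. Ifitm3 (chromosome 7 from 141009586 to 141010770) had a log2 fold change of 0.04 and was higher in 2 of 5. Ly6a (chromosome 15 from 74994877 to 74998031) averaged 189 ± 214 CPM in margins and 1442 ± 1309 CPM in cores, a log2 fold change of 2.83 (standard error 0.67, adjusted p = 0.0927 from edgeR with Benjamini-Hochberg adjustment) that was higher in 5 of 5 mice. With the mouse as a block the adjusted p was 0.000547 (edgeR with Benjamini-Hochberg adjustment), and it was also called by DESeq2. Of the type I IFN list, 21 of 23 genes tested in monocytes were higher in the core, with a median log2 fold change of 0.42 (camera, two-sided, p = 2.2e-05), a call that fry did not make (p = 0.204). Within Mon Fn1 cells alone, over the 6 list genes tested in both, the median was 0.43, against 0.26 in all monocytes. For DCs, 1 margin sample stood against 7 cores, so that the spread between margins is unknown and is taken from the cores. There, the log2 fold changes were 1.31 for Isg20, 0.71 for Ifitm3 and 1.35 for Ly6a, none called by edgeR or DESeq2 of 1928 genes, with 102 below an unadjusted p of 0.05. Of the list, 24 of 26 genes were higher in DCs of the core, with a median of 1.29, and no set test is given, since 1 margin cannot separate the tissue from that mouse. With at least 5 DCs per sample, which gave 3 margins and 9 cores, 12 of 13 genes were higher, with a median of 1.11 (camera, two-sided, p = 0.00138), a call that fry did not make (p = 0.0725).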

Importantly, when we analyzed the differences in gene expression between both DCs and monocytes in the metastatic core compared with marginal area, we found that cells from metastasis core exhibited elevated IFN-I signature genes, such as *Isg20, Ifitm3*, and *Ly6a* (Supplementary Fig. S6D–S6H). Interestingly, although an IFN-I stimulated DC population has recently been shown to stimulate CD8^+^ T cells and support antitumor immunity (33, 47), other studies suggested that persistent IFN-I signaling in cancer cells contribute to resistance to antitumor immunity (48, 49).

Macrophage subpopulations also presented a divergence between the metastatic core and margin, with the *Mac Isg20* population dominating the core, while *Mregs* dominating the margin (Fig. 5G). 

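Mac Isg20 cells were 17.9% ± 11.7 (SD, n = 5) of macrophages in the margin and 52.1% ± 25.0 (SD, n = 5) in the core, higher in the core in 4 of the 5 mice with enough macrophages (exact permutation test, p = 0.125, 0.542 after Benjamini-Hochberg adjustment). Mregs were 55.4% ± 23.6 (SD, n = 5) in the margin and 28.0% ± 23.5 (SD, n = 5) in the core, lower in the core in 4 of 5 mice (exact permutation test, p = 0.188, 0.542 after Benjamini-Hochberg adjustment). Comparisons of 5 mice allow no p below 0.0625. In the edgeR model of cell counts, with the mouse as a block, both passed the threshold (p = 0.0332 and 0.0372). Compared without pairing, over all margins and cores with at least 5 macrophages, both also passed it (exact permutation tests, p = 0.00175 and 0.0107). The Mreg percentage went from 66.7% in the margin to 17.0% in the core in mouse 17, from 75% to 8.62% in mouse 26, from 16.7% to 8.33% in mouse 28 and from 68.8% to 47.6% in mouse 36, and rose from 50% to 58.6% in mouse 31. In mouse 32, 97.1% of the 35 macrophages of the margin were Mregs and 0 of the 77 immune cells of the core was a macrophage, which allows a share of up to 3.90%. Mac Cd9 cells decreased by 16.1 percentage points from margin to core (exact permutation test, p = 0.125, 0.542 after Benjamini-Hochberg adjustment), and passed the threshold without pairing (exact permutation test, p = 0.00204) and in the edgeR model (p = 0.000947).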

*Mac Isg20* are characterized by the expression of neutrophil chemoattractants *Cxcl1/Cxcl2/Cxcl3*, previously associated with metastasis formation (50), C-Type lectin domain family members *Clec4d* and *Clec4n, Il1b*, and IFN-I signaling genes. 

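Mac Isg20 cells and Mregs were compared within the 9 samples that held at least 10 cells of both. Cxcl2 (chromosome 5 from 90903871 to 90905938) was higher in Mac Isg20 in 8 of 9 samples, at 1017 ± 611 against 534 ± 389 CPM, with a mean log2 ratio of 1.19 ± 1.30 (SD). Cxcl3 was higher in 6, with 3.27 ± 5.43, and Cxcl1 in 5, with 0.80 ± 2.43, which reversed to -0.52 among cells of at least 1000 UMIs. Clec4d was higher in 6 (0.43 ± 0.55), Clec4n in 7 (0.87 ± 0.80) and Il1b (chromosome 2 from 129364570 to 129371139) in 7 (1.48 ± 1.70). For all of these but Clec4n the SD exceeded the mean log2 ratio.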

Our analysis revealed that *Mreg* macrophages expressed potent suppressive immune checkpoints including *Trem2, Gpnmb*, and *Cd63* (refs. 32, 51; Fig. 5H). 

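Trem2 was lower in Mac Isg20 than in Mregs in all 9 samples with both, with a mean log2 ratio of -1.77 ± 1.31 (SD), as were Gpnmb, with -3.50 ± 1.28, and Cd63, with -1.67 ± 0.76.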

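Ctsd (chromosome 7 from 142375911 to 142388038) averaged 6520.3 ± 3485 CPM in Mregs and 1657 ± 697 CPM in Mac Isg20, a mean log2 ratio of Mac Isg20 over Mreg of -1.95 ± 0.43 (SD). For Ctsb (chromosome 14 from 63122462 to 63145923) the ratio was -0.81 ± 0.48 and for Ctss (chromosome 3 from 95526786 to 95556403) -1.60 ± 0.61. These 3 were lower in Mac Isg20 in 9 of 9 samples, and Ctsk (chromosome 3 from 95499256 to 95509362) in 7, with -3.01 ± 3.94.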

Compared with the glucose catabolism-oriented *Mac Isg20, Mregs* are biased to lipid catabolism, and expressed cathepsins B, D, K, and S at elevated levels as previously reported in TAMs (ref. 52; Fig. 5I). 

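In macrophages of 4 margins and 10 cores, edgeR with Benjamini-Hochberg adjustment called none of 1743 genes, with 178 below an unadjusted p of 0.05, against 39 called by DESeq2 and 17 by edgeR without the filter on low counts. Il1b rose by a log2 fold change of 1.53 in the core (standard error 0.49, adjusted p = 0.203 from edgeR with Benjamini-Hochberg adjustment) and was called by DESeq2 (adjusted p = 0.0453). Of the type I IFN list, 23 of 28 genes tested were higher in macrophages of the core, with a median log2 fold change of 1.02 (camera, two-sided, p = 1e-06; fry, p = 0.17). The calls of the list between core and margin thus rest on the preset correlation of camera in monocytes, macrophages and DCs. A list of glycolysis genes had 9 of 11 genes higher, with a median of 0.34 (camera, p = 0.0277; fry, p = 0.155).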

Macrophages from metastasis core demonstrated enrichment of chemokine signaling, chemotaxis, Il1β production, and IFN-I response compared with invasive margin macrophages (Supplementary Fig. S6I and S6J). Further supporting the importance of these subpopulations, an analysis of cell–cell communication, comparing the core and the invasive margin revealed that the most prominent difference in the interaction network was due to macrophage and monocyte signaling (Supplementary Fig. S6K and S6L). Specifically, monocytes and macrophages in the metastasis core had increased expression of *Ccl2, Ccl7*, and *Ccl12*, which coincided with an increase in *Ccr2* expression. 

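In monocytes, Ccl2 had a log2 fold change of 2.10 in the core (adjusted p = 0.476 from edgeR with Benjamini-Hochberg adjustment), higher in 5 of 5 mice with both samples. It was called with the mouse as a block (2.79, adjusted p = 0.00376 from edgeR with Benjamini-Hochberg adjustment). Ccl12 averaged 21.5 ± 33.4 CPM in monocytes of margins and 149.8 ± 134 CPM in those of cores and did not pass the filter on low counts, and Ccl7 changed by 0.61. In macrophages, the log2 fold changes were 1.42 for Ccl2, 1.66 for Ccl7 and 3.87 for Ccl12, none called by edgeR (adjusted p = 0.476, 0.432 and 0.16 with Benjamini-Hochberg adjustment), while DESeq2 called Ccl12 (3.74). Ccr2 changed by -0.43 in monocytes and by 2.03 in macrophages (adjusted p = 0.814 and 0.178 from edgeR with Benjamini-Hochberg adjustment), and DESeq2 called the second (2.00). Macrophage sums of both samples were at hand for 2 mice, too few to count directions.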

The *Ccl6/9*–*Ccr1* signaling axis between monocytes, macrophages, and neutrophils was also upregulated in the metastasis core. This axis can also act directly on cancer cells expressing the *Ccr1* receptor, promoting their retention in the lungs (53).

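Ccl9 had a log2 fold change of 1.52 in macrophages and 0.31 in monocytes of the core (adjusted p = 0.192 and 0.927 from edgeR with Benjamini-Hochberg adjustment), and DESeq2 called it in macrophages (adjusted p = 0.0377). For Ccl6 the values were -0.07 and 0.43, and for Ccr1 0.21 in macrophages and 1.48 in monocytes, where it was higher in 4 of 5 mice (adjusted p = 0.209 from edgeR with Benjamini-Hochberg adjustment). Expression in neutrophils was not compared between core and margin.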

To better elucidate the differences in the composition of the metastatic core and invasive margin, we performed a cellular module analysis, in which we correlated the frequency of cell populations across cells from the metastasis core and invasive margins, revealing four cell modules. Module 1 consisted of the invasive margin–enriched *cDC1, Mon Fn1, Mac Cd9*, and *Mreg*. 

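The change of each population was measured as the log2 ratio of its mean percentage of immune cells in the 13 cores over that in the 7 margins, with 0.1 percentage points added to each mean. It was -2.37 for Mregs, -2.03 for Mac Cd9, -1.08 for Mon Fn1 and -0.10 for cDC1, whose mean changed little when taken as a percentage of all immune cells. The margin mean of Mregs rests on a few mice, whose percentages are given below.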

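By the same measure, the log2 ratio of core over margin was 2.78 for Mon Thbs1, 2.54 for Mac Isg20, 1.83 for cDC2 and 0.74 for Tregs.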

Module 2 consisted of the core-enriched *Treg, cDC2, Mon Thbs1*, and *Mac Isg20*. IFN-I signaling has a range of effects on the different cells in the TME (54), and can either increase antitumor immunity (55) or in case signaling is persistent result in a state of immune dysfunction (56). Notably, the core-enriched cell modules all had in common the upregulation of IFN-I signaling genes, indicating this as a major feature in the metastasis core (Supplementary Fig. S6M).

In order to identify cell populations that are spatially distinct in lung metastatic niches, we performed an analysis that compared the enrichment in metastatic versus distal normal tissues, to the enrichment in the core versus the invasive margin. 

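The log2 ratios of metastasis over distal normal tissue and of core over margin were computed for the 27 subpopulations on mean percentages of immune cells. Across subpopulations, Spearman's rho between the 2 ratios was 0.512 and Pearson's r 0.571, and without Mregs rho was 0.617. Subpopulations are parts of a whole and not independent replicates, so that no p is given. With the core and margin ratio taken over the 6 mice with both samples, rho was 0.554, and 0.681 without Mregs.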

Interestingly, the dynamics of the cell populations were correlated, with the exception of *Mregs*. 

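Of the 27 subpopulations, 9 were more than 2-fold higher in metastases than in distal normal tissue, and 8 of these were also higher in the core than in the margin. With percentages of the own lineage in place of all immune cells, 7 were more than 2-fold higher in metastases and 5 of them were higher in the core, NK Xcl1 and migratory DCs being the exceptions.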

In other words, all of the metastasis-enriched populations were also enriched in the metastasis core, except for *Mregs*. This finding implies that the *Mreg* macrophage population, surrounding metastases rather than at their core, is a hallmark of metastasis-bearing lung tissues (Fig. 5J). 

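The log2 ratio of Mregs was 2.11 for metastasis over distal normal tissue and theirs was the only ratio of core over margin below 0 among the 9 enriched subpopulations. The margin mean, 17.7% of immune cells, rests on mice 32 (61.8%) and 33 (50.3%), while the other 5 margins held 0.685% to 3.47% and the core mean was 3.34%. In the 6 mice with both samples the ratio of core over margin was -1.83, and without mouse 32, a test chosen after the result was seen, it reversed to 0.79. From this exception, the paper proposes that Mregs, which surround metastases and are not at their core, are a hallmark of metastasis-bearing lungs.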

Interestingly, the *Mreg* population was also recently observed to be highly predictive for poor response to immunotherapy (57). Next, we investigated whether the specific spatial domains of the macrophage populations in the metastatic lung tissues are related to distinct functions in their modulation of T-cell activation. We therefore combined flow cytometry analyses of protein expression with scRNA-seq using index sorting to define an effective panel for *Mreg* isolation and functional analysis from metastatic lung tissue.

We found that *Mregs* isolated from metastatic lung tissues displayed coexpression of specific markers, including CD9, PDPN, TREM2, GPNMB, SPP1, and IL7R. In comparison, the *Mac Isg20* cells did not exhibit this coexpression pattern (Fig. 5K; Supplementary Fig. S7A). Importantly, this population was also specific to metastatic tissues (Supplementary Fig. S7B). We sorted myeloid cells (CD11b^+^ Ly6G^−^) from EO771 spontaneous lung metastases, isolating double-positive cells for CD9^+^PDPN^+^ to IL7R high (*Mreg*), IL7R low (Supplementary Fig. S7C), and a third control population of cells that were not (CD9^+^PDPN^+^) double positive. To assess the functional role of *Mreg* cells, these three populations were cocultured with activated T cells for 72 hours, and T-cell activation and IFNγ secretion were analyzed (Supplementary Fig. S7D). The results indicated that only the *Mreg* macrophage population was capable of suppressing T-cell activation and the secretion of IFNγ (Fig. 5L). This finding highlights the critical role of *Mregs* as the dominant macrophage population in the invasive margins of murine lung metastases and underscores their ability to dampen immune activation at the stromal–tumor front.

To further validate the spatial distribution of *Mreg* macrophages in metastases, we performed immunofluorescence imaging of EO771 breast cancer lung metastases, using GPNMB as a marker for the *Mreg* population (Fig. 5M; Supplementary Fig. S7E). Indeed, GPNMB^+^ cells were predominantly detected at the metastases invasive margins. Further validating our findings, quantification of the percentage of GPNMB^+^ cells at defined distance intervals from the metastasis border confirmed that *Mregs* were highly enriched in the metastasis invasive margin (Fig. 5N; Supplementary Fig. S7F). In addition, we observed the same phenotype using TREM2 as a marker for imaging *Mreg* of either EO771 or 4T1 breast cancer lung metastases (Supplementary Fig. S7G), confirming the unique spatial distribution of *Mregs*.

These results are in line with our previous studies showing TREM2^+^ macrophages in fat tissue or disease-associated microglia residing in the surroundings of pathologic tissues, cloaking them from further immune insult (58, 59). CD9^+^TREM2^+^ macrophages expressing GPNMB, SPP1, FABP5, and CD63 were reported in murine and human pulmonary fibrosis, enriched at the edges of scars (60). Importantly, GPNMB^+^ TAMs were found to be located closer to the margin of colorectal liver metastasis (61), and we found that murine lung metastasis *Mregs* share the same unique gene-expression signature with this population (Supplementary Fig. S7H).

In summary, these results underline the myeloid compartment as the major feature distinguishing between the immune milieu at the metastatic core and invasive fronts, suggesting a role in immune suppression and ECM remodeling at the invasive margin of metastases, thus cloaking the metastatic lesions from antitumor immunity and promoting metastasis expansion.

Finally, we asked whether our findings that TREM2^+^ *Mregs* were enriched at the invasive margin of breast cancer lung metastasis models are also operative in human lung metastasis. To this end, we performed immunofluorescence imaging of lung tissue sections from patients with lung metastasis from multiple cancer types, including breast, melanoma, and soft-tissue sarcoma. Analysis of *Mreg* staining indicated that, similar to our findings in murine lung metastasis, TREM2^+^ cells accumulated at the invasive margin of human lung metastases (Fig. 6A), suggesting that niche-specific spatial distribution of macrophage subpopulations plays a key role also in the shaping of human immune metastatic niches.

## Discussion

In this study, we characterized the temporal and spatial changes in the immune microenvironment of breast cancer lung metastases during spontaneous metastatic relapse in immune-competent mice. We identified marked differences between the microenvironments of the primary tumor and metastases. Moreover, we charted the dynamic changes in the immune landscape during the formation of the premetastatic niche and in the early stages of metastatic progression, while highlighting the unique immune functional subpopulations at distinct micro-niches in metastatic lungs.

Immunotherapies have revolutionized the treatments of many cancer types (62). However, breast cancer is generally regarded to be a “cold” tumor, and most immunotherapy strategies have proven ineffective, with one exception (63). Therefore, a better understanding of the immune landscape in the TME of breast tumors is crucial for improving therapeutic strategies. In recent years, multiple studies have thoroughly characterized the immune and stromal microenvironment in breast cancer (27, 64–66), but these studies have focused on the primary tumor site. Because breast tumors are typically resected, and patients are treated with targeted therapeutics for metastatic disease, it is important to understand the metastatic microenvironment, which we show to be distinct from that of the primary tumor.

The mTME in the lungs demonstrated increased infiltration of both activated and dysfunctional CD8 T cells, and diminished levels of Tregs. The myeloid compartment in the mTME was also discrete, with an altered phenotype of monocytes and macrophages, unlike the MHC-II expressing TAMs found in the primary tumor. Our findings indicate that preclinical testing of immunotherapies targeting either lymphocytes or myeloid cells should take place in the appropriate organ-specific tumor niche, as the landscapes of the target cells can vary greatly between tumor sites. Considering each organ has a unique TME, it would be beneficial for precision therapeutics to perform further profiling of additional metastatic organs of breast cancer, including bone, liver, and brain.

It is well accepted that many of the changes that enable metastatic progression are instigated systemically and precede the formation of clinically relevant metastases (12). Utilizing clinically relevant models of spontaneous metastasis following resection of the primary tumor enabled us to characterize the alterations in the immune landscape of the lung at the premetastatic stage. We found that recruitment of nonclassic, inflammatory monocyte, and neutrophil subpopulations are the main immune features of this stage. These findings are in agreement with previous studies showing metastasis-associated expansion of neutrophils and monocytes (18, 35, 67), as well as their ability to promote metastasis via suppression of cytotoxic T cells. Interestingly, expansion of these myeloid cells was reported in other cancer types, implicating it as a general lung metastasis mechanism, rather than a breast cancer–specific process. The expanded monocyte and neutrophil subpopulations expressed programs of ECM remodeling and NET formation and communicated via the *Ccl6–Ccr1/2* signaling axis. Functionally, we found that the noncellular fraction containing secreted factors from Pre-MET lungs induced migration of bone marrow–derived monocytes and granulocytes, which was at least partially mediated by *Ccl6–Ccr1/2* signaling, as inhibition of this pathway decreased chemoattraction of these BM-derived cells. Thus, our findings suggest that manipulating the signaling pathways that direct the formation of a hospitable metastatic niche may prove to be an efficient strategy to prevent metastatic relapse.

Comparison of distal, seemingly normal lung tissue from metastases-bearing animals with normal lungs or to isolated metastatic lesions revealed that distal “normal” tissues were more similar to the metastatic tissue than to normal lungs. Thus, although metastatic progression entails the formation of defined tumor lesions in the lungs, the entire organ is diseased. Nevertheless, we found a specific immune cell module that was exclusive to metastatic lesions, consisting of cells of a suppressive nature. Monocytes and macrophages in metastatic tissues were the most altered, skewed toward programs of glycolysis, angiogenesis, and IFN-1 signaling. Furthermore, *ex vivo* assays demonstrated that metastatic lung tissues were better capable of attracting monocytes, and their macrophages inhibited T-cell proliferation, indicating their suppressive nature.

Using photoactivable-GFP mice as recipients for tumors enabled us to further dissect the spatial composition of mTME. Isolation and profiling of the metastases core revealed which of the cells enriched in metastasis lesions (compared with distal normal tissues) were concentrated in the tumor core (e.g., *Treg, PMN-MDSCs, Mon Thbs1, Mac Isg20*). In contrast, we found that the invasive margins of metastatic lesions were highly infiltrated by *Trem2*^+^ *Mreg. Mreg* (or TREM2^+^ macrophages) were reported as enriched in tumors in numerous murine models and clinical indications including breast, lung, and colon (68, 69). The location of inhibitory macrophage subsets at primary breast tumor invasive margins has been previously demonstrated PT, but not in metastasis. CD68^+^ and CD163^+^ macrophages were found to be enriched in the invasive front of luminal ductal carcinomas (70). A recent study of primary breast cancer tumors found that FOLR2^+^ tissue-resident macrophages are present in the tumor stroma, as opposed to TREM2^+^ macrophages that concentrate in tumor nests and margins (28). Similar to these observations, we found that TREM2^+^ *Mregs* were most prominent in the invasive margin of early lung metastases, unlike all other metastasis-enriched subpopulations that were located in the metastases core. Moreover, functional assays indicated that this *Mregs* subpopulation, unlike other macrophage populations, suppresses T-cell activation and IFNγ secretion. This finding, as well as the increased ECM remodeling pathway upregulated in *Mregs*, could imply that this macrophage population supports tumor growth and progression via cloaking of the metastatic site and modification of the tumor microenvironment at the invasive margin. Indeed this would be supportive of the recent finding that the *Mreg* population was observed to be the most predictive cell type for defining patients with poor outcome and response to immunotherapy (57). Importantly, our findings in the murine breast cancer models were confirmed in patient samples. Imaging of lung metastasis from patients with cancer revealed that TREM2^+^ cells reside at the invasive margin of metastases in both breast cancer and other primary tumor sources such as melanoma and soft-tissue sarcoma. Our findings are in line with previous observations of GPNMB^+^ cells enriched in the invasive margin of liver metastases, and other pathologic conditions such as scar formation (60, 61). Together, these results indicate that the spatial distribution of *Mregs* may be a conserved pathologic mechanism of a failed immune response. Future studies could test the correlation of the spatial distribution of specific macrophage populations with disease progression and may serve as a clinical feature to be monitored in clinical trials targeting TAMs.

In summary, we characterized the metastatic microenvironment in breast cancer lung metastasis, achieving a single-cell resolution analysis with spatial segmentation. We identified unique alterations in the immune composition over both temporal and spatial dimensions in the metastatic niche. Overall, the results of this study provide a deeper understanding of the immune microenvironment in metastatic lungs and highlight the importance of macrophages in promoting or inhibiting tumor growth and progression. These findings may have implications for the development of novel therapeutic strategies that target specific macrophage populations in the metastatic niche. Our findings highlight the importance of gaining better knowledge of organ-specific immune changes to enable the development of more accurate and efficient immunotherapies to inhibit metastatic relapse.

## Methods

### Animals

All animal procedures included in the study were granted ethical approval by the Tel Aviv University Institutional Animal Care and Use Committee. All animals were maintained within the Tel Aviv University–specific pathogen-free facility. Mice were provided with food and water ad libitum and housed under a strict 12-hour light–dark cycle. BALB/c and C57BL/6 mice were purchased from Harlan. PA-GFP mice (71) were purchased from the Jackson Laboratories. Mice used for experiments were females at 8–10 weeks of age, unless otherwise stated.

### Cell Lines

The EO771-tdTomato and 4T1-tdTomato cell lines were generated by infection of the original EO771 (ATCC; cat. # CRL-3461, RRID:CVCL_GR23) or 4T1 (ATCC; cat. # CRL-2539, RRID:CVCL_0125), a mouse breast cancer cell line, with a tdTomato2 lentiviral vector, and cultured in Hygromycin selective media. MC38 murine colon adenocarcinoma cell line culture and tumor growth and scRNA-seq were performed as described previously (72). Cells were cultured in 100-mm tissue culture plates in an incubator with humidified air and 5% CO_2_ at 37°C. Cell lines were validated for lack of *Mycoplasma* infection using primers for *Mycoplasma*-specific 16S rRNA gene region (EZPCR Mycoplasma Kit; Biological Industries).

### Orthotopic Tumor Transplantations

Tumor cells (5 × 10^5^ EO771-tdTomato cells or 2 × 10^5^ 4T1-tdTomato cells) were suspended in PBS and mixed 1:1 with Matrigel (BD Biosciences, 354230). A total of 100 μL of cell mixture was injected into the right inguinal mammary glands of 8-week-old female PA-GFP C57BL/6 or BALB/c mice. Tumors were resected 3 weeks following the injection, and CT imaging of lungs was performed once a week until metastases appeared. Mice were anesthetized and lung perfusion was performed.

### Ex Vivo *Photoactivation and Image Acquisition of Lung Niches*

Photoactivation and imaging were performed as described previously (26). Following perfusion and dissection of the intact lungs, lung lobes were separated (at this stage metastatic sites were often seen by the eye as distinct red dots). Tissues were viewed in the microscope to identify metastases or validate the lack of tdTomato signal in distal normal, relapse-free, or Pre-MET tissues. Note that as it is widely known that cancer cells can also lose fluorescent marker expression over time, we could not rule out that no tumor cells are found in any tissue. Therefore, our classification of tissues asks whether there are macrometastases that are clearly defined or the presence of a primary tumor (premetastatic niche). Because we attempted to characterize metastasis as early as possible after their first detection, in some cases, only one metastatic lesion was found and therefore we were able to only label either the core or the invasive margin (Supplementary Table S2).

### Tissue Processing to Single Cells for scRNA-seq

Lung tissues or primary EO771 tumors underwent mechanical and enzymatic digestion for 15 minutes at 37°C (gentleMACS C tube, Miltenyi Biotec Inc.; 0.1 mg/mL DNase type I (Roche), and 1 mg/mL Collagenase IV (Worthington) in RPMI-1640). Lungs were dissociated with the m_lung program, and tumors with the h_tumor program. Cells were then filtered through a 100-μm cell strainer, washed with cold PBS, and centrifuged (5 minutes, 4°C, 300× *g*).

### Single-Cell Sorting

Following tissue digestion, cells were washed and resuspended in cold FACS buffer (0.5% BSA and 2 mmol/L EDTA in PBS), and incubated with fluorophore-conjugated antibodies (CD31-PE/Cy7, BioLegend 102417, RRID:AB_830756; CD45-APC/Cy7, BioLegend 103115, RRID:AB_312980). Following the staining cells were filtered through a 70-μm strainer. Before sorting, cells were stained with DAPI to exclude dead/dying cells. Cell sorting was performed using a BD FACSAria Fusion flow cytometer (BD Biosciences), gating for CD31^−^CD45^+^ cells, or when isolating photoactivated cells for CD31^−^GFP^+^ (after exclusion of dead cells and doublets).

### SPID-seq

SPID-seq is a method for plate-based scRNA-seq, calibrated for increased efficiency and high throughput, enabling the rapid profiling of many samples and sorting gates/cells per sample (Supplementary Fig. S8A and S8B). Our analyses verified that SPID-seq enabled the identification and distinction of cell types and subpopulations (Supplementary Fig. S8C and S8D). Single cells were sorted into 384-well capture plates (Eppendorf twin.tec PCR Plates 384 TT38440SC-EP) containing 20 nmol/L barcoded poly(T) reverse-transcription (RT) primers for scRNA-seq in 100 nL of lysis solution composed of 0.5 U/μL Ribolock (Thermo Fisher Scientific EO0382) and 0.2% Triton X-100 (Sigma-Aldrich, T8787), and 3 μL mineral oil (Sigma-Aldrich, M8410). cDNA is generated and amplified per well by reverse transcription that adds a unique molecular identifier (UMI) and a well barcode (ACTCACTATAGGGGCGAC GTGTGCTCTTCCGATCTxxxxxxxNNNNNNNN TTTTTTTTTTTT TTTTTTTTVN; N-random base, x-Well barcode; Oligo synthesized by Integrated DNA Technologies). A template-switch oligo is incorporated at the cDNA 3′ end (/5-MeIsodC//iso-G//iso-C/AAGCAG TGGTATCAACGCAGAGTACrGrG+G), and used for amplification in a PCR reaction (9 cycles). After dispensing 300 nL of reaction mix the final 400 nL reaction contained: 0.6M Betaine (Sigma-Aldrich B0300), 1.83 mmol/L DTT, 5.78 mmol/L dNTPs (Sigma-Aldrich, NU-1005XS), 0.8 μmol/L template-switch oligo), 6.65M MgCl2, oligos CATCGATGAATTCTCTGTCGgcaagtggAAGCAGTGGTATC AACGCAGAGT, and /5Biosg/ACTCACTATAGGGGCGACGTGT at 0.2 μmol/L each, 0.001% w/v Bromophenol Blue, 0.02 U/μL Terra PCR Direct Polymerase Mix and 0.14× Terra PCR buffer (Takara Bio, 639271), 1 U/μL SuperScript II Reverse Transcriptase and 0.64× first-strand RT buffer (Thermo Fisher Scientific, 18064014), nuclease-free water (Sigma-Aldrich, W4502-1L). The content of each plate was pooled and purified using AMPure XP SPRI beads (Beckman Coulter, A63881) at a 0.7× ratio, then fragmented using homemade Tn5, adding an Illumina nextera read 1 sequence. Fragmented DNA was purified (0.7×), and a plate-indexing PCR reaction was performed using KAPA HS mix (Roche, KK2601), with 0.3 μmol/L of each index oligo: i7-CAAGCAGAAGACGGCATACGAGATxxxxxxxxGTG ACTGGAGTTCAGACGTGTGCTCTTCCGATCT and i5-AATGATA CGGCGACCACCGAGATCTACACxxxxxxxxTCTTTCCCTACACGA CGCTCTTCCGATCT. DNA was purified and double-size selected using SPRI beads at 0.6× and then 0.85× ratios. Each plate library was tested for quality and DNA concentration. Sequencing libraries were pooled at equimolar concentrations and sequenced using an Illumina NextSeq 500 or NovaSeq 6000 sequencer, at a sequencing depth of 10K–50K reads per cell. Reads are condensed into original molecules by counting the same UMIs. We used statistics on empty-well spurious UMI detection to ensure that the batches we used for analysis showed a low level of cross single-cell contamination (less than 3%). Reads were processed as previously described (73). Reads were mapped to murine reference genome mm10 using HISAT (version 0.1.6); reads with multiple mapping positions were excluded. Reads were associated with genes if they were mapped to an exon, using the UCSC genome browser for reference. Exons of different genes that shared genomic positions on the same strand were considered a single gene with a concatenated gene symbol.

### Migration Assay

Bone marrow–derived cells (5 × 10^5^) were placed at the upper chamber of 24-transwell membrane plates with 5-mm pores (Corning; CLS3421). Lung homogenate supernatant from control mice lungs, premetastatic lungs, whole metastases-bearing lungs, or dissected distal normal areas and metastatic lesion areas from metastases-bearing lungs, were placed at the bottom chamber. In appropriate wells, anti-CCL6 antibody (R&D Systems, MAB487, RRID:AB_2071563) was added to the bottom chamber. Migrated cells were stained for CD11b^+^Ly6C^int^Ly6G^+^ (Granulocytes) or CD11b^+^Ly6C^+^Ly6G^−^ (Monocytes) and counted by flow cytometry (Cytoflex LX, Beckman Coulter).

### Macrophage–T-cell Coculture Activation Assay

Macrophages from the different lung lesions were sterile sorted into C10 medium using Cd45^+^ F4/80^+^ gating. For specific macrophage populations isolation, metastatic lung tissues from 5 different mice were inspected by flow cytometry, and combined for the sorting of live (sytox negative), CD45^+^, CD11b^+^, Ly6g^−^, and either CD9^+^ PDPN^+^ IL7r^+^, CD9^+^ PDPN^+^ IL7r^−^, or not (CD9^+^ PDPN^+^). T cells were isolated using a Pan T-cell isolation kit (Miltenyi Biotec, 130-095-130) from a spleen of a 11-week-old WT female (C57BL/6) mouse according to the kit guidelines. T cells were then labeled with cell proliferation dye eFluorTM 450 (Thermo Fisher, 65-0842-85) according to the manufacturer’s guidelines. For activating the T cells in the coculture wells, a 96-well tissue culture treated plate was precoated with 1 μg Ultra-LEAF purified anti-mouse CD3 per well (BioLegend, 100340, RRID:AB_11149115) for two hours at 37°C and then washed twice with PBS. Cells were then cocultured in a 1:3 ratio (macrophage:T-cell) in 100 μL C10 medium per well, supplied with 2 μg/mL Ultra-LEAF purified anti-mouse CD28 (BioLegend, 102116, RRID:AB_11147170) and kept in a 37°C, 5% CO_2_ incubator. Cells were harvested after 72 hours, and cell proliferation was analyzed using an LSRII FACS analyzer (BD). Alternatively, after harvesting, cells were stained with anti-CD25 (clone PC61, BioLegend 102007, RRID:AB_312856) and anti-CD69 (clone H1.2F3, BioLegend 104514, RRID:AB_492843) for assessment of cell activation (Fig. 5L). Mouse interferon-gamma secretion was measured in the coculture media by an ELISA kit (BioLegend, 430801, RRID:AB_2893366).

### Immunostaining

#### Mouse Tissue Sections

Lungs were harvested, washed in PBS, and incubated for 4 hours in 4% PFA (Electron Microscopy Sciences). Lungs were transferred to 30% sucrose for 48 hours and then embedded in Optimal Cutting Temperature compound (Tissue-Tek) on dry ice and stored at −80°C. Serial sections were obtained to ensure equal sampling of the examined specimens (10 mm trimming).

#### Mouse Tissue Immunofluorescence

Frozen lung tissue sections were incubated at 60°C for 30 minutes, washed with PBST, and incubated with 3% H_2_O_2_ for 12 minutes to block endogenous peroxidase activity. Slides were washed twice with DDW for 5 minutes, incubated with 0.5% triton X-100 (Sigma-Aldrich, T8787) for 10 minutes and washed 3 times in TBS-T, followed by one wash with PBS. Then, slides were blocked with CAS-Block (Thermo Fisher, 008120) for 10 minutes and incubated overnight at 4°C with the following primary antibodies: rabbit anti-mouse GPNMB (Abcam, ab234529, RRID: AB_3064846), rat anti-mouse F4/80 (Bio-Rad, MCA497R, RRID:AB_323279), sheep anti-mouse TREM2 (R&D Systems, AF1729, RRID:AB_354956), and goat anti-mouse tdTomato (LSBio, LS-C340696, RRID:AB_2819022), diluted in antibody diluent (Abcam, ab64211) with 0.02% triton. Slides were washed and incubated for 1 hour at room temperature with the following secondary antibodies diluted 1:200: Peroxidase-AffiniPure Donkey Anti-Rabbit (Jackson ImmunoResearch, RRID:AB_10015282), Peroxidase-AffiniPure Donkey Anti-Sheep (Jackson ImmunoResearch, 711-035-147, AB_2340710), Alexa Fluor 488 goat anti-rat (Thermo Fisher, A11006, AB_2534074) and Rhodamine (TRITC)-AffiniPure Donkey Anti-Goat (Jackson ImmunoResearch, 705-025-003, RRID:AB_2340388). Slides were washed, and the slides that were incubated with the peroxidase antibodies were incubated with opal 650 reagents (AKOYA, FP1496001KT) diluted 1:400 in amplification diluent (AKOYA, FP1135). Slides were washed again and incubated with DAPI (Sigma-Aldrich, MBD0015), mounted with Fluoroshield (Sigma-Aldrich, F6182), left to dry for 2 hours at room temperature and stored at 4°C.

Images were acquired using Leica TCS SP8 Confocal Microscope Model Number S/N 8100000117 or with an Aperio Versa 200 slide scanner. Brightness and contrast were adjusted equally in all images. Quantitative analyses were performed using IMARIS 9.5 imaging software.

#### Human Sections

Patient FFPE sections were obtained from the Tel Aviv Sourasky Medical Center Institutional BioBank, and the study was approved by the Institutional Review Board of (TLV 0417-20) and the ethical commission of Hadassah Medical Center (HMO 0235-21), and conducted in accordance with the Declaration of Helsinki protocol. All patients provided their written informed consent.

#### Human Tissue Immunofluorescence

. For spatial examination in human specimens, FFPE sections were baked at 37°C overnight, deparaffinized in xylene, and rehydrated in decreasing concentrations of ethanol. Tissue sections were incubated in citrate buffer (pH 6) for antigen retrieval at 95°C for 30 minutes. After three PBS washes, we added blocking buffer (5% donkey serum in PBST and 0.1% Triton X-100) for 1 hour at room temperature. After blocking, primary antibodies were incubated at 4°C overnight: rabbit anti-TREM2 (clone D8I4C, 1:200 dilution, Cell Signaling Technology; #91068, RRID:AB_2721119). After three PBST washes (0.01% Tween-20; Sigma-Aldrich), corresponding secondary antibodies were used for 1 hour at room temperature. After three PBST washes, a TrueVIEW autofluorescence quenching kit (Vector Laboratories; SP-8400) was applied before nuclei staining with DAPI for 6 minutes and coverslips were then mounted on slides with anti-fade mounting medium in the autofluorescence quenching kit, and mounted slides were kept in the dark. Image acquisition was performed using a Leica DMi8 widefield microscope with a 20× objective (Leica Microsystems).

### Bioinformatic Analysis

#### Mapping

For low-level processing and filtering, sequences were mapped to the mouse genome (mm10), demultiplexed, and filtered, extracting a set of UMIs that define distinct transcripts in single cells for further processing. Mapping of reads was done using HISAT v.0.1.6; reads with multiple mapping positions were excluded. Reads were associated with genes if they were mapped to an exon, using the UCSC genome browser for reference.

#### Quality Control

Cells with fewer than 500 UMIs were discarded from the analysis. All downstream analyses were performed in R.

#### Unsupervised Clustering Analysis and Annotation

The metacell pipeline was used to derive informative genes and compute cell-to-cell similarity, to compute K-nn graph covers and derive the distribution of RNA in cohesive groups of cells (or metacells), and to derive strongly separated clusters using bootstrap analysis and computation of graph covers on resampled data. Default parameters were used.

Metacells were further clustered using hierarchical clustering with post hoc manual fine-tuning.

To annotate clusters, we implemented a supervised approach using the curated list of marker genes.

#### Dimensionality Reduction

Two-dimensional visualization of the metacell structure was performed as previously described (31). In short, a symmetric graph is constructed over all metacells, by thresholding over the coclustering statistics (indicating how cells from two distinct metacells are likely to be clustered together). This results in a graph with maximum degree, D, and any number of connected components. MetaCell computes coordinates for each metacell by applying a standard force-directed layout algorithm to the graph. It then positions cells by averaging the metacell coordinates of their neighbor cells in the K-nn graph, but filters neighbors that define a metacell pair that is not connected in the graph.

#### Compositional Analysis

The cluster composition of each sample was calculated separately. The enrichment score used for bubble plots was calculated as the ratio of sample average population fractions from each group, and the bubble size depicts the average of the sample average population fractions in the two groups.

To test if changes in composition were statistically significant, we assumed that cell population fraction, like many other biological parameters, was approximately normally distributed in the population. Therefore, a two-tailed Student *t* test was used to compare fractions in different groups. Often, we were interested in the relative fraction of two specific populations. Therefore, we calculated the log_2_ (fold change) per sample. This estimator is a better statistic for using a *t* test because it overcomes the bias introduced by the interdependency of cell population fractions (that sum up to 100%).

#### Sample PCA

The cell-type makeup of each sample was calculated as a vector of relative fractions. The matrix of these vectors was scaled (but not centered) and PCA was applied using pca() function of the pcaMethods R library.

#### Cellular Module Analysis

To define cellular modules across samples, we used a consensus clustering algorithm for determining cluster membership by stability evidence. Specifically, we used the ConsensusClusterPlus() function implemented in the Consensus-ClusterPlus R library available on Bioconductor. The parameters used were reps = 500, pItem = 0.8, clusterAlg = “hc” and distance = “spearman.”

#### Differential Expression Testing and Marker Gene Detection

To find marker genes, we used the FindAllMarkers() function in Seurat v.4.1.0 with a one-sided Wilcoxon rank-sum test on log-transformed normalized counts. DEGs were selected to be fold change >1.5, Bonferroni-adjusted *P* < 0.05, of which the top-scoring genes were presented.

To compare treatments or cell types, we pooled together cells from all samples of each comparison group and used FindMarkers() with a two-sided Wilcoxon rank-sum test on log-transformed normalized counts. We considered genes that were expressed in >0.01 of cells and with >5 cells with >2 UMIs. DEGs were selected to be |fold change| >1.25, Benjamini–Hochberg-adjusted *P* < 0.05, of which the top-scoring genes were presented. See Supplementary Table S3.

#### GSEA

We used GSEA (RRID:SCR_003199) to detect enriched gene sets in different treatment arms. We applied the Fast GSEA (“fgsea”) package, implemented in R, to sorted gene fold changes generated by the FindMarkers() function from Seurat. Gene sets were drawn from mouse C5 v5p2 gene ontology (GO) collection of the Molecular Signature Database. See Supplementary Table S4.

#### Cell–Cell Interactions Analysis

Cell–cell interactions were inferred using CellChat v.1.6.0 (RRID:SCR_021946), following the official workflow, using as input UMI count matrix of the relevant condition and cell types, and the ligand–receptor pairs curated in the lists “Secreted Signaling,” “ECM-Receptor,” and “cell–cell contact.” For our purposes, we excluded MHC-related pairs.

#### Visualization

Plots were generated in R using ggplot2 (RRID: SCR_014601), CellChat, and ComplexHeatmap (RRID:SCR_017270) R libraries.

## Supplementary Material

Fig. s1

Fig. s2

Fig. s3

Fig. s4

Fig. s5

Fig. s6

Fig. s7

Fig. s8

Table s1

Table s2

Table s3

Table s4

## Figures and Tables

**Figure 1:**
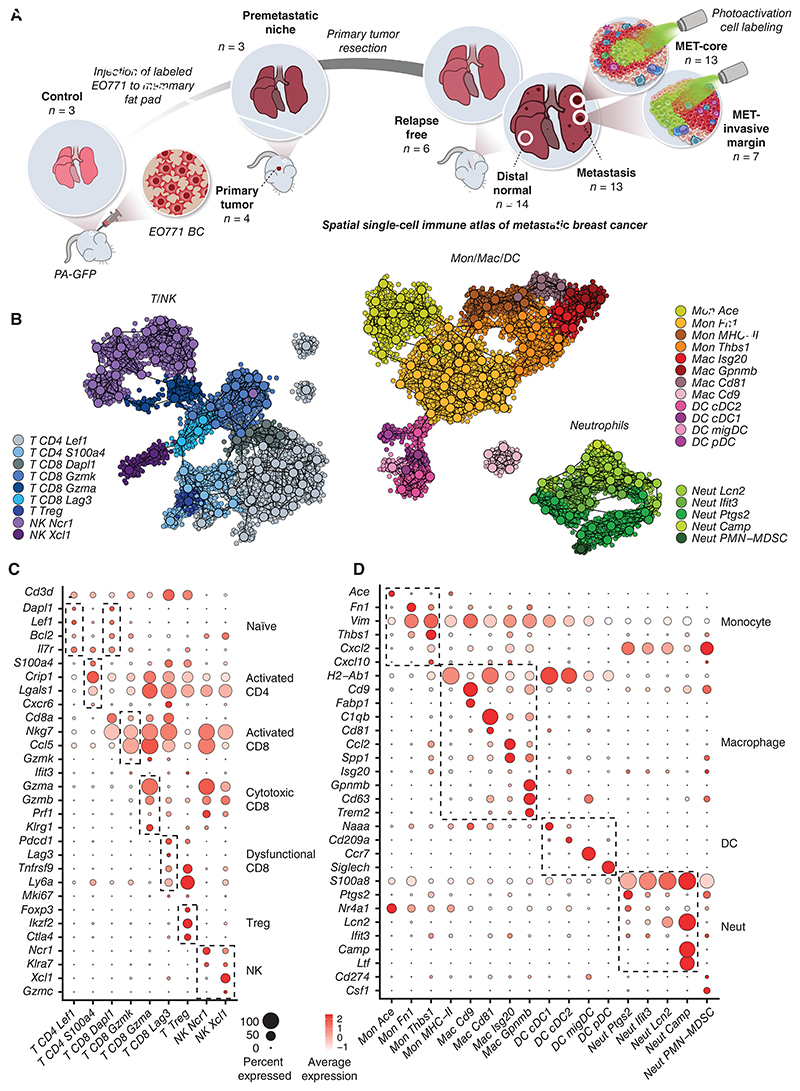
Detailed atlas of the immune microenvironment in breast cancer lung metastasis. **A**, Experimental design of the spontaneous metastasis model conducted in photoactivatable-GFP mice. **B**, Two-dimensional projection of the transcriptomic profiles of cells from three immune subsets: T and NK; monocyte, macrophage, and DC; and neutrophils. Dots represent single cells and are color-coded according to subpopulation annotation, larger circles represent metacells. See Methods. **C**, Bubble heat map showing marker gene expression across T and NK cell types from **B**. Size indicates the fraction of expressing cells. Color indicates the mean log-normalized expression levels. **D**, As in **C** but for myeloid populations.

**Figure 2:**
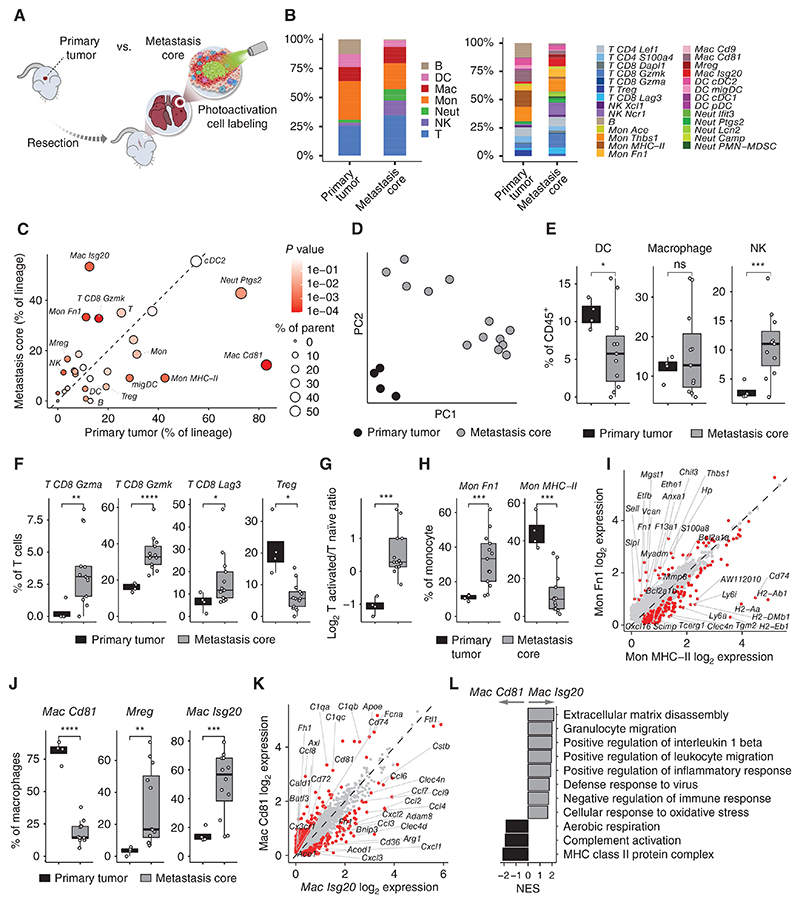
Lung metastases and primary tumors exhibit divergent immune landscapes. **A**, Scheme illustrating the comparison of primary breast tumors and lung metastases. **B**, The cumulative cell fraction of the different main immune lineages (left) and subtypes (right) in primary tumors (*n* = 4 samples) and metastasis core (*n* = 13). **C**, Fractions of cells belonging to different immune lineages (from total) or subtypes (from their respective lineage), averaged over primary tumor (*x*-axis) or metastasis core (*y*-axis) samples. Size indicates the average of x and y. Color depicts *P* value of the two-sided T test between x and y, accounting for sample variation. **D**, PCA of immune compartment makeup, based on cell type and subpopulation fractions. **E**, Fractions of indicated cell types out of total CD45^+^ cells. **F**, Fractions of indicated T-cell subtypes from total T cells. **G**, The log_2_ ratio of activated T cells (*Cd8 Gzma* and *Cd8 Gzmk*) and naïve T cells (*Cd8 Dapl1* and *Cd4 Lef1*). **H**, Fractions of the indicated monocyte subtypes from total monocytes. **I**, Comparison of monocyte subtypes gene expression (log_2_ normalized). **J**, Fractions of the indicated macrophage subtypes from the total macrophage. **K**, Comparison of macrophage subtypes gene expression (log_2_ normalized). **L**, Enriched gene ontology terms in macrophage subtypes. Two-tailed Student *t* test was used. In box plots, the center line represents the median, the box limits denote the 25th to the 75th percentiles, and the whiskers represent the minimum and maximum values. Differentially expressed genes (DEG) are colored in red and leading DEGs are labeled. Normalized gene ontology term enrichment score (NES) is shown on the *x*-axis. For all terms, *P*_adj_ < 0.05.

**Figure 3:**
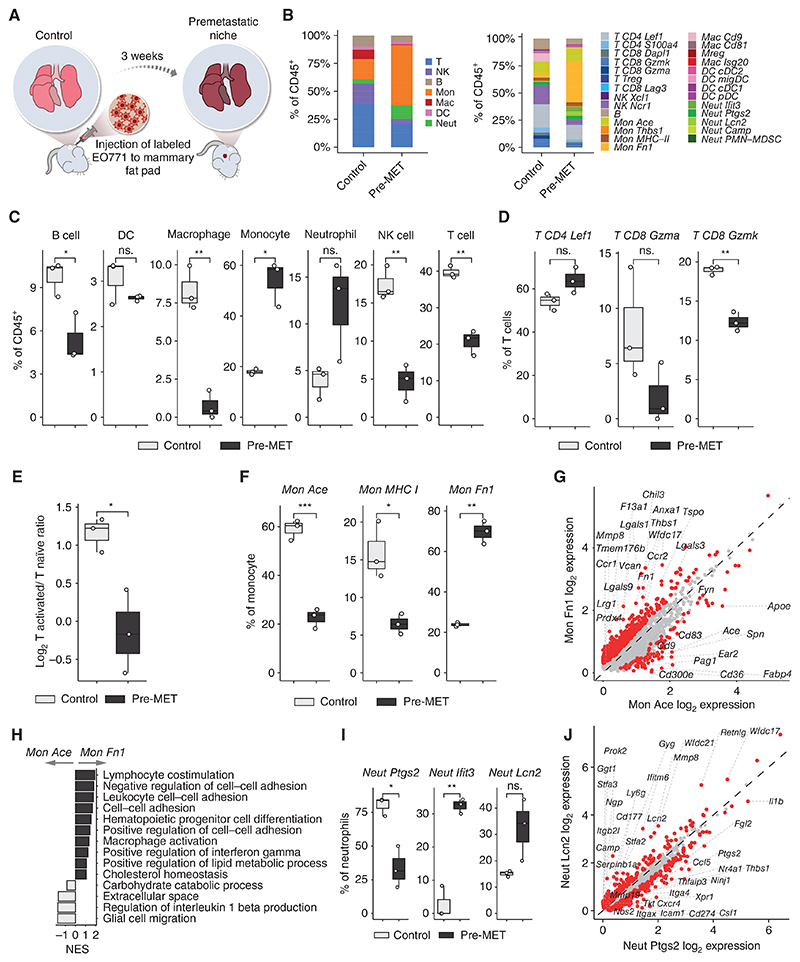

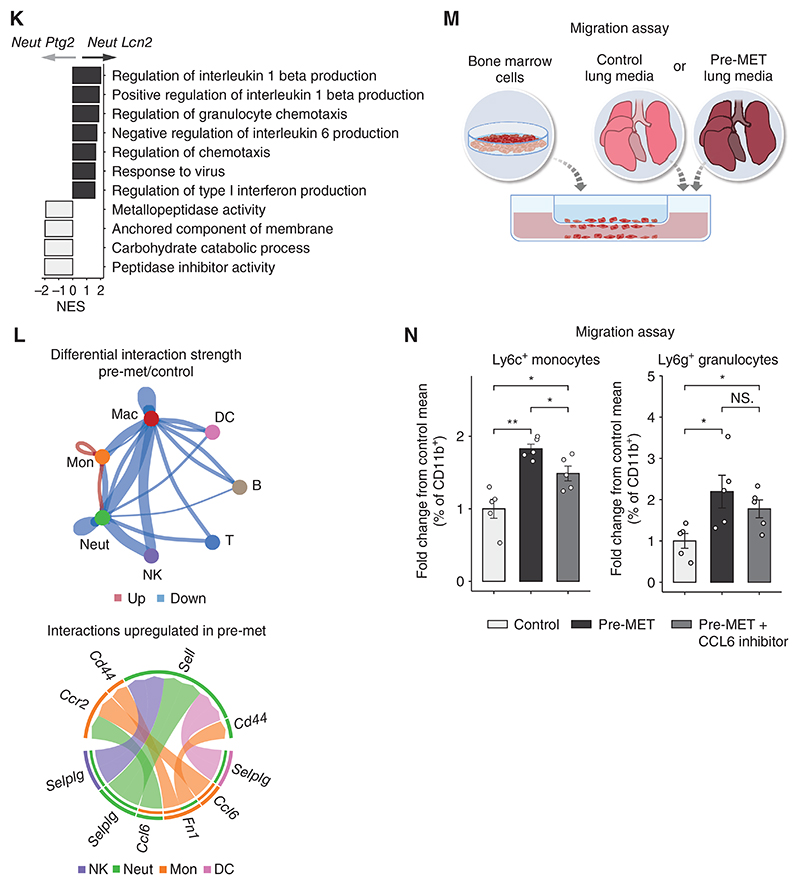
The premetastatic lung microenvironment is characterized by the activation of monocytes and neutrophils. **A**, Scheme illustrating the comparison of control and premetastatic lung tissues. **B**, The cumulative fraction of the different main immune lineages (left) and subtypes (right) in control (*n* = 3 samples) and premetastatic (Pre-MET, *n* = 3) samples. **C**, Fractions of indicated cell types out of total CD45^+^ cells. **D**, Fractions of indicated T-cell subtypes from total T cells. **E**, The log_2_ ratio of activated T cells (*Cd8 Gzma* and *Cd8 Gzmk*) and naïve T cells (*Cd8 Dapl1* and *Cd4 Lef1*). **F**, Fractions of the indicated monocyte subtypes from total monocytes. **G**, Comparison of monocyte subtypes gene expression (log_2_ normalized). **H**, Enriched gene ontology terms in monocyte subtypes. **I**, Fractions of the indicated neutrophil subtypes from total monocytes (ns. = non significant). **J**, Comparison of neutrophil subtypes gene expression (log_2_ normalized). **K**, Enriched gene ontology terms in neutrophil subtypes. **L**, CellChat analysis (see Methods) of differential interaction strength between cell types in Pre-MET and control lungs based on ligand–receptor gene expression (top), and of upregulated ligand–receptor interactions in Pre-MET cells (bottom). Up depicts higher in Pre-MET. **M**, Scheme illustrating *ex vivo* cell migration assay. Cells were purified from the bone marrow of normal mice. The lung noncellular fraction was produced from the lungs of control or Pre-MET mice, and the migration of monocytes and granulocytes toward lung-secreted factors was analyzed. **N**, Quantification of migrated Ly6c^+^ monocytes and Ly6g^+^ granulocytes toward supernatant from normal or pre-MET lung-secreted factors, with or without anti-CCL6 antibody (presented as fold change from the normal mean; error bars, SE). Two-tailed Student *t* test was used. In box plots, the center line represents the median, the box limits denote the 25th to the 75th percentiles, and the whiskers represent the minimum and maximum values. Differentially expressed genes (DEG) are colored in red and leading DEGs are labeled. Normalized gene ontology term enrichment score (NES) is shown on the *x*-axis. For all terms, *P*_adj_ < 0.05.

**Figure 4:**
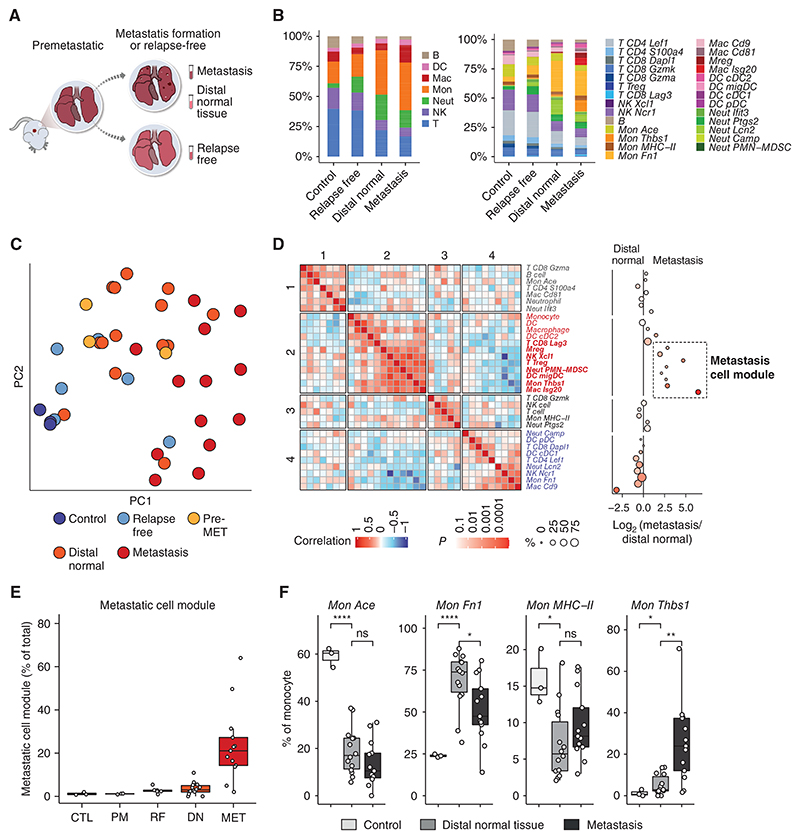

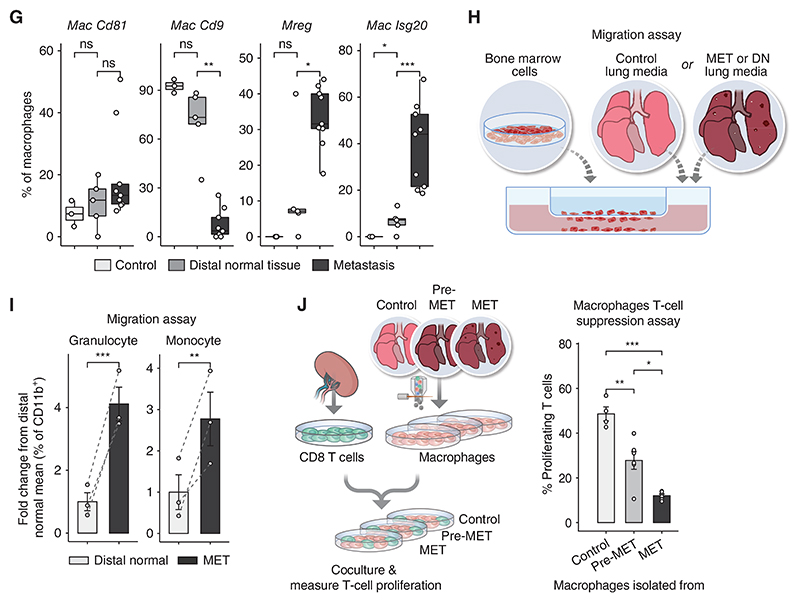
Progression to lung metastasis is associated with infiltration by unconventional immune cell subtypes. **A**, Scheme illustrating the comparison of control, relapse-free, distal normal, and metastasis lung tissues. **B**, The cumulative fraction of the different main immune cell lineages (left) and subtypes (right) per tissue type (control, *n* = 3 samples; relapse free, *n* = 6; distal normal, *n* = 14; metastasis, *n* = 13). **C**, PCA of immune compartment makeup, based on cell type and subtype fractions. **D**, Cellular module analysis. Pairwise Spearman correlation of cell type and subpopulation fraction across samples of distal normal and metastasis (left; color gradient represents Spearman correlation). Consensus hierarchical clustering into four cell modules. Enrichment of each cell type between distal normal and metastasis tissues (right). Size indicates the mean percentage of cells in all samples; color gradient represents the *P* value of Student *t* test between metastasis and distal normal per cell population. **E**, Quantification of cell fractions from total cells per sample in the metastasis cell module analysis in **D**. CTL, control; PM, premetastasis; RF, relapse free; DN, distal normal; MET, metastasis. **F**, Fractions of the indicated monocyte subtypes from total monocytes. **G**, Fractions of the indicated macrophage subtypes from total macrophages. **H**, Scheme illustrating *ex vivo* cell migration assay. Cells were purified from the bone marrow of normal mice. The lung noncellular fraction was produced from the distal normal area or metastatic area of metastases-bearing lungs. Migration of monocytes and granulocytes toward lung-secreted factors was analyzed. **I**, Quantification of migrated Ly6c^+^ monocytes and Ly6g^+^ granulocytes toward supernatant from the distal normal area or metastatic area of metastases-bearing lungs (presented as log_2_ fold change from the distal normal mean; error bars, SE. Two-tailed paired Student *t* test was used). **J**, Scheme and quantification of macrophage-induced T-cell suppression assay. Splenic T cells from normal mice were stimulated and stained with cell proliferation dye and then cocultured for 48 hours with macrophages isolated from the lungs of control, premetastatic (Pre-MET), or metastasis-bearing mice. Error bars, SE. Two-tailed Student *t* test was used. In box plots, the center line represents the median, the box limits denote the 25th to the 75th percentiles, and the whiskers represent the minimum and maximum values.

**Figure 5:**
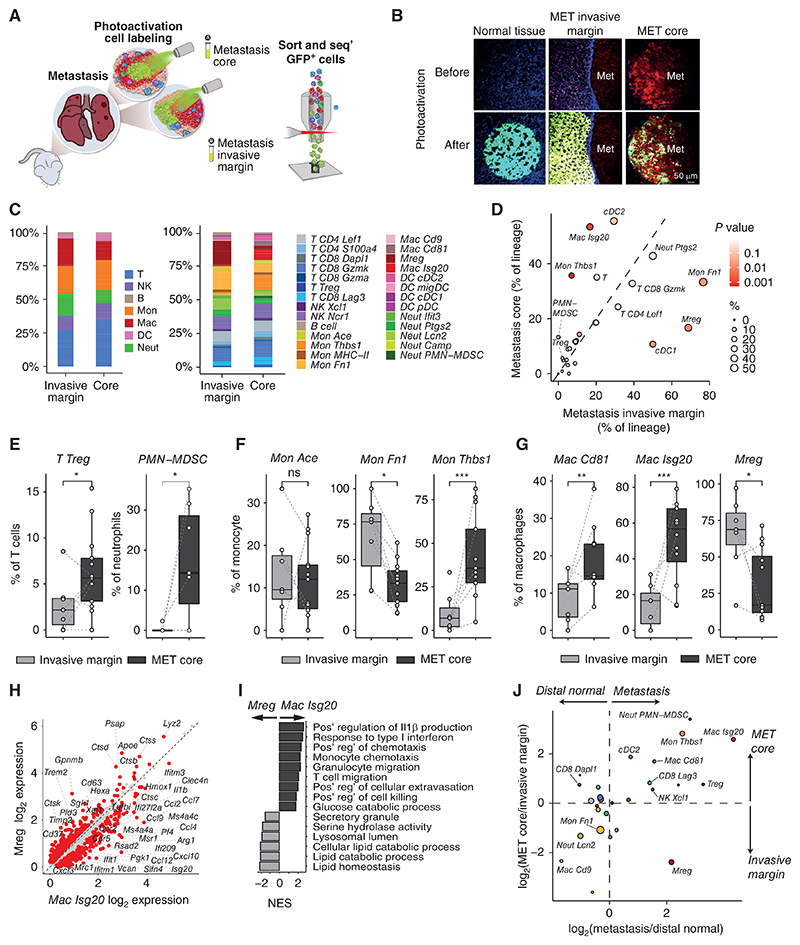

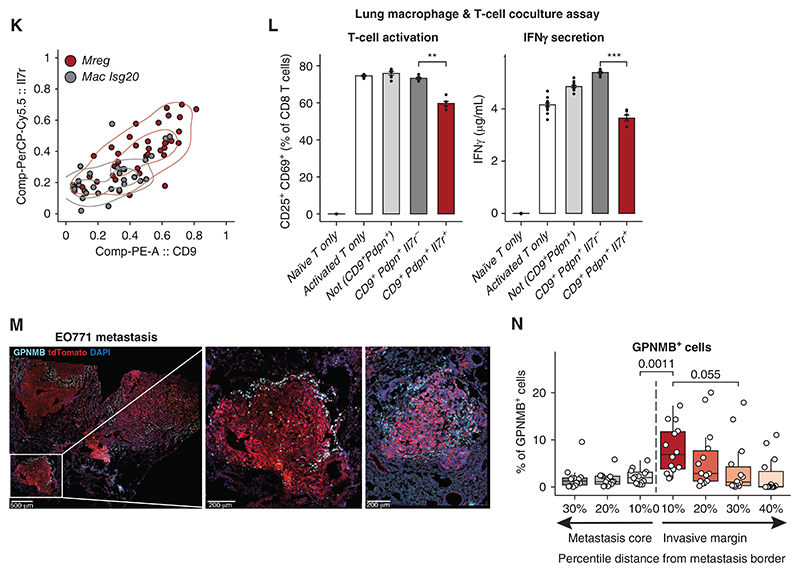
The metastatic invasive margin is populated by suppressive TREM2 macrophages. **A**, Scheme illustrating labeling of cells in metastasis invasive margins and metastatic cores, using PA-GFP. **B**, Representative fluorescent imaging of lung tissue samples pre- and postphotoactivation of a random region in a control sample, and the metastasis invasive margin or core in metastasis-bearing mice. **C**, The cumulative fraction of the different main immune cell lineages (left) and subtypes (right). **D**, Fractions of immune cell lineages (from total) or subtypes (from their respective lineage), averaged over invasive margin (*x*-axis) or metastasis core (*y*-axis) samples. Size indicates the average of x and y. Color gradient depicts *P* value of the two-sided *t* test between x and y, accounting for sample variation. **E**, Fractions of *Tregs* and *PMN-MDSCs* from their respective lineages. **F**, Fractions of the indicated monocyte subtypes from total monocytes. **G**, Fractions of the indicated macrophage subtypes from total macrophages. **H**, Comparison of macrophage subtypes gene expression (log_2_ normalized). Differentially expressed genes (DEG) are colored in red and leading DEGs are labeled. **I**, Enriched gene ontology terms in macrophage subtypes. Normalized gene ontology term enrichment score (NES) is shown on the *x*-axis. For all terms, *P*_adj_ < 0.05. **J**, Cell subtype enrichment in metastasis over distal normal tissues (*x*-axis), compared with metastasis core over invasive margin (*y*-axis). **K**, CD9 and IL7R flow cytometry protein expression values (index sorting) of cells that were annotated as *Mreg* or *Mac Isg20* by following scRNA-seq. **L**, Activated T cells (or not activated control) were cocultured with the lung-derived macrophage populations (CD45^+^ CD11b^+^ Ly6g^−^, and the indicated gate). Quantification of activated CD8 T cells (CD25^+^ CD69^+^, left), and IFNγ secreted in supernatant (right). **M**, Representative immuno-fluorescence imaging of EO771 breast cancer lung metastasis, stained for GPNMB (Cyan). Tumor cells shown in red (tdTomato), nuclei shown in blue (DAPI). **N**, Quantification of the percentage of GPNMB^+^ cells at the metastasis core and invasive margin, at different distances from metastases’ boundary. Two-tailed paired *t* test was used. In boxplots, the center line represents the median, the box limits denote the 25th to the 75th percentiles, and the whiskers represent the minimum and maximum values.

**Figure 6:**
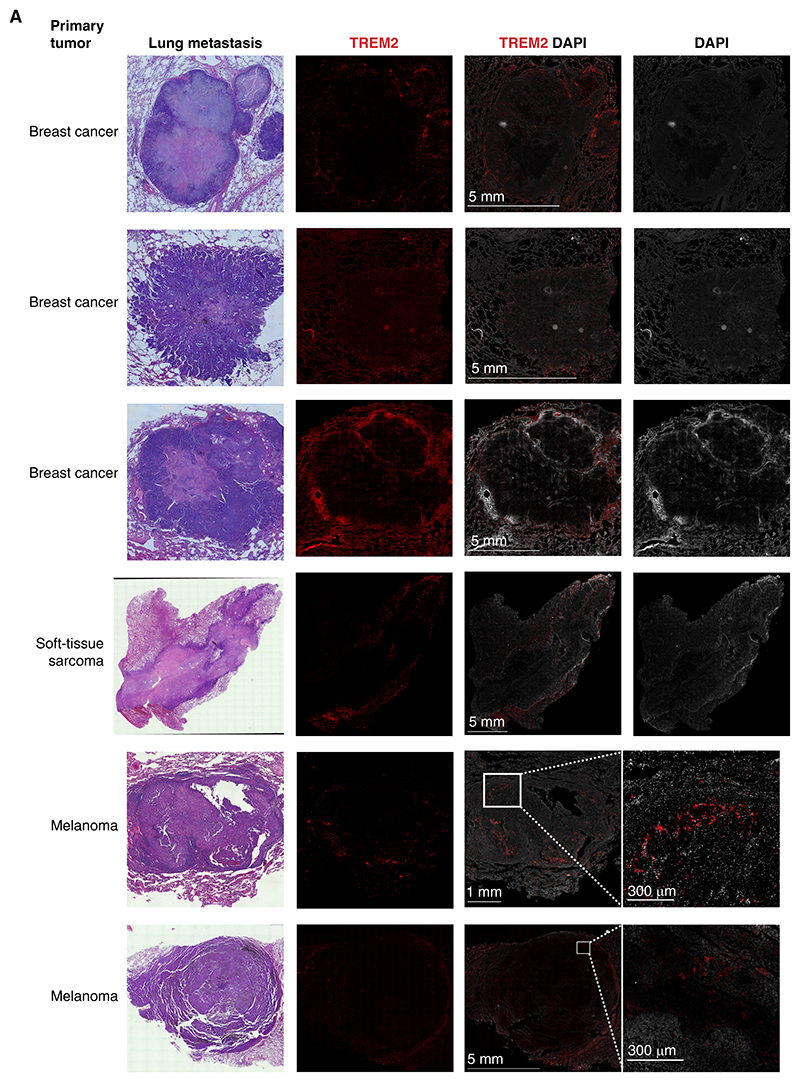
*Mregs* accumulate at the invasive margin of human lung metastases. **A**, H&E and immunofluorescent images of patient lung metastasis sections. Each patient’s primary tumor diagnosis is indicated on the left. FFPE sections were stained using DAPI and rabbit anti-TREM2 (clone D8I4C, Cell Signaling Technology; #91068). Image acquisition was performed using a Leica DMi8 widefield microscope with a 20× objective (Leica Microsystems).

## Data Availability

The data generated in this study are publicly available in Gene-Expression Omnibus (GEO GSE231915).

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s1

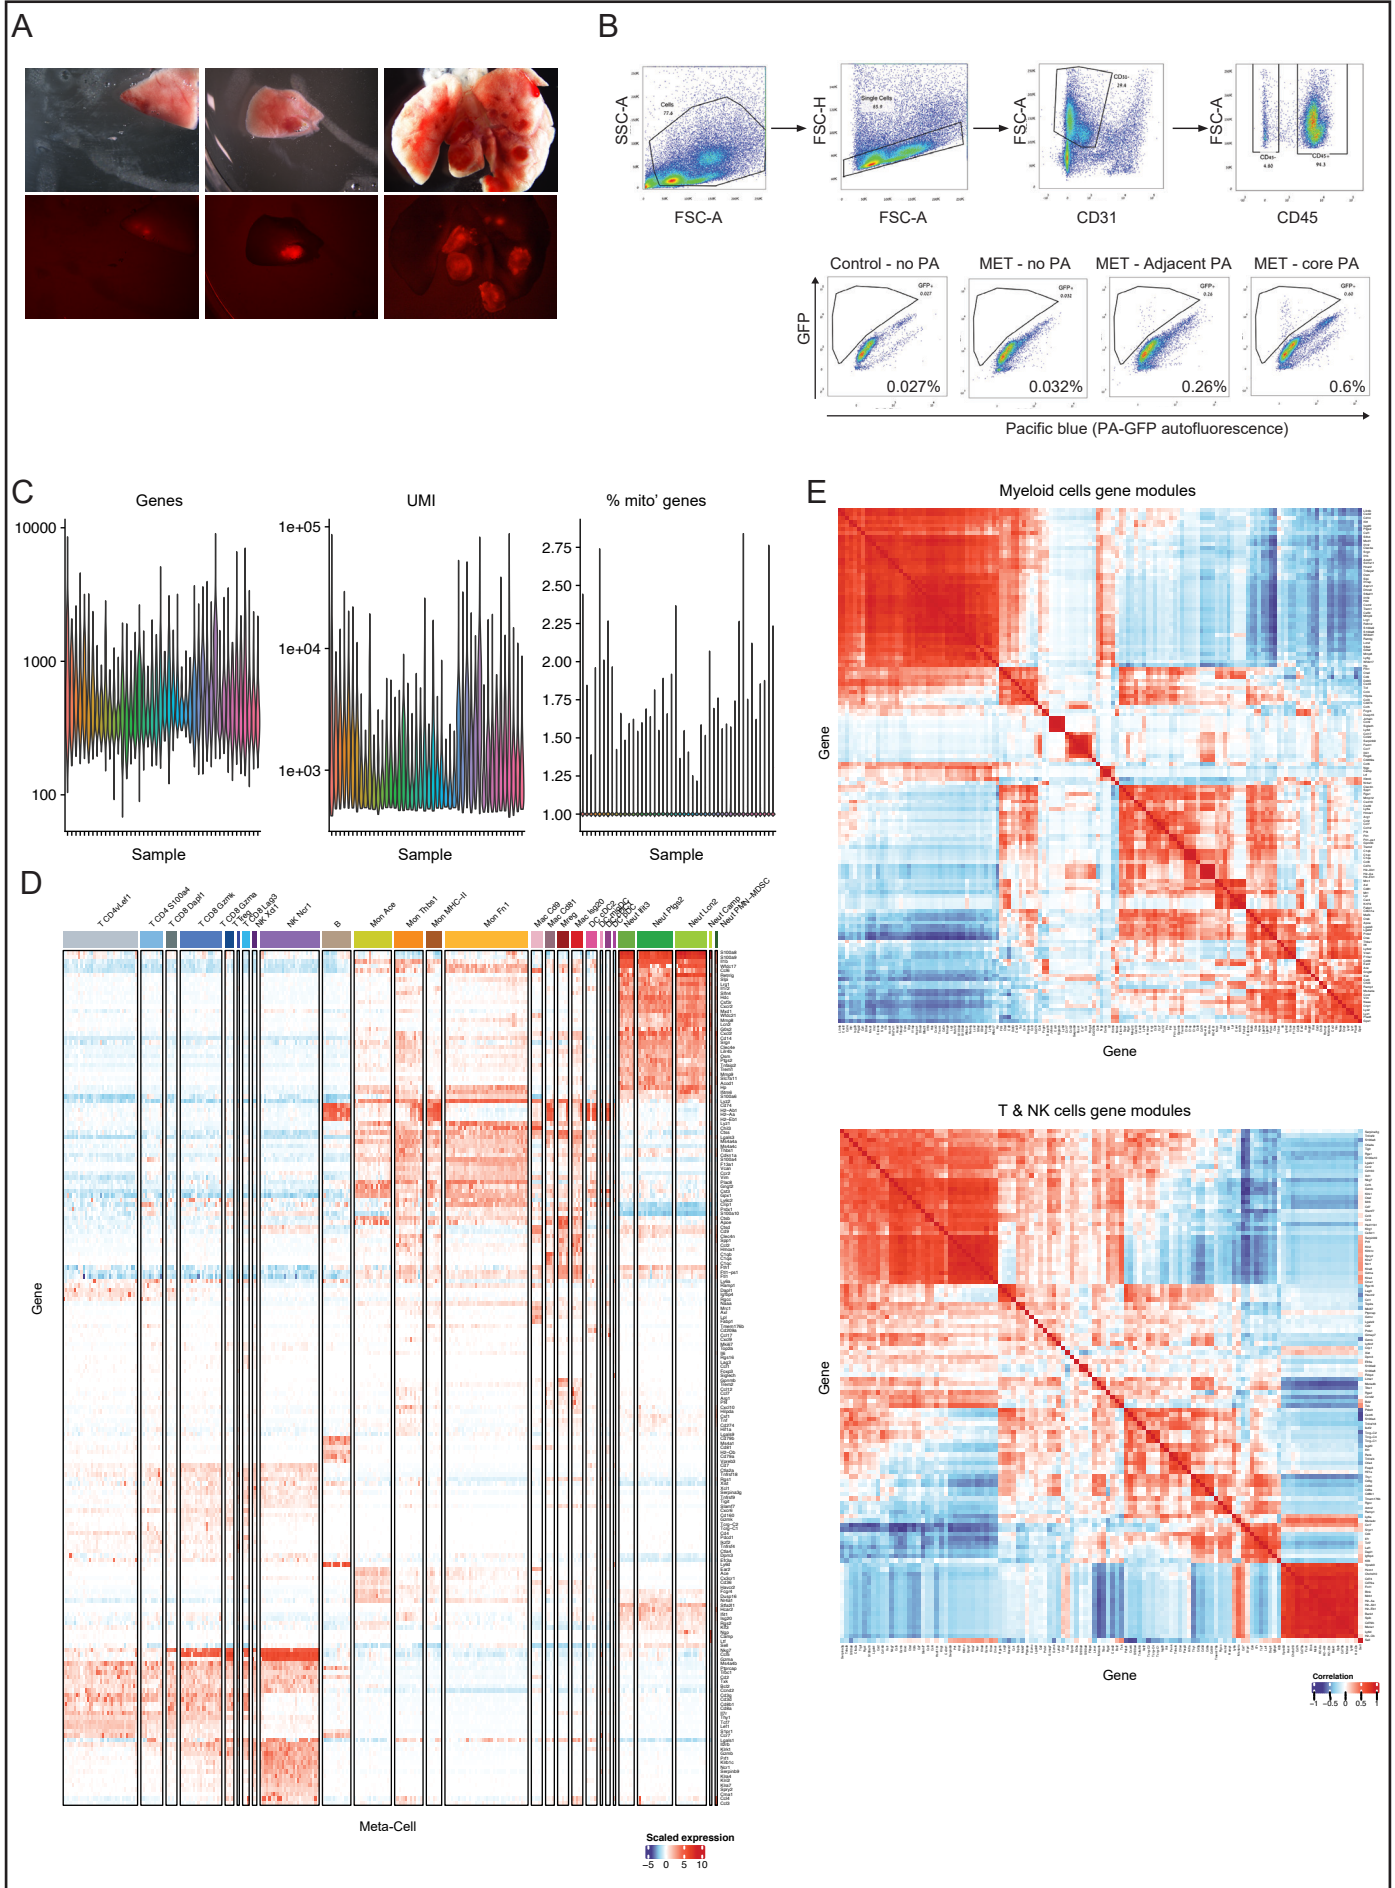

***Supplementary Figure 1. Detailed atlas of the immune microenvironment in breast cancer lung metastasis.***

- A. Bright-field and fluorescent images of lungs with EO771-tdTomato metastatic lesions.
- B. Gating strategy used to sort CD45<sup>+</sup> immune cells and niche-specific photoactivation labeled cells.
- C. The number of genes, unique molecular identifiers (UMI), and percent of mitochondrial gene expression (indicating low-quality cells) per sample.
- D. Gene expression profiles of cells grouped by their MetaCell and subpopulation assignment.
- E. Gene-gene correlation heatmap of top variable genes within myeloid (top) or T and NK (bottom) MetaCells.

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s2

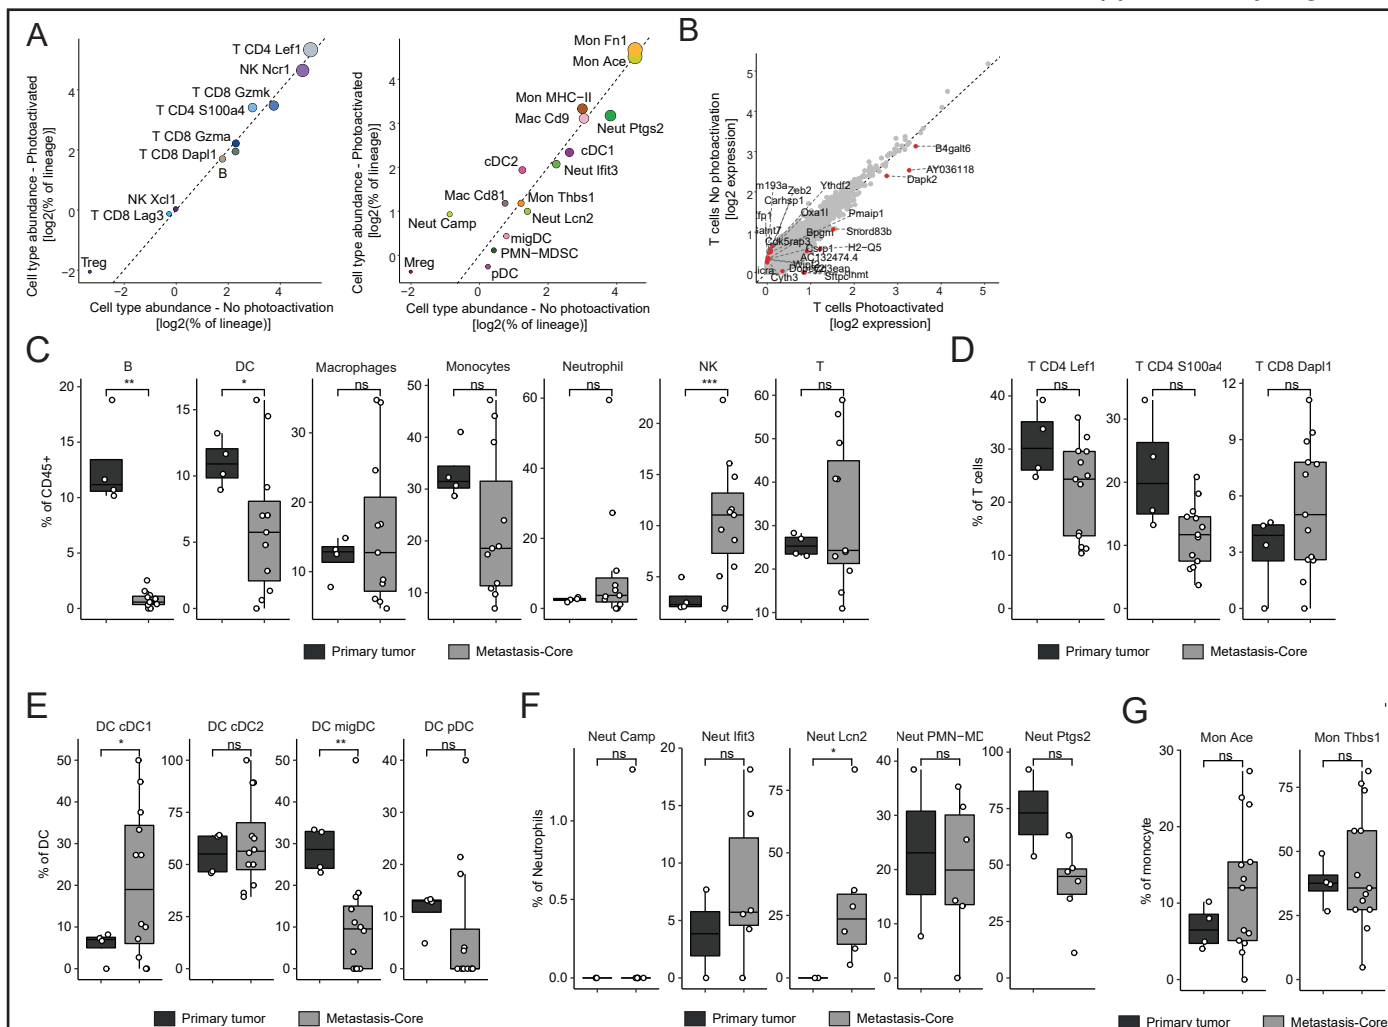

***Supplementary Figure 2. Lung metastases and primary tumors exhibit divergent immune landscapes.***

- A. Comparison of GFP<sup>+</sup> (photoactivated) and GFP<sup>-</sup> -sorted control mouse lungs T and NK (left) or myeloid (right) cells subpopulation cell fractions (point size corresponds to mean of two samples).
- B. Comparison of gene expression (log2 normalized) of photoactivated or not photoactivated T cells from control mouse lungs.
- C. Fractions of indicated cell types out of total CD45<sup>+</sup> cells.
- D. Fractions of indicated T cell subtypes from total T cells.
- E. Fractions of indicated DC subtypes from total DC cells.
- F. Fractions of indicated neutrophil subtypes from total neutrophils.
- G. Fractions of indicated monocyte subtypes from total monocytes.

Two-tailed Student's t-test was used. In boxplots, the center line represents the median, the box limits denote the 25th to the 75th percentile, and the whiskers represent the minimum and maximum values. Differentially expressed genes (DEGs) are colored in red and leading DEGs are labeled.

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s3

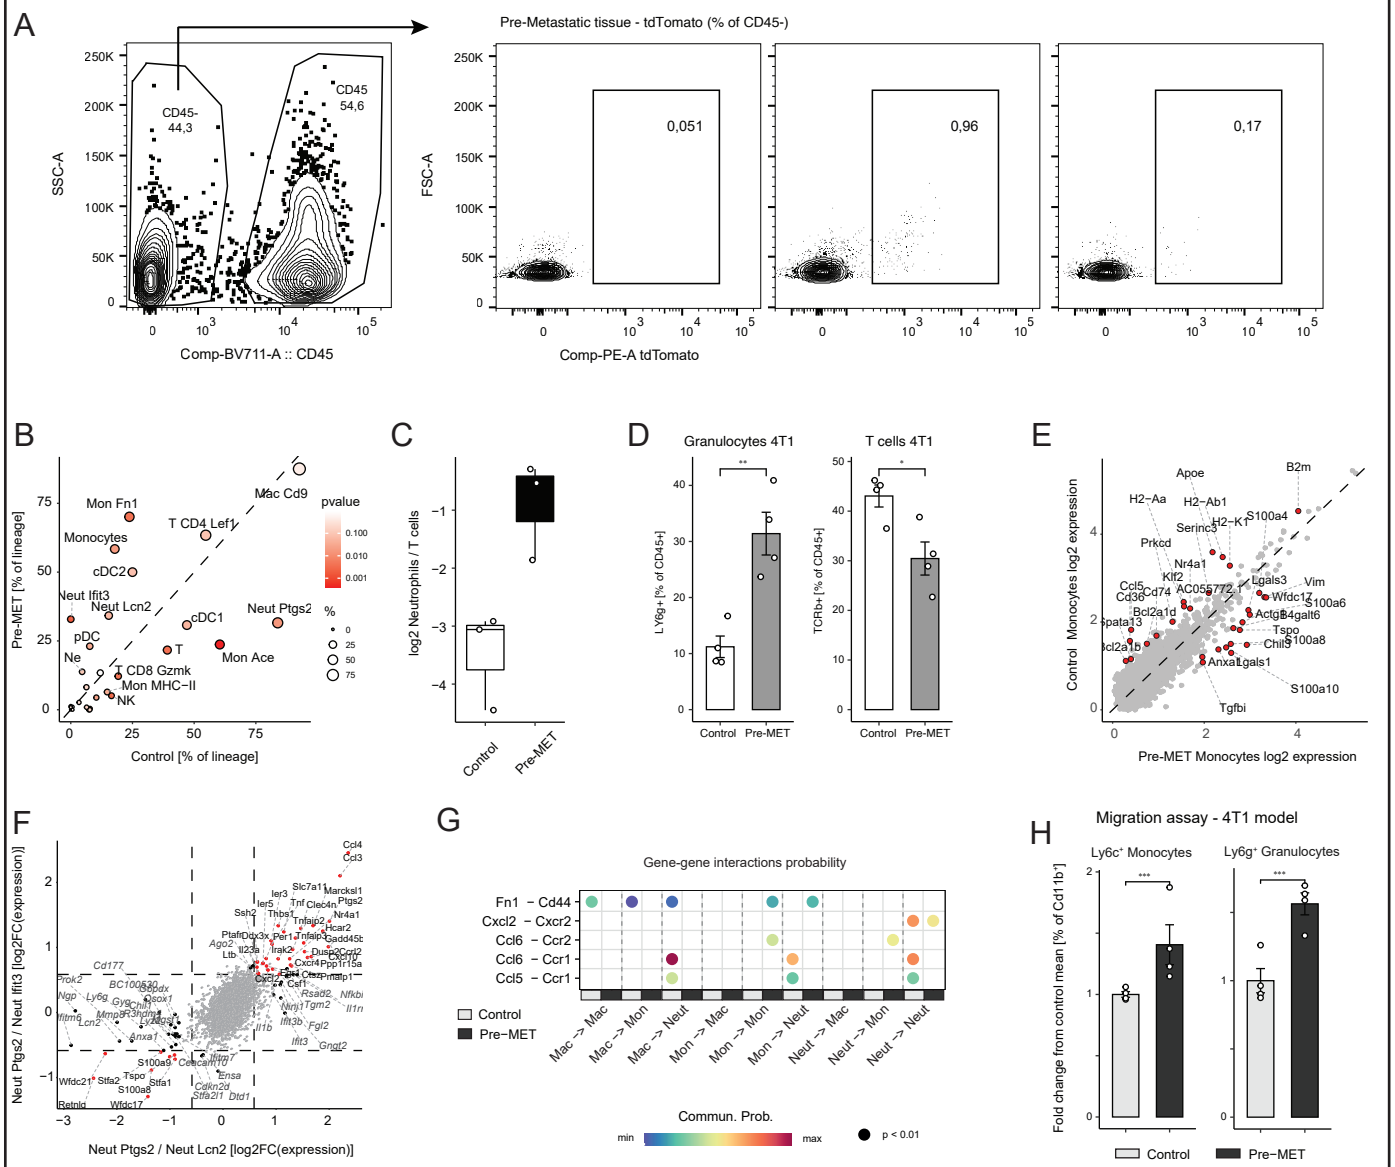

***Supplementary Figure 3. The pre-metastatic lung microenvironment is characterized by activation of monocytes and neutrophils.***

- A. Flow cytometry analysis of EO771-tdTomato cells in Pre-MET lung tissues. Quantification of tdTomato<sup>+</sup> (PE) cancer cells as percent from CD45<sup>-</sup>. Each Pre-MET plot is from a different mouse examined.
- B. Fractions of cells belonging to different immune lineages (from total) or subtypes (from their respective lineage), averaged over control (x axis) or Pre-MET (y axis) samples. Size indicates the average of x and y. Color gradient depicts p-value of two-sided T-test between x and y, accounting for sample variation.
- C. The log<sub>2</sub> ratio of neutrophils and T cells per sample. In boxplots, the center line represents the median, the box limits denote the 25th to the 75th percentile, and the whiskers represent the minimum and maximum values.
- D. Quantification of T cells (CD45<sup>+</sup>TCRb<sup>+</sup>) and granulocytes (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6g<sup>+</sup>) in lungs of Balb/c mice control or Pre-MET (3 weeks after orthotopic 4T1 tumor cells injection).
- E. Comparison between gene expression (log<sub>2</sub> normalized) of monocytes from control and Pre-MET samples.
- F. Comparison of gene expression fold change (FC) between neutrophil subtypes. Differentially expressed genes (DEGs) are colored in red and leading DEGs are labeled.
- G. Ligand-receptor pairs probability of interaction in control and Pre-MET cells (Methods).
- H. Quantification of migrated Ly6c<sup>+</sup> monocytes and Ly6g<sup>+</sup> granulocytes toward supernatant from normal or pre-MET lung secreted factors in the 4T1 model (presented as log<sub>2</sub> fold-change from the normal mean, error bars denote SE).

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s4

Supplementary Figure 4

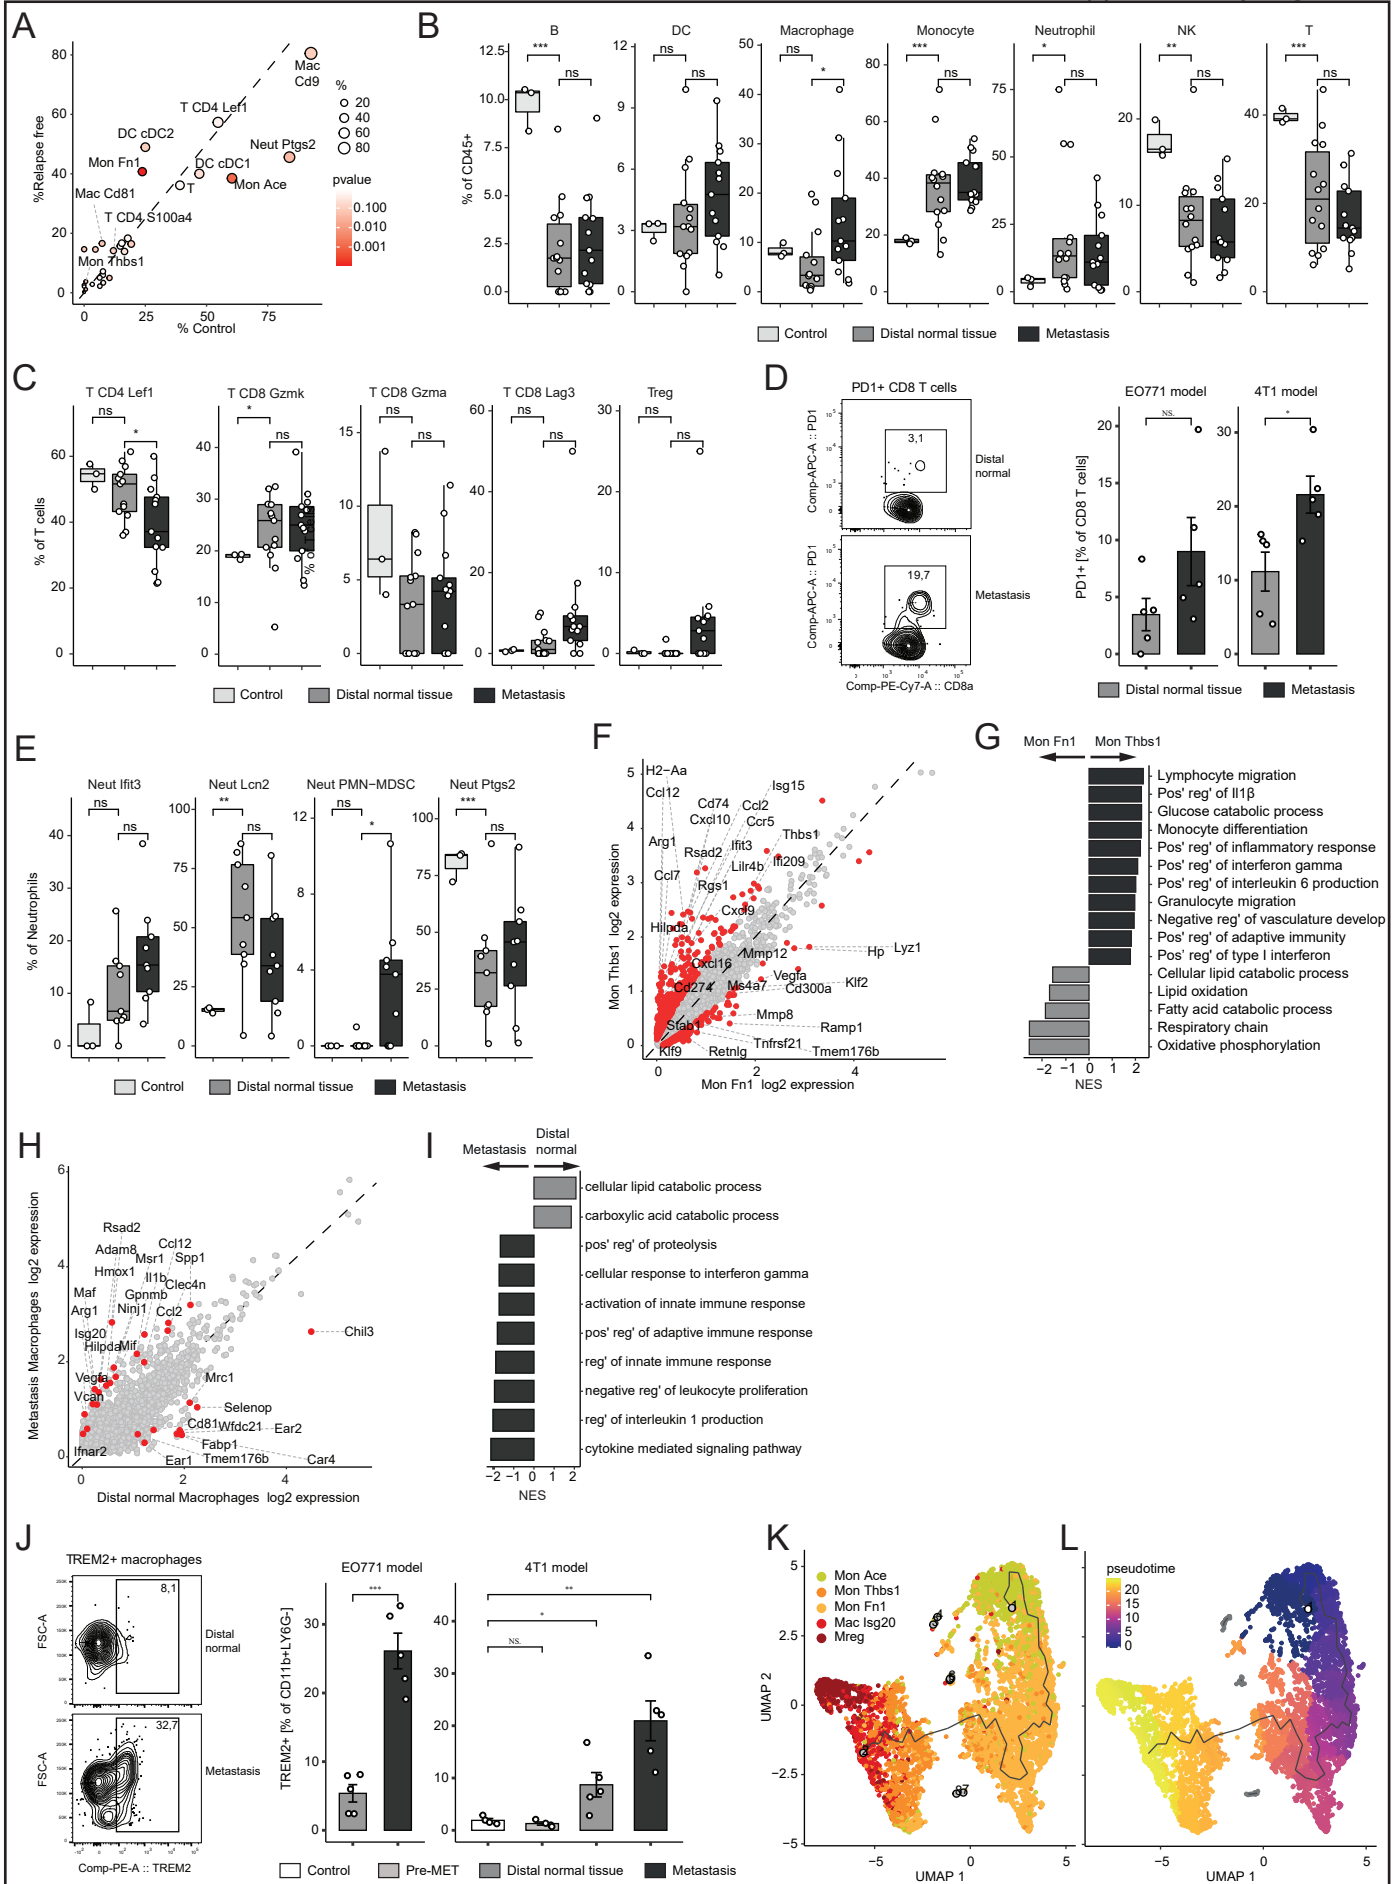

***Supplementary Figure 4. Progression to lung metastasis is associated with infiltration by unconventional immune cell subtypes.***

- A. Fractions of cells belonging to different immune lineages (from total) or subtypes (from their respective lineage), averaged over control (x axis) or relapse-free (y axis) samples. Size indicates the average of x and y. Color depicts p-value of two-sided t-test between x and y, accounting for sample variation.
  - B. Fractions of indicated cell types out of total CD45<sup>+</sup> cells.
  - C. Fractions of indicated T cell subtypes from total T cells.
  - D. Representative flow cytometry plots and quantification of PD1<sup>+</sup> CD8 T cells in EO771 or 4T1 distal normal and metastatic lung tissues. Gating was performed on live, CD45<sup>+</sup>, TCRb<sup>+</sup>, CD8<sup>+</sup> cells.
  - E. Fractions of indicated neutrophil subtypes from total neutrophils.
  - F. Comparison of monocyte subtypes gene expression (log2 normalized).
  - G. Enriched gene ontology terms in monocyte subtypes.
  - H. Comparison between gene expression (log2 normalized) of macrophages from distal normal and metastasis tissue samples.
  - I. Enriched gene ontology terms in macrophages distal normal and metastasis tissue samples. Normalized GO term enrichment score (NES) is shown on x-axis. For all terms, padj < 0.05.
  - J. Representative flow cytometry plots and quantification of TREM2<sup>+</sup> macrophages in EO771 distal normal and metastatic lung tissues (left), or 4T1 control, Pre-MET, distal normal, and metastatic lung tissues (right). Gating was performed on live, CD45<sup>+</sup>, CD11b<sup>+</sup> cells.
  - K. Monocyte-macrophage pseudotime trajectory (Monocle 3, Methods) projected on UMAP (Mon Ace defined as the source, cells colored by subpopulation).
  - L. Pseudotime analysis of (G), cells colored by pseudotime.
- Two-tailed Student's t-test was used. In boxplots, the center line represents the median, the box limits denote the 25th to the 75th percentile, and the whiskers represent the minimum and maximum values. Differentially expressed genes (DEGs) are colored in red and leading DEGs are labeled. Normalized GO term enrichment score (NES) is shown on x-axis. For all terms, padj < 0.05.

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s5

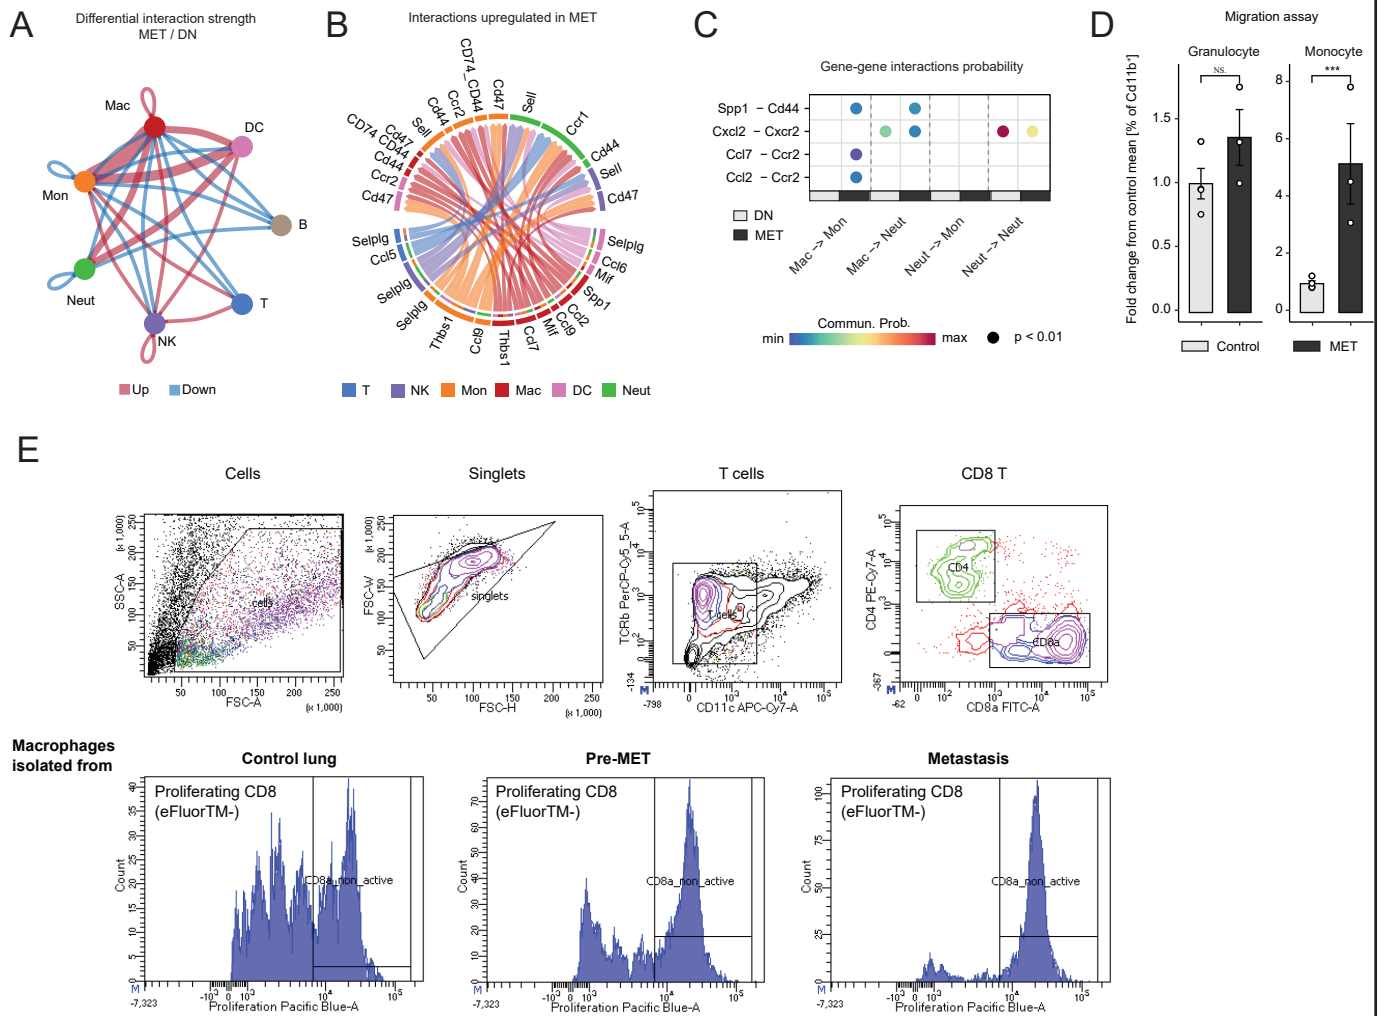

***Supplementary Figure 5. Cell-cell interactions among immune cells vary within metastatic lung tissues.***

- A. CellChat analysis (Methods) of differential interaction strength between cell types in metastatic and distal normal tissues, based on ligand-receptor gene expression. Up depicts higher in metastasis.
- B. Upregulated ligand-receptor interactions in metastasis compared to distal normal tissue, per cell type (Methods).
- C. Ligand-receptor pairs probability of interaction in metastasis and distal normal tissues (Methods).
- D. Ex vivo cell migration assay. Cells were isolated from bone marrow of normal mice. The lung non-cellular supernatant was produced from normal or metastatic lung tissues. Quantification of migrated Ly6C<sup>+</sup> monocytes or Ly6G<sup>+</sup> granulocytes toward supernatants from control or metastatic lungs, presented as fold-change from control mean, error bars denote SE.
- E. Gating scheme for quantification of proliferating CD8 T cells (eFluorTM 450 diluted).

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s6

Supplementary Figure 6

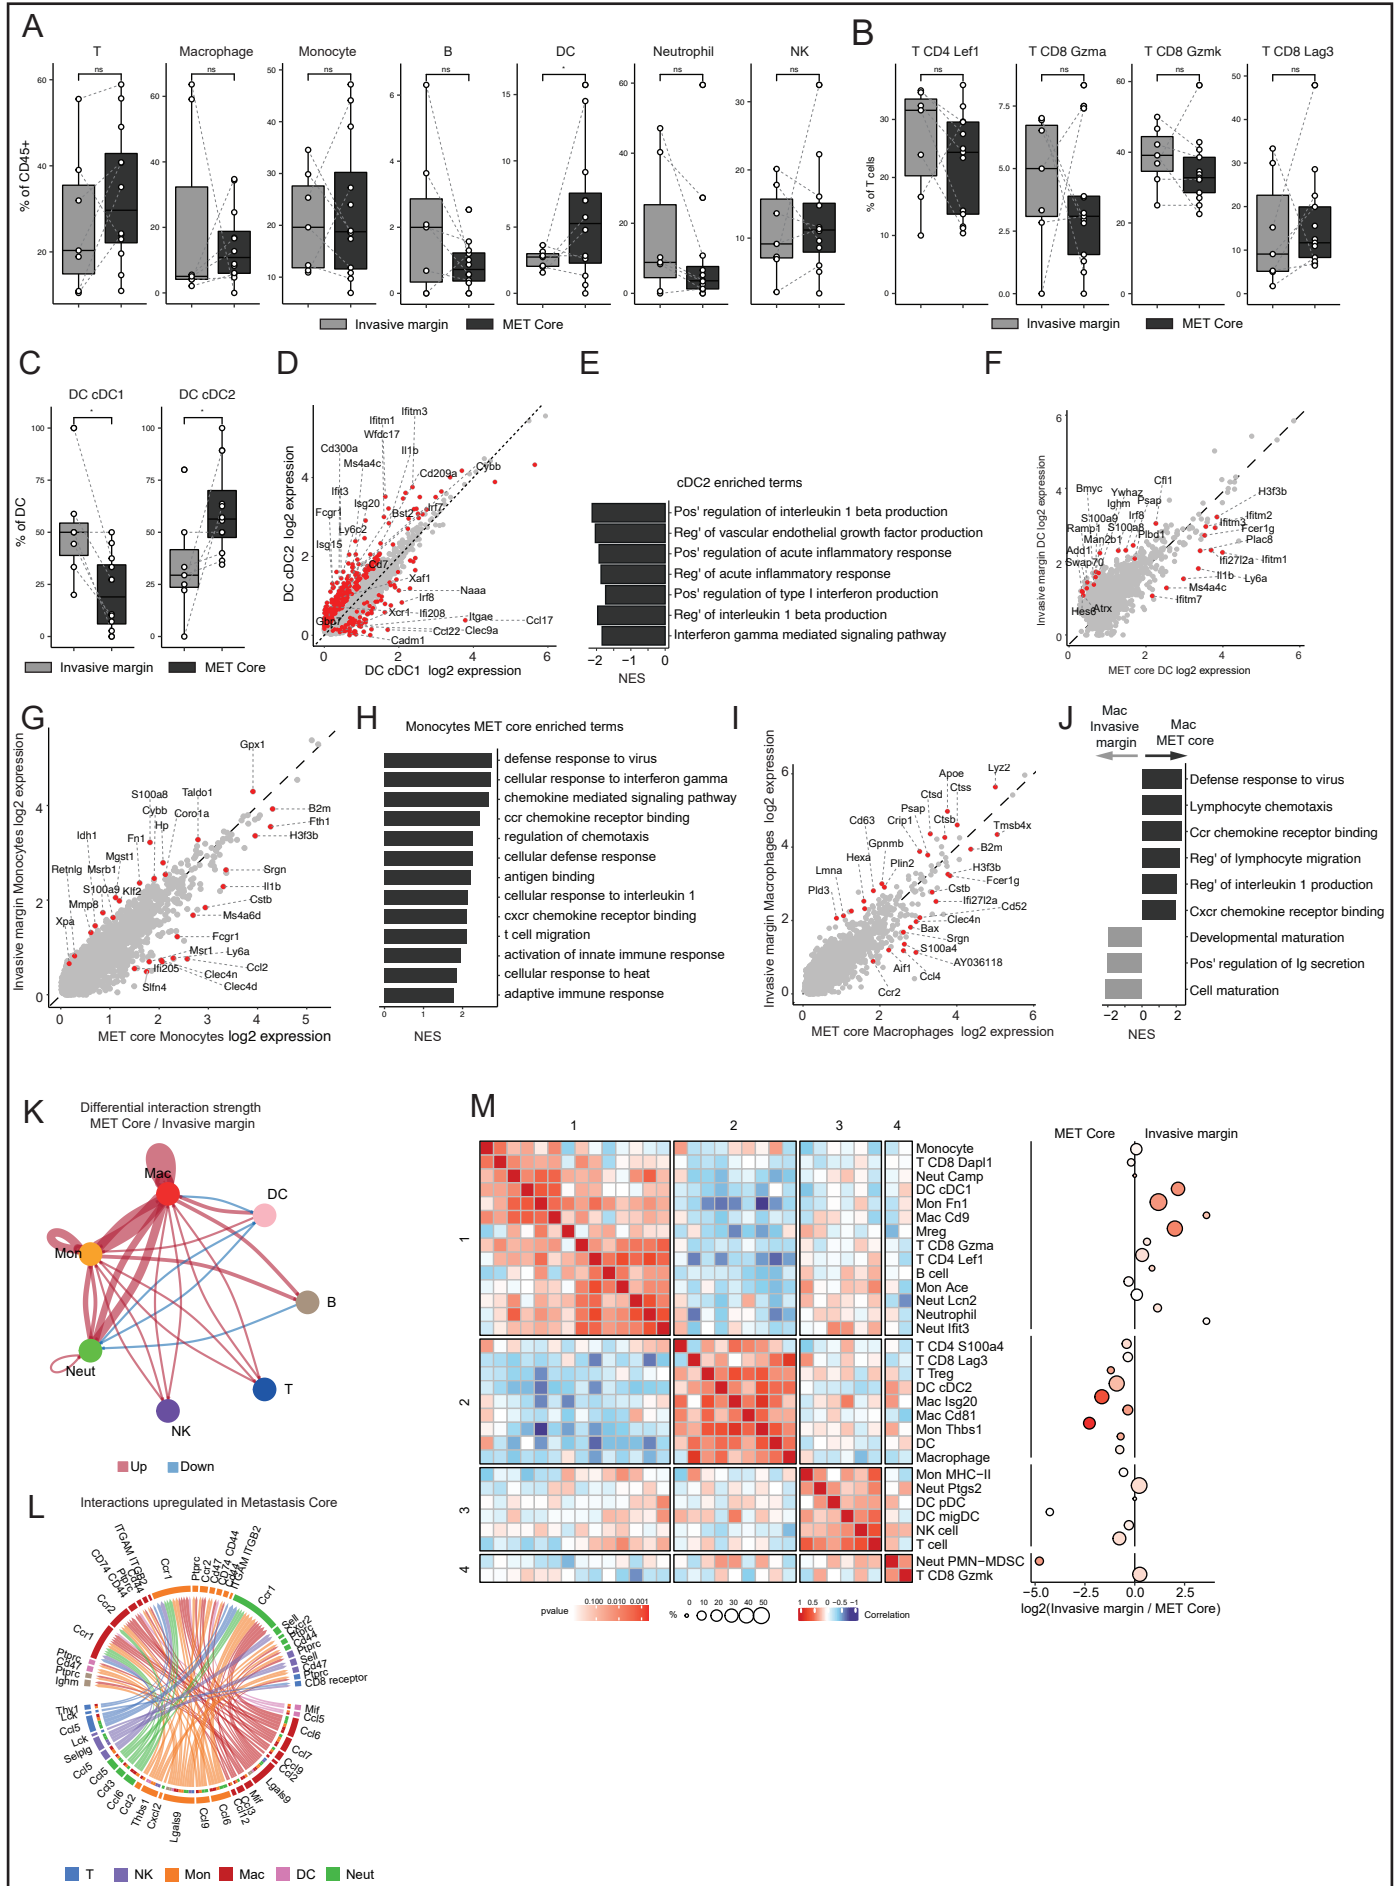

***Supplementary Figure 6. The metastatic core and invasive margin are populated by distinct macrophage subpopulations.***

- A. Fractions of indicated cell types out of total CD45<sup>+</sup> cells.
- B. Fractions of indicated T cell subtypes from total T cells.
- C. Fractions of indicated DC subtypes from total DC cells.
- D. Comparison of DC subtypes gene expression (log2 normalized).
- E. Enriched gene ontology terms in cDC2 compared to cDC1.
- F. Comparison between gene expression (log2 normalized) of DCs from metastases core and invasive margin.
- G. Comparison between gene expression (log2 normalized) of monocytes from metastases core and invasive margin.
- H. Enriched gene ontology terms in monocytes from metastasis core compared to invasive margin.
- I. Comparison between gene expression (log2 normalized) of macrophages from metastases core and invasive margin.
- J. Enriched gene ontology terms in macrophages from metastasis core compared to invasive margin.
- K. CellChat analysis (Methods) of differential interaction strength between cell types in metastasis core and invasive margin, based on ligand-receptor gene expression. Up depicts higher in metastasis core.
- L. Upregulated ligand-receptor interactions in metastasis core compared to invasive margin, per cell type (Methods).
- M. Cellular module analysis. Pairwise Spearman correlation of cell type and subpopulation fraction across cells from metastasis invasive margin and core (left; Color gradient represents Spearman correlation). Consensus hierarchical clustering into four cell modules. Enrichment of each cell type between metastasis invasive margin and core (right). Size indicates mean percentage of cells in all samples; Color gradient represents the p-value of Student's t-test.

Two-tailed paired t-test was used. In boxplots, the center line represents the median, the box limits denote the 25th to the 75th percentile, and the whiskers represent the minimum and maximum values. Differentially expressed genes (DEGs) are colored in red and leading DEGs are labeled. Normalized GO term enrichment score (NES) is shown on x-axis. For all terms,  $\text{padj} < 0.05$ .

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s7

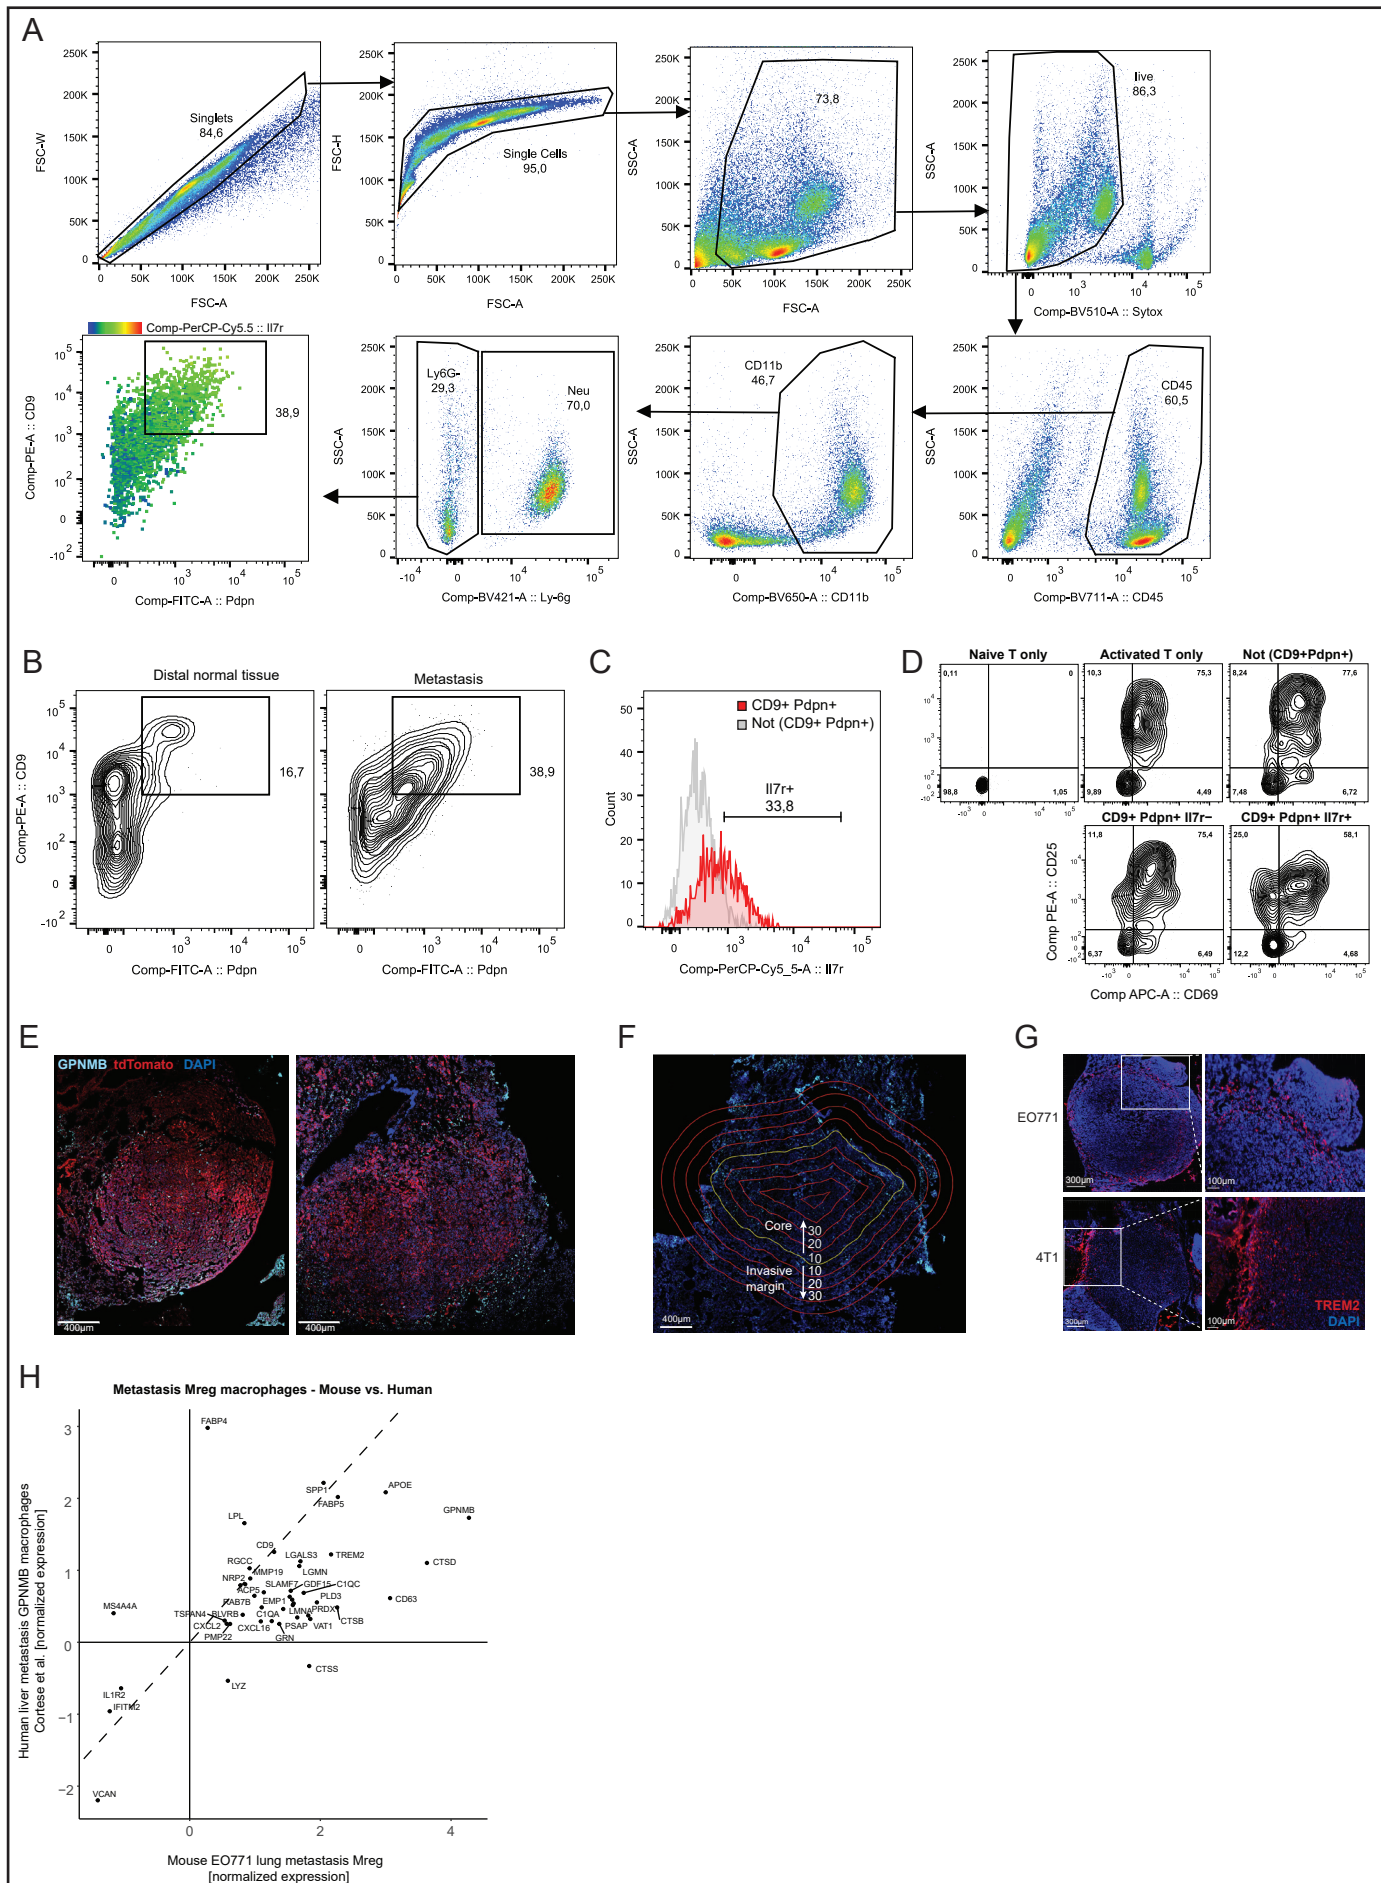

***Supplementary Figure 7. The metastatic invasive margin is populated by suppressive TREM2 macrophages***

- A. Gating strategy for CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>-</sup> CD9<sup>+</sup> PDPN<sup>+</sup> cells. On the last plot the color heatmap indicates IL7R expression.
- B. Comparison of CD9<sup>+</sup> PDPN<sup>+</sup> cells between representative distal normal and metastasis tissues.
- C. IL7R expression level histogram for the CD9<sup>+</sup> PDPN<sup>+</sup> double positive population (red) and the inverse gate (grey).
- D. Gating strategy for activated T cells, with representative flow cytometry plots for each condition. Gating was set for CD45<sup>+</sup>, TCRb<sup>+</sup>, CD8<sup>+</sup>, and activated cells were CD25<sup>+</sup> CD69<sup>+</sup> double positive.
- E. Representative immuno-fluorescence imaging of EO771 breast cancer lung metastasis, stained for GPNMB (cyan). Tumor cells are shown in red (tdTomato), nuclei in blue (Dapi).
- F. An example of the quantification of cell presence in spatial regions of metastases. The metastasis boundary was determined by cell (Dapi) density and drawn manually (Yellow line). This boundary was used to determine decile spatial areas inward to the metastasis center or outward to the surrounding invasive margin or stroma (Methods).
- G. Representative immuno-fluorescence imaging of EO771 and 4T1 breast cancer lung metastasis, stained for TREM2 (red) and nuclei (blue, Dapi).
- H. Comparison between gene expression enrichment (log2 normalized) of Mreg macrophages in mouse EO771 lung metastasis (this study) and GPNMB<sup>+</sup> macrophages in liver metastasis (61).

# Supplementary material for: Spatial and Temporal Mapping of Breast Cancer Lung Metastases Identify TREM2 Macrophages as Regulators of the Metastatic Boundary
**Source:** Cancer Discov. Author manuscript; Available in PMC 2025 Jul 22.
**Supplement:** Fig. s8

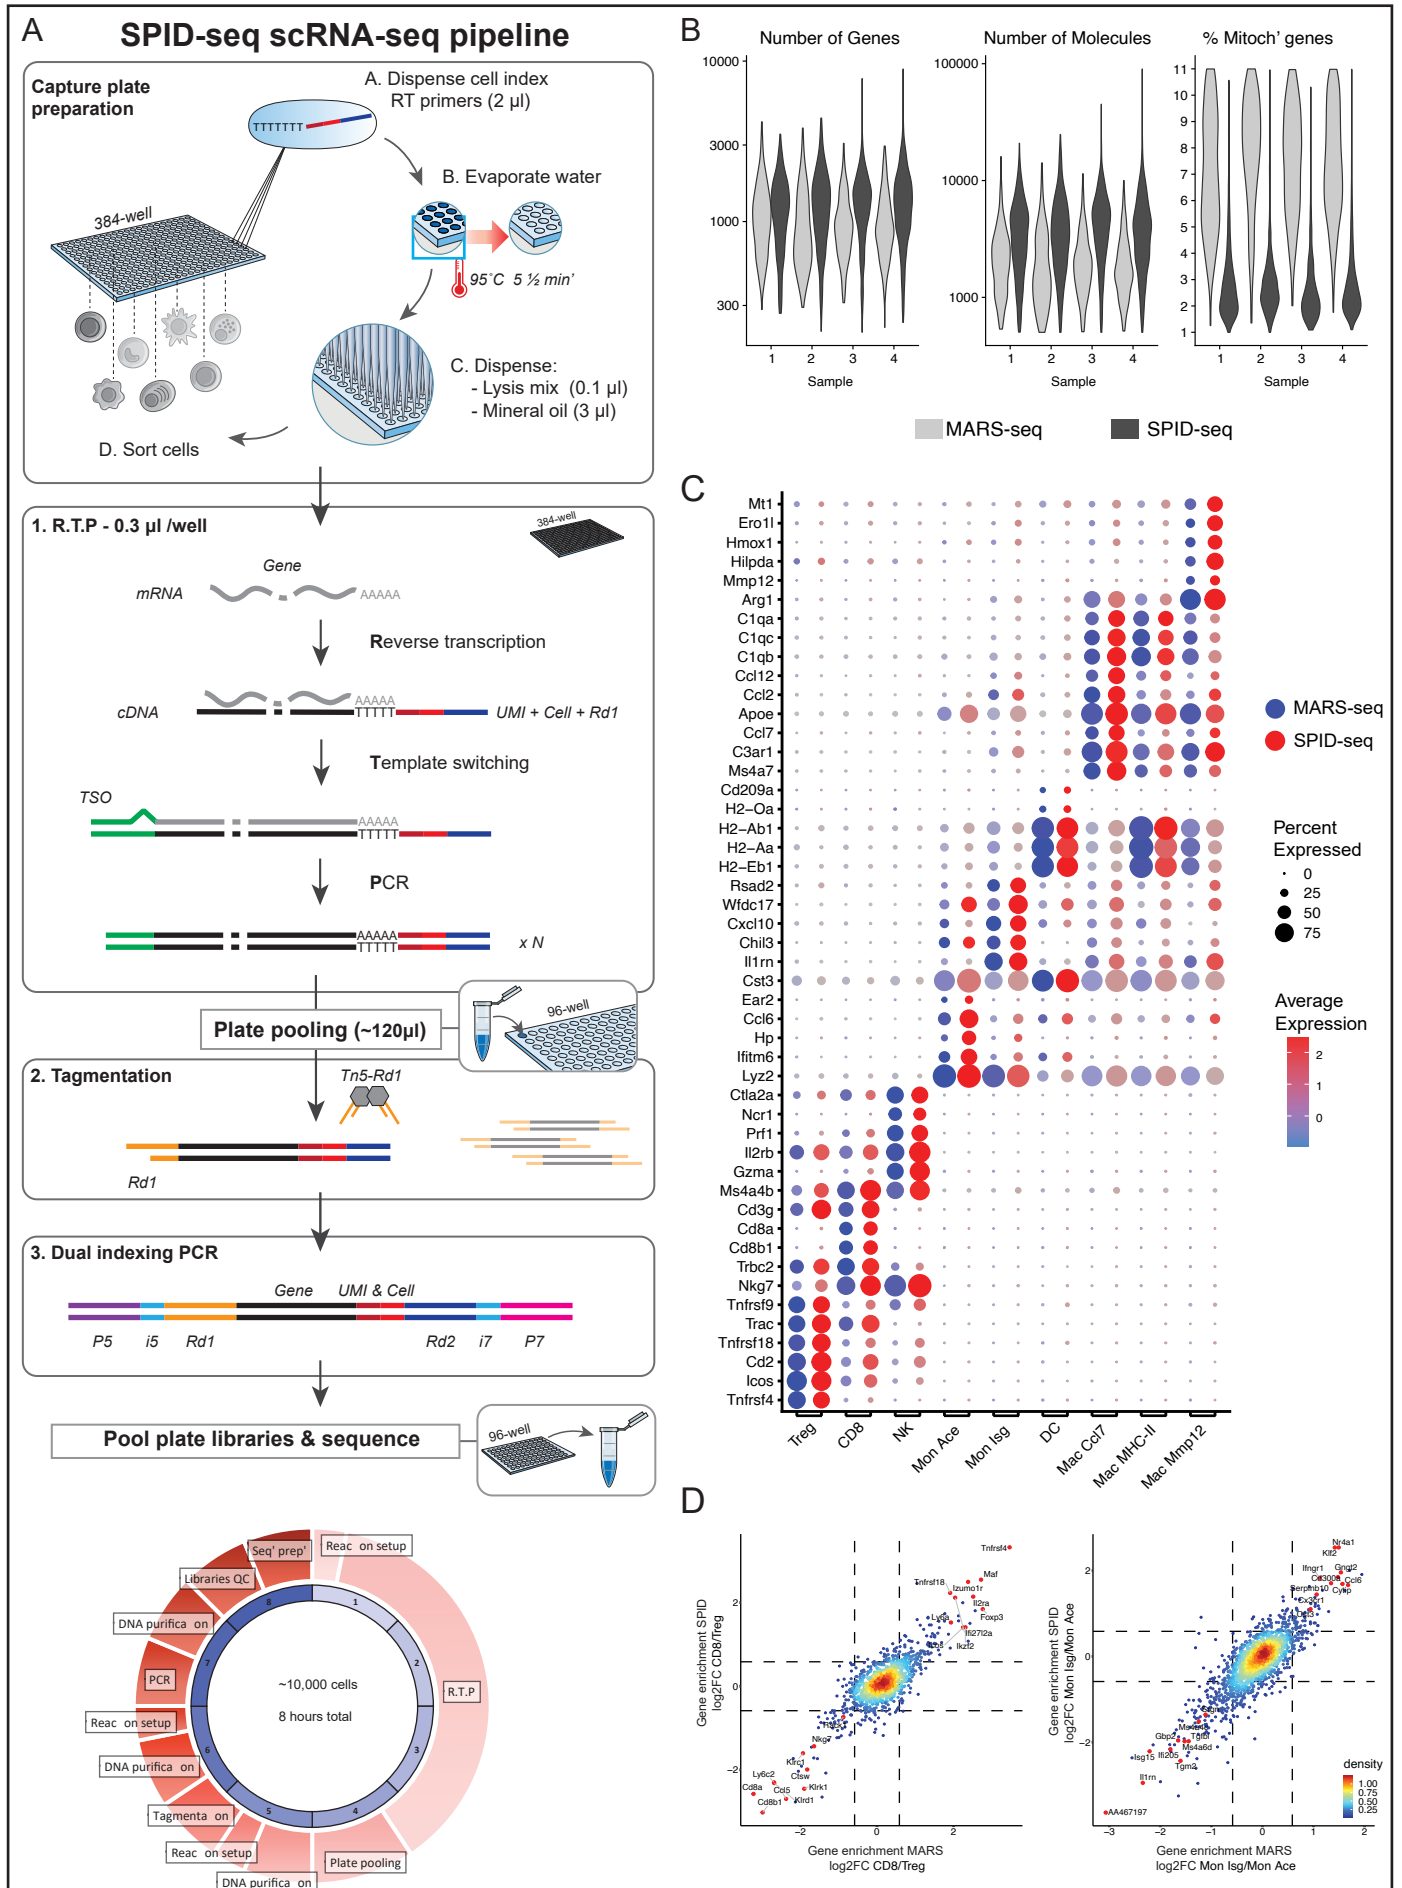

***Supplementary Figure 8. The SPID-seq method for plate-based scRNA-seq.***

- A. Schematic highlights of the key molecular steps in SPID-seq, and a timeline for processing of ~10,000 cells (when done manually).
- B. MC38 tumor-infiltrating immune cells (CD45<sup>+</sup>) from four mice were subjected to scRNA-seq by MARS-seq (73) or SPID-seq. The violin plots represent the distribution of the number of genes, unique molecular identifiers (UMI), and percent of mitochondrial gene expression (indicating low-quality cells) per sample.
- C. Comparison of the expression of differentially expressed genes that define immune subpopulations between MARS-seq and SPID-seq.
- D. Comparison of gene enrichment between four defined subpopulations in MARS-seq (x-axis) and SPID-seq (y-axis).

How the deposited data were processed for this re-analysis (not part of the article)

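Immune cells of 63 samples from 27 mice were analyzed: 3 control lungs, 3 Pre-MET lungs, 6 relapse-free lungs, 4 primary tumors, 14 distal normal tissues, 13 metastases, 13 metastasis cores and 7 invasive margins. The deposited tables hold raw UMI counts per gene and well, which the authors made by mapping reads to mm10, excluding reads with multiple mapping positions, assigning reads to exons and collapsing them to distinct UMIs, without normalization and with every well of a plate retained. The authors also deposited an annotation of wells with mouse, tissue, sequencing batch and, for the cells they retained, the subpopulation from their clustering. The version of the gene annotation is not stated. Of 56832 wells on 148 plates, 56240 had received a cell and 24148 held at least 500 UMIs. The annotation covered 24020 of these, of which 595 carried the labels erythrocyte, outlier or tumor and were left out, and 23425 immune cells were used. The 128 wells above the minimum without an annotation were left out, as were wells below it and the 592 wells left empty. Cells were not clustered again, and a subpopulation is the one of the authors' annotation. The positions of 86 genes were taken from the GENCODE vM21 annotation of the same genome build.

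The depth per sample ranged from 55 to 1974 immune cells. The median sample held 684 cells in control lungs, 468 in Pre-MET lungs, 690.0 in relapse-free lungs, 369.5 in primary tumors, 172 in distal normal tissue, 271 in metastases, 167 in cores and 159 in margins. The median of UMIs per cell was highest in primary tumors, at 3525 in the median sample, and between 812 and 1201 in the other tissues. Depth sets how small a percentage can be seen, since 3 of 77 cells, the smallest core, are 3.90%.

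Frequencies were computed per sample, with the plates of 1 mouse and tissue pooled, as percentages of all immune cells for 7 lineages and of the lineage for 26 subpopulations, in samples with at least 5 cells of the lineage. Group means were compared with two-sided permutation tests, exact where the number of splits allowed it and otherwise with 100000 resamples, and Benjamini-Hochberg adjustment was applied within each family of lineages or subpopulations of a comparison. Core and margin were compared within the 6 mice with both samples by exact sign-flip permutation tests. A difference was called at an unadjusted permutation p below 0.05, and the adjusted value was printed beside it. Ratios of cell numbers had 1 cell added to each side, and log2 ratios of mean percentages 0.1 percentage points. Cells were grouped with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures drawn with matplotlib 3.10.9.

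For expression, UMIs were summed over the cells of a lineage in each sample with at least 10 such cells, and 10 comparisons were made with edgeR 4.0.16 (TMM normalization, genes with low counts removed by filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, calls at an adjusted p below 0.05) under R 4.3.3. Sums, and not cells, were the replicates. Two-sided set tests were run with camera, with a preset correlation of 0.01 between genes, and with fry, both from limma 3.58.1, on 2 lists written down by hand: 37 type I IFN response genes and 13 glycolysis genes. Genes were chosen as all those that the results text of the paper names for a comparison, and in addition the 3 largest rises and 3 largest falls among called genes that changed the same way in every sample against the mean of the other group (groups of 3) or in every mouse with both tissues. Results for 2 genes chosen in this way are not reported here, and counts over settings include them. Subpopulations were compared within samples that held at least 10 cells of both, by the log2 ratio of CPM + 1. Pseudotime was computed on 6480 monocytes and macrophages with the diffusion pseudotime of scanpy 1.11.5 (2000 variable genes, 30 principal components, 15 neighbours), in place of the Monocle 3 trajectory of the paper.

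On simulated counts with the means, dispersions and depths of the real samples, in which 200 genes (188 of the 377 in Pre-MET neutrophils) changed by a log2 fold change of 2, edgeR recovered 67% of them in monocytes and 64.9% in neutrophils of control against Pre-MET lungs. It recovered 85% in macrophages, 94% in monocytes, 91% in neutrophils and 60% in DCs of distal normal tissue against metastasis, and 84.5% in monocytes, 67.5% in macrophages and 0.5% in DCs of margin against core. The false share among its calls was highest in the first of these, at 4.96%. Pairing by mouse was taken from the mouse given for each sample and checked on the frequencies of subpopulations, after removing the mean of each tissue. The 2 tissues of a mouse had a mean correlation of 0.205 (from -0.350 to 0.655, above 0 in 10 of 13 mice) for distal normal tissue and metastasis, against -0.0157 for different mice, and of 0.196 (from -0.186 to 0.646, above 0 in 4 of 6 mice) for margin and core, against -0.0140 for different mice.

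The tests, the rule for named genes and the alternatives were set before the data were examined, apart from those that the closing section gives as chosen later. The alternatives were a minimum of 1000 UMIs per cell, cell counts modeled with edgeR, other minimum numbers of cells, percentages of all immune cells, other pseudocounts, each sample of a small group left out in turn, samples paired by mouse or not, DESeq2 1.42.0 with its size factors, no filter on low counts, the most abundant subpopulation of a lineage alone, fry in place of camera, and other settings of the pseudotime. Sequencing batches were compared where they held both groups of a comparison. The clustering, the cell-to-cell communication scores of CellChat, the gene set enrichment analysis and the consensus clustering of modules were not repeated. Flow cytometry, migration and suppression assays and the second tumor model have no deposited counts here and were left out.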

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

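The comparison of far samples with their nearest neighbour was a test chosen after the results had been seen, and that of tumor-labelled cells was set beforehand, except for its split by tumor. In groups of 4 to 10 samples, a sample was singled out when the gap to its nearest neighbour, divided by the range of the group, was above Dixon's 95% critical value. Of 40 groups, 8 held such a sample, where chance gives about 1 in 20 groups, or 2 of these 40. As percentages of immune cells, they were NK cells in the primary tumor of mouse 38 (4.97%, nearest sample 2.48%), B cells in that of mouse 9 (18.8%, nearest 11.6%), and DCs (8.11%, nearest 3.50%) and macrophages (18.2%, nearest 5.93%) in the relapse-free lung of mouse 29. As percentages of the lineage, they were CD8 Gzma in the primary tumor of mouse 8 (1.47%, the others 0%), and 3 samples of the invasive margin: Tregs of mouse 36 (8.52%, nearest 3.51%), PMN-MDSCs of mouse 17 (2.33%, the others 0%) and Mac Cd9 of mouse 28 (50%, nearest 12.5%).

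The number of cells in a sample was weighed first, with Fisher's exact test of the cell counts of the far sample against those of the nearest. For 5 of the 8 the difference lay within counting error, so that few cells in the sample may account for them: NK cells (26 of 523 against 10 of 404 cells, exact p = 0.0592), CD8 Gzma (1 of 68 against 0 of 148, exact p = 0.315), Tregs (15 of 176 against 2 of 57, exact p = 0.255), PMN-MDSCs (8 of 343 against 0 of 90, exact p = 0.214) and Mac Cd9 (3 of 6 against 1 of 8, exact p = 0.245). For 3 of the 8 the counts differed beyond it, which argues against the number of cells: B cells (63 of 335 against 47 of 404, exact p = 0.00696), DCs (12 of 148 against 69 of 1974, exact p = 0.0115) and macrophages (27 of 148 against 63 of 1063, exact p = 2.1e-06). The last 2 come from 1 lung, the smallest of its group. Differences between mice in biology, sorting or sequencing batch stay open for these 3 and were not tested.

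Cells that the annotation labels as tumor cells made up 4.36% of the annotated cells of primary tumors (71 of 1629), against 0.048% in control lungs, and the paper reports no analysis of them. Of these 71 cells, 46 come from the tumor of mouse 10 (46 of 450), and without it they were 2.12% (25 of 1179). The explanation weighed was RNA from other cells, with the epithelial genes Krt8, Krt18 and Epcam as markers chosen beforehand. A UMI of these genes was found in 15.5% of the labelled cells of primary tumors (11 of 71) and in 2.44% of the immune cells of the same tissue (38 of 1557; Fisher's exact test over cells, p = 3.9e-06). The genes made up 333 of 1000000 UMIs in labelled cells and 11.5 in immune cells. By tumor, the labelled cells with such a UMI were 3 of 46 in mouse 10, against 13 of 404 immune cells (Fisher's exact test, p = 0.218), and 8 of 25 in the other 3 tumors, against 25 of 1153 (p = 1.2e-07). The enrichment in these 3 argues against a level like that of the immune cells around them, which stays open for mouse 10, while most labelled cells held none of these UMIs at a median of 776 UMIs per cell (3148 in immune cells). Tumor cells of low depth, and immune cells that took up or were sorted with tumor RNA, cannot be told apart, because so few UMIs per cell leave both open.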

How the results depend on the processing

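The fits with the sequencing batch as a block, the Mreg log2 ratio of core over margin without each of 6 mice (reversed to 0.79 without mouse 32), and those that leave out each of the 3 distal normal samples of DCs or each of the 4 invasive margin samples of macrophages, were tests chosen after the results had been seen, and the other alternatives were set beforehand. Of 548 recomputed values of 82 differences in frequency, 464 kept their direction and their side of the threshold, 36 kept the direction and no longer passed it, 30 newly passed it, 12 without a usable test moved by more than the spread between samples and 6 changed sign. For 70 pairs of a named gene and a comparison, 411 of 535 recomputed fold changes kept direction and call, 79 lost the call, 22 gained it and 23 changed sign. The number of genes called stayed within 1.5 times its value in 38 of 76 refits of 10 comparisons. For the gene lists 32 of 38 values kept direction and, outside DCs of the core, call. Of 179 recomputed ratios and levels between subpopulations, 169 were kept, 4 moved by more than the spread and 6 changed sign. The order of the 5 monocyte and macrophage subpopulations along pseudotime was kept with 15 principal components and with 30 neighbours, although with 15 components the medians of Mon Ace (0.181) and Mon Fn1 (0.232) moved closer to each other. The distances between compositions kept their call in 11 of 12 recomputed values. Where a change of setting is reported below with no cause, the cause was not tested.

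A minimum of 1000 UMIs per cell kept 13281 of 23425 immune cells. What the removed cells have in common was not tested. Between primary tumor and metastasis core, 4 differences no longer passed the threshold: NK cells (7.99 percentage points, exact permutation p = 0.129), CD8 Gzma (5.01 points, p = 0.149), CD8 Gzmk (10.3 points, p = 0.27) and Mon Fn1 (21.5 points, p = 0.0538). The log2 ratio of activated to naïve T cells (1.27, exact permutation p = 0.0534) also no longer passed it, whereas DCs did (-6.07 points, exact permutation p = 0.0424). Against control, Mon Fn1 (24.8 points, exact permutation p = 0.0681) and Mon Thbs1 (29.3 points, p = 0.0615) of metastases fell short, and monocytes of distal normal tissue passed (32.3 points, exact permutation p = 0.0206). From control to Pre-MET, where 3 samples per group allow no p below 0.1, the differences of T cells (-22.9 points), macrophages (-11.8), Mac Cd9 of all immune cells (-11.0), monocytes (46.6) and CD8 Gzmk (-1.16) moved by more than the spread and kept their direction. Between distal normal tissue and metastasis, CD8 Lag3 (5.49 points, permutation p = 0.115) and PMN-MDSC (7.93 points, exact permutation p = 0.0699) lost the call and Mregs gained it (24.2 points, exact permutation p = 0.021). Differences far from the threshold changed sign for monocytes (-7.03 points) and NK cells (0.606 points) between these tissues, for Tregs between margin and core (-2.81 points), and for the mean correlation of the suppressive module in distal normal tissue (-0.0705). Between subpopulations, the mean log2 ratios of Cxcl1 in Mac Isg20 over Mreg (-0.52) and of Padi4 in Neut Lcn2 over Neut Ptgs2 (0.84) changed sign.

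Between GFP-negative and GFP-positive cells of the 2 mice of the photoactivation control, where no permutation test can pass, the same minimum reversed B cells (1.23 points) and macrophages (0.363), and moved DCs (0.317) and monocytes (-4.91). With GFP-negative plates whose photoactivation label is not available used alone, neutrophils reversed (3.18 points), macrophages (-2.49) and monocytes (-3.85) moved, and edgeR called 0 genes in T cells, where it had called 2 and DESeq2 2. Inmt and Sftpc were not among the genes that passed the filter on low counts in that fit, which therefore does not test them. With each sample left out in turn, a gate held 1 sample, whose spread is unknown, so that no count of calls is given. In these fits a lone sample is assumed to vary like the other gate. Without the GFP-positive sample of mouse 7, Inmt and Sftpc were again not tested.

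Cell counts modeled with edgeR, which shares the spread across cell types and is not bound by the number of permutations, passed the threshold for all 13 Pre-MET frequencies listed here, with p between 4.9e-08 and 0.0171. Their log2 fold changes were -0.94 for T cells, -1.90 for NK cells, -0.87 for B cells, -3.50 for Macrophages, 1.59 for Monocytes, 1.63 for Neutrophils, -3.54 for Mac Cd9, -0.61 for CD8 Gzmk, -1.38 for Mon Ace, 1.55 for Mon Fn1, -1.41 for Neut Ptgs2, 3.01 for Neut Ifit3 and 1.27 for Neut Lcn2. The cause is the construction of the test, since the permutation test of 3 against 3 samples cannot pass. Between margin and core the model passed for CD8 Lag3 (1.29, p = 0.000331), PMN-MDSC (3.13, p = 0.00371), Mac Isg20 (1.39, p = 0.0332), Mreg (-1.21, p = 0.0372) and Mac Cd9 (-4.67, p = 0.000947). CD8 Lag3 also passed between primary tumor and core (1.19, p = 0.0124). From control to distal normal tissue, neutrophils (2.46, p = 0.0227) and Mon Thbs1 (1.91, p = 0.0433) passed, and T cells (-0.86, p = 0.109) and NK cells (-1.05, p = 0.0718) no longer did.

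Taken as a percentage of all immune cells, a subpopulation also follows its lineage. Between primary tumor and core, CD8 Gzma (1.20 points, exact permutation p = 0.0538), Mon Fn1 (3.11, p = 0.173) and Mac Isg20 (5.799, p = 0.126) no longer passed the threshold, and Mon Thbs1 changed sign (-1.34, p = 0.865). In Pre-MET lungs, where monocytes and neutrophils as a whole were more frequent, Mon Ace (1.49 points) and Neut Ptgs2 (0.466 points) changed sign, and CD8 Gzmk (-4.95), Mon Fn1 (33.6), Neut Ifit3 (3.75) and Neut Lcn2 (3.77) moved without a change of sign. Calls were lost for Mon Ace of distal normal tissue against control (-3.98 points, exact permutation p = 0.0559), Mon Thbs1 of metastasis against control (9.43, p = 0.0732), Mon Fn1 of metastasis against distal normal tissue (-5.24, permutation p = 0.32) and Mon Fn1 of core against margin (-9.54, exact permutation p = 0.0938). Mregs of metastasis against distal normal tissue gained one (3.47 points, permutation p = 0.00689), as they did with at least 10 macrophages per sample (16.6 points, exact permutation p = 0.0366). In the core, PMN-MDSC (1.06 points), Mac Isg20 (5.05) and cDC1 (-0.544) moved by more than the spread and kept their direction. Taken as a percentage of the lineage, 5 of the 7 subpopulations more than 2-fold more frequent in metastasis than in distal normal tissue were also more frequent in the core than in the margin, against 8 of 9 as a share of all immune cells.

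With each sample of the smaller group (of both groups, for expression in control and Pre-MET lungs) left out in turn, which also raises the smallest p a test can give, calls were lost between primary tumor and core for NK cells (9.67 to 10.7 points, exact permutation p = 0.0446 to 0.0643, lost without mouse 8, 9 or 10), CD8 Gzma (3.11 to 3.60, p = 0.0411 to 0.0643, lost without mouse 9, 10 or 38) and Mreg (26.2 to 28.2, p = 0.0418 to 0.0505, lost without mouse 9). Against control they were lost for T cells (-18.4 to -16.8 points, exact permutation p = 0.0583 to 0.1, lost without any of the 3 controls) and NK cells of distal normal tissue (-9.72 to -7.67, p = 0.025 to 0.075, lost without control mouse 3), and for Mon Fn1 (27.1 to 28.0, p = 0.0762) and Mon Thbs1 of metastases (23.6 to 25.1, p = 0.0762 to 0.105), both lost without any of the 3 controls. The number of genes edgeR called ranged from 87 to 138 in monocytes of Pre-MET against control lungs (lowest without Pre-MET mouse 8), from 0 to 7 in neutrophils (0 without control mouse 1 or Pre-MET mouse 9 or 10, with 44, 30 and 21 below an unadjusted p of 0.05; DESeq2 was not run there), and from 0 to 1 in macrophages of core against margin. Log2 fold changes of genes that were not called changed sign for Lgals9 in Pre-MET monocytes (-0.29 to 0.64), Lcn2 in Pre-MET neutrophils (-0.83 to 2.65), Ccr2 (-1.08 to 0.20) and Cd44 (-0.44 to 0.12) in DCs of metastasis against distal normal tissue, and Ccl6 (-0.40 to 0.42) and Ccr1 (-0.00528 to 0.57) in macrophages of core against margin.

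Distal normal tissue and metastasis, and core and margin, come from the same mice in part, and the pairing check is given with the processing. With the mouse as a replicate block, edgeR called 79 genes in monocytes of metastasis against distal normal tissue, against 31 without it, and 58 in monocytes of core against margin, against 0 without it (84 below an unadjusted p of 0.05, 5 called by DESeq2). It called 0 in the T cells of the photoactivation control. PMN-MDSC of metastasis against distal normal tissue lost its call (2.32 points within mice, exact permutation p = 0.0625). In macrophages of metastasis against distal normal tissue, Ccl2 (2.73), Ccl7 (2.39, which had been negative), Ccl9 (1.43) and Spp1 (1.99) gained a call under the block and Cd74 lost it, and in monocytes of core against margin Ly6a, Ccl2 and Ccl12 (below the filter without it) gained one, all by log2 fold change with edgeR. Without a call, the sign changed for Cxcr2 in neutrophils (0.081), Ccr1 in macrophages of the core (-0.46) and Ifitm3 in monocytes of the core (-0.087). The block changed no other call of a frequency, gene, count or gene list for which it was fitted. Core and margin were compared within mice, and without a replicate block, over every core and margin sample with enough cells, the distance between compositions (1.67, permutation p = 0.0473), PMN-MDSC (16.7 points, exact permutation p = 0.0455), Mac Isg20 (36.4, p = 0.00175), Mreg (-34.9, p = 0.0107) and Mac Cd9 (-11.6, p = 0.00204) passed the threshold. For the 4 frequencies, 4 or 5 pairs cannot pass it by construction. The samples compared also changed, so that the cause of these calls is not settled. Mon Thbs1 and Mon Fn1 of core against margin were compared by size alone with at least 1000 UMIs per cell or at least 10 monocytes. There 5 mice were left, which cannot pass the threshold (exact permutation p = 0.0625, the smallest possible).

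DESeq2 called more genes than edgeR, 387 against 214 in Pre-MET monocytes, 256 against 123 in macrophages and 80 against 31 in monocytes of metastasis against distal normal tissue, and 5 in monocytes and 39 in macrophages of core against margin, where edgeR called none (84 and 178 below an unadjusted p of 0.05). Its fit had no filter on low counts. Over its genes the median log2 fold change of the type I IFN list in Pre-MET neutrophils changed sign (0.069). Without the filter on low counts edgeR called 461, 322, 5 and 10 genes in macrophages, monocytes, neutrophils and DCs of metastasis against distal normal tissue, 91 and 17 in monocytes and macrophages of core against margin, and 10 in Pre-MET neutrophils. In the same fit the sign changed for Ccl7 in macrophages (0.26), Ccr2 in monocytes of metastasis (0.00288), Lcn2 in Pre-MET neutrophils (0.049) and Lgals9 in Pre-MET monocytes (0.10), none of them called. With samples of at least 5 cells, edgeR called 1 gene in DCs of metastasis against distal normal tissue, 3 in monocytes and 3 in macrophages of core against margin, and Ccl7 changed sign in macrophages of metastasis (0.089). With at least 20 cells it called 2 in monocytes of core against margin and 0 in Pre-MET neutrophils (44 below an unadjusted p of 0.05), and Ccl6 changed sign in macrophages of the core (0.66). For macrophages of metastasis that minimum left 1 distal normal sample, whose spread is unknown, so that no count of calls is given. Within Mon Fn1 alone, edgeR called 0 genes between metastasis and distal normal tissue (17 below an unadjusted p of 0.05; DESeq2 was not run there), and Ccr2 changed sign (0.077).

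With the sequencing batch as a block, edgeR called 82 genes in monocytes of metastasis against distal normal tissue and 173 in macrophages. Ccl7 (1.50) in macrophages and Cxcl2 (-0.078) in neutrophils of metastasis, and Ccl2 (-0.42) and Ccr1 (-0.080) in macrophages of the core, changed sign without a call. The glycolysis list in macrophages of core against margin lost its camera call (0.037, p = 0.516). Under fry, which estimates the correlation between genes where camera presets it, no list of core against margin kept its call, and none was tested in DCs, with 1 margin. For type I IFN, p was 0.204 in monocytes (median 0.42) and 0.17 in macrophages (median 1.02). For glycolysis it was 0.0536 in monocytes (median 0.35) and 0.155 in macrophages (median 0.34). Between subpopulations, ratios changed sign with at least 5 cells of both for Cd81 in Mac Isg20 over Mac Cd81 (-2.58, and -0.23 with a pseudocount of 10 CPM), Padi4 in Neut Lcn2 over Neut Ptgs2 (0.14) and Cd209a in cDC1 over cDC2 (-2.88), each by mean log2 ratio.

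Not run, because fewer than 2 samples of a group held 10 cells, were the expression tests within the most abundant macrophage subpopulation (Mac Isg20) and DC subpopulation (cDC2), and, because fewer than 2 mice held both, the DC comparisons with the mouse as a block. No distal normal or margin sample held 20 DCs, so that minimum was not run for them, and lists with fewer than 5 genes in a fit were not tested. Depth limits what the smaller groups can show. In simulated data with 200 genes changed by a log2 fold change of 2, edgeR recovered 94% of them in monocytes and 85% in macrophages of metastasis against distal normal tissue, 84.5% in monocytes and 67.5% in macrophages of core against margin, and 0.5% in DCs, where 1 margin sample stood against 7 cores. In Pre-MET neutrophils 377 genes were deep enough to test, against 4953 in monocytes.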

Differences from the paper's values

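The fits with the sequencing batch as a block that are named here were chosen after the values had been seen, and the other settings are alternatives set before the data were examined. Medians read by eye from the figures were compared with the recomputed medians for 66 groups. None differed by the criteria used and 61 lay within 10%. The paper gives a number of retained immune cells that equals the number of annotated cells, while 595 of these carry the labels erythrocyte, outlier or tumor, which leaves 23425 immune cells. Where the paper tested expression over pooled cells, sums per sample were tested here, and where it used t tests on samples, permutation tests were used here. Statements of the paper on signaling between cells rest on communication scores of CellChat, which were not recomputed, and the expression of the named genes stands here in their place.

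Some frequencies that the paper states as changed were not past the threshold here. Between primary tumor and metastasis core, the paper has fewer DCs in metastasis, and here the difference was -5.34 percentage points (exact permutation p = 0.0601), past the threshold with cells of at least 1000 UMIs (p = 0.0424). It has more CD8 Lag3 cells in metastasis, with 9.70 points here (exact permutation p = 0.108), past it in the edgeR model of cell counts (p = 0.0124). It names Mon Thbs1 as the major monocyte population in both tissues, but in primary tumors the mean of Mon MHC-II was 44.6% and that of Mon Thbs1 37.8%. The paper reports changed frequencies in Pre-MET lungs, where 3 against 3 samples allow no p below 0.1. The edgeR model of cell counts passed the threshold for 13 of them and did not for CD8 Gzma (p = 0.092). Against control, the paper has more neutrophils and monocytes in distal normal tissue and metastasis. Neutrophils differed by 17.1 and 10.7 points (exact permutation p = 0.15 and 0.17) and passed the threshold by edgeR on cell counts in distal normal tissue (p = 0.0227) but not in metastasis (p = 0.0629). Monocytes of distal normal tissue differed by 19.01 points (exact permutation p = 0.0559) and passed it with cells of at least 1000 UMIs (p = 0.0206). The paper has Mon Thbs1 cells in distal normal tissue to a lesser extent than in metastasis, and against control they differed there by 4.07 points (exact permutation p = 0.181), past the threshold by edgeR on cell counts (p = 0.0433).

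The paper names Mregs as 1 of 2 macrophage populations specific to metastasis. Their percentage of macrophages differed from distal normal tissue by 12.3 points (exact permutation p = 0.108). It passed the threshold with at least 10 macrophages per sample (p = 0.0366), with cells of at least 1000 UMIs (p = 0.021) and as a percentage of all immune cells (p = 0.00689). The paper finds the suppressive module exclusively in metastasis, and its subpopulations made up 3.31% of immune cells in distal normal tissue. Between margin and core, where the paper has distinct compositions, the distance within mice had an exact permutation p of 0.0625, and without a replicate block the permutation p was 0.0473. The paper has Tregs enriched in the core, which differed by 1.55 points within mice (exact permutation p = 0.312), and no setting passed the threshold (p = 0.0598 without a replicate block). It has PMN-MDSCs nearly exclusive to the core (19.5 points, exact permutation p = 0.25), Mac Isg20 dominating the core (34.2 points, p = 0.125) and Mregs the margin (-27.4 points, p = 0.188). These passed the threshold without a replicate block (exact permutation p = 0.0455, 0.00175 and 0.0107) and by edgeR on cell counts (p = 0.00371, 0.0332 and 0.0372). It has cDC2 cells enriched in the core and cDC1 cells in the margin, which differed by 20.9 and -34.4 points in 2 mice (exact permutation p = 0.5 for both), and no setting passed the threshold. With a minimum of 1 DC per sample, which admits 6 mice, the differences were 29.2 and -33.7 points (exact permutation p = 0.0625 for both). Conversely, the paper has no change in CD8 Lag3 cells between margin and core, and the edgeR model of cell counts passed it (p = 0.000331) while the exact permutation test did not (p = 0.406).

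In expression, the paper has Padi4 higher in inflammatory neutrophils, and here Padi4 was higher in Neut Lcn2 than in Neut Ptgs2 in 9 and lower in 8 of 18 samples (mean log2 ratio -0.35), with a positive mean among cells of at least 1000 UMIs (0.84) and with at least 5 cells of both (0.14). Neut Ifit3, also proinflammatory in the paper, was not compared. It has signaling from monocytes through Ccl6 to Ccr2 on neutrophils increased in Pre-MET lungs, where Ccl6 had a log2 fold change of -0.26 in monocytes and Ccr2 had 1 UMI in neutrophils of control and 2 UMIs in those of Pre-MET lungs. The paper has photoactivation without an effect on expression, and edgeR called Inmt and Sftpc in T cells, a call lost with the mouse as a block.

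Between distal normal tissue and metastasis, the paper has signaling through Cd44 elevated in metastasis macrophages and DCs, and Cd44 fell by 1.54 on the log2 scale in macrophages (called by edgeR) and had a log2 fold change of -0.22 in DCs. The macrophage values include the change in the mix of macrophage subpopulations between these tissues. It has signaling through Ccl2, Ccl7, Ccl9 and Spp1 of macrophages elevated in metastasis, and their log2 fold changes of 0.71, -0.25, 1.20 and 0.40 were not called by edgeR. With the mouse as a block all 4 were called (2.73, 2.39, 1.43 and 1.99). Without the filter on low counts Ccl9 was called (1.71). The fit with at least 20 cells per sample left 1 distal normal sample, whose spread is unknown, so that no call is taken from it. With the batch as a block, chosen after the values were seen, Ccl2, Ccl9 and Spp1 were called and Ccl7 was not. Of the IFN genes and tissue-resident genes that it names in macrophages, Rsad2 (2.60) was called without the filter on low counts and with the batch as a block, chosen after the values were seen, Isg20 by DESeq2 and without the filter, and Ear1 without the filter. Ccr2 (-0.04 in monocytes, -0.63 in DCs), Ccr1 in neutrophils (0.17) and Ccl9 in monocytes (0.09), which the paper has in signaling elevated in metastasis, were called under no setting, nor were Mif and Spp1 in DCs, which did not pass the filter. Cd74 in DCs (2.57) was called without the filter. The paper has the Cxcl2 and Cxcr2 axis higher in distal normal tissue and Cxcr4 lower in metastasis. Cxcl2 was higher in neutrophils of metastasis (0.29), Cxcr2 changed by -0.03, and Cxcr4 averaged 91.0 CPM in distal normal tissue and 153 CPM in metastasis, none called under any setting.

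Between margin and core, the paper has Isg20, Ifitm3 and Ly6a higher in monocytes and DCs of the core. In monocytes the log2 fold changes were 1.09, 0.04 and 2.83, none called by edgeR. In DCs they were 1.31, 0.71 and 1.35, and with 1 margin against 7 cores, where edgeR recovered 0.5% of the genes changed in simulated data, the absence of a call decides nothing. Ly6a in monocytes was called by DESeq2, without the filter on low counts, with the mouse as a block and with at least 5 cells per sample, and Isg20 and Ifitm3 in monocytes under no setting. It has expression of Ccl2, Ccl7, Ccl12 and Ccr2 increased in monocytes and macrophages of the core. In monocytes, Ccl2 (2.10) and Ccl12 were called without the filter and with the mouse as a block, and Ccl7 (0.61) and Ccr2 (-0.43) under no setting. In macrophages, Ccl12 (3.87) was called by DESeq2 and without the filter, Ccr2 (2.03) by DESeq2, and Ccl2 (1.42) and Ccl7 (1.66) under no setting. Of the Ccl6 and Ccl9 axis with Ccr1, Ccl9 in macrophages (1.52) was called by DESeq2, while Ccl6 had a log2 fold change of -0.07 in macrophages, and Ccl6 (0.43), Ccl9 (0.31) and Ccr1 (1.48) in monocytes and Ccr1 in macrophages (0.21) were called under no setting. Il1b in macrophages (1.53), which the paper has in its IL1β program of the core, was called by DESeq2.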

Other observations

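The tests of batch on the frequencies, of UMIs per cell between primary tumor and core, and of the macrophage yield in the margin, and the Mreg ratio without mouse 32, were chosen after the results had been seen, and the others were set beforehand. Chance was tested with splits of the same samples into groups of the same sizes, the real split counted among them. For control and Pre-MET lungs, the real split called the most genes in monocytes and in neutrophils (1 of 10 splits each), and 10 splits cannot exclude chance. For distal normal tissue and metastasis, 50 splits that part as many mice were drawn. Chance was excluded for the number of genes called in macrophages (1 of 50) and monocytes (1 of 50) and for the median of the type I IFN list in macrophages (2 of 50) and monocytes (1 of 50). Where edgeR called no gene, every split gave as many (50 of 50), and nothing is excluded. This holds for neutrophils (26 genes below an unadjusted p of 0.05, 0 called by DESeq2) and DCs (47 and 0) of metastasis against distal normal tissue, and for monocytes (84 and 5) and macrophages (178 and 39) of core against margin. With the mouse as a block, edgeR called 58 genes in monocytes of core against margin, and no splits were drawn for that fit. The median of the IFN list in the core was reached by 21 of 50 splits in monocytes and 8 of 50 in macrophages, so that chance is not excluded there. Splits drawn without regard to mice gave 17 and 4 of 50 for these, and 1 of 50 for each result for which chance was excluded.

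Control plates were sequenced in a batch of their own, while the batches of the Pre-MET plates also held relapse-free mice 6 and 7 (559 and 226 cells). A difference between sequencing batches was weighed with these cells for frequencies. For expression it was weighed with all plates of these mice in these batches, with GFP-gated plates included. Over the 214 genes called in monocytes, the relapse-free mice differed from control in the direction of Pre-MET in 205, by a median of 58.6% of the Pre-MET change, where unchanged mice gave at most 21.4% in simulated data. Sequencing batch may therefore account for a part of the Pre-MET change in monocyte expression. The sort gate of these plates may also have added to the shift of these mice. So may a tumor that they had carried, if their label of relapse-free holds, since the paper's text calls them control mice. The gate and the tumor were not tested. Against the relapse-free mice of their own batches, Pre-MET monocytes had 26 called genes, 12 of them among the 214. The 4 genes called in neutrophils gave 51.8% (at most 27.1% in simulated data), and batch and condition cannot be told apart with so few genes. Against these mice edgeR called 0 genes in neutrophils, with 31 below an unadjusted p of 0.05, and DESeq2 was not run. For frequencies, the side of each relapse-free mouse was taken from the exact 95% interval of its cell counts against the midpoint of control and Pre-MET. Both mice lay on the side of control for 2 of 15 that the paper names, NK cells and monocytes, which argues against batch as the whole cause of these 2. For the other 13, batch and condition cannot be told apart. In 8 of these both mice were nearer to control and in B cells both were nearer to Pre-MET (2.33% and 4.87%), but in each of these at least 1 interval reached the midpoint. In the other 4 (T cells, CD8 Gzma, Neut Ptgs2 and Neut Ifit3) the 2 mice were nearer to different groups.

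Primary tumors and metastasis cores share 1 sequencing batch, with 1 primary tumor and 2 cores. All 11 differences past the threshold kept their direction in it (11 of 11). Batch and tissue cannot be told apart even so, because 1 primary tumor has no spread and the other 3 come from a batch without cores. Primary tumor cells held more UMIs. With cells of at least 1000 UMIs, 11 of 11 differences kept more than 0.5 of their size, the lowest 55.4% for CD8 Gzmk. NK cells, CD8 Gzma, CD8 Gzmk, Mon Fn1 and the ratio of activated to naïve T cells no longer passed the threshold. UMIs per cell and tissue cannot be told apart, since this minimum does not equalize UMIs between the tissues. Between distal normal tissue and metastasis, 9 differences past the threshold were followed into the batches that hold both tissues, and in 25 of 25 pairs of difference and batch the direction was that of all samples, which argues against the batch as their cause. For these, a change in the tissue remains as a hypothesis, found and tested on the same data.

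The type I IFN list was higher in monocytes of metastasis than of distal normal tissue, and the mix of monocyte subpopulations also differed. Within Mon Fn1 cells alone, the median log2 fold change was 45.3% of that in all monocytes over the 14 genes tested in both, so that a change in the mix may account for a part of the rise. In macrophages the mix differed as well, and no test within a subpopulation was run, so that its part in their rise stays open. Between core and margin, the median within Mon Fn1 was 166% of that in all monocytes over 6 genes. A change in the mix and a change within cells cannot be told apart there, since 3 of these 6 genes were lower within Mon Fn1 than in all monocytes.

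Mregs made up more of the macrophages in the margin than in the core in 4 of 5 mice with both. The percentages were 66.7% and 17.0%, 75% and 8.62%, 16.7% and 8.33%, and 68.8% and 47.6%, and in mouse 31 they were 50% and 58.6%. The yield of macrophages differed between mice, with 18, 8, 6, 16 and 8 macrophages in these margins. Yield and a change in the tissue cannot be told apart, since these margins hold so few macrophages. The test within 5 mice decides nothing, as its exact permutation p of 0.188 could not go below 0.0625. Over all samples without pairing the exact permutation p was 0.0107, and in the edgeR model of cell counts p was 0.0372. In mouse 32, Mregs were 97.1% of 35 margin macrophages and the core gave 0 macrophages among 77 immune cells, where 3 cells are 3.90%. Among all immune cells, the Mreg difference within mice was -8.85 points (exact permutation p = 0.781), so that the finding concerns the mix of macrophages. That difference rests on mouse 32, with 61.8% in the margin and 0% in the core. Without this mouse, the log2 ratio of core over margin among all immune cells reversed from -1.83 to 0.79.

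Inmt and Sftpc were found in T cells of the GFP-positive plates at 449 CPM in sum, 1.08 times their level of 416 CPM in the other immune cells of the same plates. In GFP-negative plates they were at 0 CPM in T cells and 16.5 CPM in the other immune cells. RNA from other cells of the lung is a candidate source, since a change of T cells would not be shared by all immune cells at a like level. The GFP-negative plates were also gated on CD45 and the GFP-positive plates were not, so that gate and photoactivation cannot be told apart here. Whether photoactivation, sorting or the plate brought this RNA was not tested.

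Results of the lists that stand beside no sentence of the paper are as follows, each with the genes tested, the genes higher in the second-named group, the median log2 fold change and the two-sided p of camera and fry. In monocytes of control against Pre-MET lungs, 4 of 25 type I IFN genes were higher, with a median of -0.54 (camera p = 1.2e-05, fry p = 0.0498), and of the 4 called by edgeR none was higher. Among the glycolysis genes there, 8 of 10 were higher, with a median of 0.17 (camera p = 0.101, fry p = 0.0274). The IFN list in distal normal tissue against metastasis gave 10 of 16 higher in neutrophils (0.090, camera p = 0.332, fry p = 0.621) and 5 of 8 in DCs (0.69, camera p = 0.0519, fry p = 0.131). Glycolysis genes in the same tissues were higher in 7 of 7 in macrophages (1.51, camera p = 9.7e-06, fry p = 3.1e-05; 5 called by edgeR), 8 of 9 in monocytes (0.49, camera p = 6.9e-05, fry p = 0.0129; 2 called), 1 of 5 in neutrophils (-0.12, camera p = 0.196, fry p = 0.472) and 3 of 5 in DCs (1.59, camera p = 0.0744, fry p = 0.211). In margin against core they were higher in 6 of 6 in monocytes (0.35, camera p = 0.00451, fry p = 0.0536) and in 6 of 8 in DCs (0.52, without a test, since 1 margin held enough DCs). In T cells of GFP-negative against GFP-positive plates, 3 of 10 IFN genes were higher (-0.26, camera p = 0.501, fry p = 0.746) and 3 of 7 glycolysis genes (median -0.044 and mean 0.026, of opposite sign, camera p = 0.628, fry p = 0.806). Whether a list changed more in one cell type than in another was not tested.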
